# Feed status and skin injury modulate immunopathology, global gene expression, and survival in channel catfish during virulent *Aeromonas hydrophila* infection

**DOI:** 10.3389/fimmu.2025.1642531

**Published:** 2025-07-22

**Authors:** Yesutor K. Soku, Miles D. Lange, Jason W. Abernathy, Nithin M. Sankappa, Craig A. Shoemaker, Karl Hayden, Linnea K. Andersen, Ida Phillips, Toufic Nashar, Temesgen Samuel, Abdelrahman Mohamed

**Keywords:** inflammatory, pathogen recognition, gene expression, survival analysis, histopathology, innate immunity, gastrointestinal, aeromonas

## Abstract

**Introduction:**

Virulent *Aeromonas hydrophila* is a major pathogen in channel catfish (*Ictalurus punctatus*), that causes motile *Aeromonas* septicemia and significant economic losses. We investigated the effect of feeding status and skin integrity on the host immune response, disease survival, and gastrointestinal pathology following a vAh challenge.

**Methods:**

Using a bath immersion model, channel catfish were divided into four treatment groups: fin clipped and fed (FCF), fin clipped but not fed (FCN), not fin clipped but fed (NCF), and not fin clipped nor fed (NCN) alongside non-challenged control groups The FCF and NCF groups were fed 2 h prior to the challenge, but the FCN and NCN groups were not. Survival analysis, histopathological assessment, and RNA sequencing were conducted across groups at different time intervals throughout the vAh challenge.

**Results:**

Survival rates were lowest in the FCF and FCN groups (30% and 23% survival, respectively), suggesting that both feeding and skin damage contributed to disease severity. Histopathological analyses revealed more severe intestinal and gastric lesions in fed groups, characterized by epithelial necrosis, hemorrhage, and edema. Transcriptomic analysis among the groups identified significant differentially expressed genes associated with inflammation, apoptosis, and metabolic stress, with notable upregulation of interleukin 1-beta (*il-1β*), and complement C3 (*c3*). Gene ontology enrichment highlighted distinct immune activation patterns between fed and unfed groups, with enhanced pathogen recognition and pro-inflammatory responses in unfed fish.

**Discussion:**

These findings suggest feeding prior to infection may exacerbate disease pathology, potentially by creating a physiological state conducive to facilitate pathogen proliferation and dampened early immune responses, whereas short-term fasting appears to promote early immune activation. This study provides novel insights into the complex interplay between feed status, physical injury, and immune response to vAh infection.

## 1 Introduction

*Aeromonas hydrophila* is a Gram-negative, motile, rod-shaped bacterium widely found in aquatic environments that causes motile *Aeromonas* septicemia (MAS) in fish (1–3). Clinical signs can be acute, chronic, and latent, and infection manifests in various forms depending on the pathogen’s virulence factors, defense strategy, and stress level of the host (4). Over the last two decades, an *A. hydrophila* clonal strain emerged in the U.S., principally as isolated farm cases in 2004 (5). No other incidence was recorded until 2009, and since then, outbreaks from virulent *A. hydrophila* (vAh) strains typically affect market-size channel catfish (*Ictalurus punctatus*), with mortality ranging from 50-60% (6, 7). This pathogen accounts for $3.4 million annually in loss due to deaths and increased production costs, including the use of expensive antimicrobial feeds (8).

Previous work has investigated the portal of entry of vAh using bath immersion, intraperitoneal injection, and adipose fin (Af) clipping-immersion models (9–12). Quantification of vAh among internal organs demonstrates bacterial recovery in the gills, intestine, kidney, spleen, and adipose tissue 24 hours post-challenge (HPC) (13). Histological findings have been reported from natural and experimental vAh infections in channel catfish (7, 14), and histological changes were detected in the gills, intestine, stomach, kidney, and liver at 24 HPC (14), with lesions in the stomach and spleen significantly marked in natural infections (7). Af-clipping immersion models simulate a natural route of infection in channel catfish (13, 15); however, the characterization of pathological findings to assess the impact of nutritional status and fin clipping has not been reported.

Recent studies have also elucidated innate and adaptive immunity in channel catfish after intraperitoneal injection with vAh strain ML09-119 (16). Moreover, other studies have also investigated the catfish immune response to other bacterial, viral, and parasitic infections (17). These studies reveal that catfish combat bacterial infections utilizing their innate immune system, including pro-inflammatory cytokines and chemokines (16, 18). The transcriptomic analysis of the stomach and intestinal tissues of vAh-infected channel catfish following feeding or injury has not been evaluated.

Exploring the pathophysiology and immunobiology of motile *Aeromonas* septicemia caused by vAh in channel catfish following nutritional modulation and physical injury from fin clipping is critical to understanding how the fish responds to infection. This is particularly important in developing therapies, including vaccines and feed additives designed to confer protection against vAh. Based on the notable histological findings of degranulate eosinophilic granular cells and dendritic cells in the necrotic intestinal epithelium (14) and marked hemorrhage and edema in the submucosa and muscular of the stomach (7), we hypothesized that the gastrointestinal system plays a crucial role in the pathogenesis of vAh. We therefore aimed to investigate the pathology and global gene expression in vAh-infected channel catfish internal organs (intestine and stomach) following nutritional modulation and wounding.

## 2 Materials and methods

### 2.1 Ethics statement

All fish experiments were conducted at the USDA-ARS Aquatic Animal Health Research Unit (AAHRU) under an approved AAHRU Institutional Animal Care and Use Committee protocol and conformed to USDA-ARS Policies and Procedures 130.4.v5.

### 2.2 Fish source and housing conditions

Channel catfish weighing 35 ± 2 g were kept in a recirculating aquaculture system (RAS) at the AAHRU. These channel catfish were acclimated in dechlorinated water at 28 ± 2°C, pH at 7.5 ± 0.5, and dissolved oxygen at 7.0 ± 2.0 ppm for 14 days with daily monitoring of these water quality parameters. Fish in all treatment groups were fed the same pre-challenge commercial 32% protein 4.8 mm catfish pellets at 3% of their average body weight during acclimation and the day prior to the experiment. A photoperiod of 12:12 h light/darkness schedule was maintained. Aeration was supplied through air stones that were placed in each tank.

### 2.3 Bacteriology

An archived isolate of vAh ALG-15–097 was used for the study (9). The isolate was plated on tryptic soy agar supplemented with 5% sheep blood (Remel, Lenexa, KS) and incubated at 28 ± 2°C for 24 h. A single colony was then inoculated in tryptic soy broth (TSB) (Becton, Dickinson and Co., Sparks, MD) with 0.4 mM deferoxamine mesylate (DFO) (Sigma-Aldrich, St. Louis, MO) and incubated at 28 ± 2°C with 115 rpm constant shaking for 24 h. The overnight culture’s optical density (OD) at 540 nm was measured using an Ultrospec 2100 pro-UV/Visible Spectrophotometer (Pharmacia). Following this, triplicate plate count determined the concentration of ALG-15–097 colony-forming units (CFU) to be 1.5×10^9^ CFU/mL.

### 2.4 Experimental design

Channel catfish were transferred using nets into a 20 L container with RAS water mixed with 100 mg/L of Syncaine (MS-222) (Syndel, Ferndale, WA) buffered with sodium bicarbonate for sedation. To assess the effects of fed status, two groups of fish were fed 2 h before the challenge, whilst two groups were not. Similarly, to assess the effects of physical injury from tissue damage, the Af was clipped using scissors in two groups and left unclipped in two others. Briefly, upon full sedation, indicated by the absence of opercular movement after 5 minutes, the Af was clipped at its base using scissors, following the method outlined previously (12). No procedure other than anesthesia was conducted on the unclipped groups.

### 2.5 Treatment groups

1. FCF: These fish had their Af-clipped and fed 2 h before the challenge.
2. FCN: These fish had their Af-clipped and not fed 2 h before the challenge.
3. NCF: These fish had intact Af and fed 2 h before the challenge.
4. NCN: These fish had intact Af and not fed 2 h before the challenge.
5. Control1: These fish had their Af-clipped and exposed to sterile TSB.
6. Control2: These fish had intact Af and exposed to sterile TSB.

### 2.6 Bacterial challenge and survival curve analyses

Each treatment group included four replicate tanks. Following anesthesia, fish in each treatment group were split into four replicate tanks in a randomized, blinded manner (n = 25 fish per replicate tank). Each tank was 57 L equipped with air stones, filled with 10 L water and 100 mL of ALG-15–097 cell suspension (1.5×10^9^ CFU/mL) for a final concentration of 1.5×10^7^ CFU/mL (based on a pilot study that demonstrated this was an effective challenge dose). The controls were treated the same way, except they were exposed to 100 mL of sterile TSB (with 0.4 mM DFO). The fish remained in the 10 L bath for 1 h at which time the water flow was resumed at a rate of 0.5 L/min. The fish were monitored, and observations were recorded at 1 and 2 h intervals until 12 HPC. After that, observations were made twice daily. The experiment was concluded at 72 h. Dead fish were promptly removed from the tanks. About 20% of daily mortalities were sampled (liver) to confirm vAh as the cause of death. After the first day of the challenge, all fish groups were fed a commercial diet *ad libitum*. Survival data was analyzed using Kaplan-Meier log-rank survival analysis. Probabilities of *P* < 0.05 were considered statistically significant. All statistical tests were performed using GraphPad Prism version 10.3.1 (San Jose, CA).

### 2.7 Fish sampling for pathological analysis

Briefly, six randomly sampled fish from each treatment group were euthanized using an overdose of buffered Syncaine (>300 mg/L). A ventral midline incision was made from the vent to the pelvic girdle to expose the visceral organs. The dissected catfish were then placed in 10% neutral buffered formalin for 48 h to ensure proper tissue fixation, after which they were transferred to 70% ethanol for long-term preservation. This process was performed on fish sampled at 2, 4, and 8 HPC from each treatment group. A total of 72 fish were processed for analysis (n = 6/group/time). Additionally, 12 fish were randomly sampled from the two control treatment groups (n = 6/group) at 2 HPC to serve as controls for pathological investigation.

#### 2.7.1 Histopathology

After fixation, intestinal samples (fore- and hindgut) were collected and placed in cassettes for histological processing. This included tissue dehydration using alcohol, clearing in xylene, and embedding in paraffin wax. Thin sections, 5 µm thick, were then cut from the embedded tissues and stained with hematoxylin and eosin (H&E) and Gram stain. The stained sections were examined under a light microscope (Olympus BX41, Olympus America, Bartlett, TN) at total magnification of between 40-400x.

A semiquantitative grading system was developed to assess the pathological changes in the intestines of catfish sampled post-challenge. Severity scores were assigned based on the observed pathological changes, with mild, moderate or severe changes receiving 1, 2 and 3 points, respectively. Pathological features assessed included edema, hemorrhage, inflammation, and erosion/ulceration. The scores for changes within each individual tissue (stomach or intestine) were averaged, and a final score was assigned to each sample (**Table 1**). Statistical significance of the histopathology changes was assessed using nonparametric Kruskal-Wallis test and variables within scores assessed by Dunn’s *post-hoc* test (19).

**Table 1:** Semiquantitative grading system to assess the histological changes in the channel catfish intestine and stomach during the vAh challenge.

Treatments	Edema ^a^	Hemorrhage ^a^	Inflammation ^a^	Ulceration ^a^	Gastrointestinal Score Average ^a^
Control	0/0	0/0	0/0	0/0	0/0
FCF-2h	1.5/1.5	0/0	0.5/0.5	0/0	2/2
FCF-4h	2/2	0/0	2/2	0/0	4/4
FCF-8h	2.5/2.5	0/0	2/2	0/0	4.5/4.5
NCF-2h	1.5/1.5	0/0	0.5/0.5	0/0	2/2
NCF-4h	2/2	0/0	2/2	0/0	4/4
NCF-8h^*^	3/3	2/2	2/2	2/2	9/9
FCN-2h	1/1	0/0	0/0	0/0	1/1
FCN-4h	1/1	0/0	1/1	0/0	2/2
FCN-8h	1/1	0/0	1/1	0/0	2/2
NCN-2h	1/1	0/0	0/0	0/0	1/1
NCN-4h	1/1	0/0	0/0	0/0	1/1
NCN-8h	1/1	0/0	0/0	0/0	1/1

^a^The first value for each is the average in the stomach, and the second value is the average in the intestine.

^*^Only NCF-8h showed statistical significance with Dunn’s *post-hoc* test (p = 0.0088).

### 2.8 Fish sampling for RNA extraction and sequencing

The dissection and tissue sampling are the same as described above. After tissue sampling, each tissue (20–30 mg) was placed into 1 mL of RNA stabilization solution (RNAlater, ThermoFisher Scientific, Waltham, MA) and stored at -80°C freezer until needed. The same process was performed on challenged fish sampled at 2, 4, and 8 HPC from each treatment group. A total of 72 fish were processed for analysis (n = 6/group/time). Similarly, a total of 12 fish were randomly sampled from the two control treatment groups (n = 6/group) at 2 HPC for controls for RNA sequencing analysis.

### 2.9 RNA extraction and sequencing

Total RNA samples were assessed for quality and quantity using the 4200 TapeStation System with the RNA ScreenTape assay (Agilent Technologies, Santa Clara, CA) and a BioTek Cytation 1 Plate Reader with the BioTek Take3 Microvolume Plate (Agilent Technologies, Santa Clara, CA). Total RNA samples were then sent to a service provider (SeqMatic, Fremont, CA) for RNA sequencing on an Illumina NovaSeq X Instrument (San Diego, CA) in a 2 x 150 bp paired-end configuration with a target sequencing depth of > 25 M paired-end reads/sample. Sequencing libraries were made with the Illumina Stranded mRNA Ligation Prep Kit (Illumina, San Diego, CA) according to the manufacturer’s protocol.

### 2.10 Transcriptome analysis and bioinformatics

Raw, demultiplexed reads, with a minimum of 25 M paired-end reads/sample, were generated for analysis. Bioinformatics processing was carried out using OmicsBox software (20) and R-Bioconductor packages. The initial preprocessing of the raw FASTQ files involved quality control using FASTQC (21) and Trimmomatic (22) with default settings to remove low-quality bases, short reads, and Illumina adapter sequences. The channel catfish genome (Coco_2.0 assembly; GenBank accession GCA_001660625.3) was used for alignment. Quality-controlled (QC) reads were aligned using the STAR aligner (23) with 2-pass mapping and an overhang length of 149. The resulting BAM files were evaluated for alignment quality using RSeQC (24–26), generating metrics such as transcript integrity numbers (TINs). Gene-level counts were obtained from the QC-checked BAM files using HTSeq (27), with settings for strand-specific orientation, exon-based quantification, and union mode for overlapping reads. Differential expression analysis was conducted with edgeR (28), first, genes with low counts were filtered via the ‘filterByExpr’ function. Samples were then normalized using the Trimmed Mean of M values (TMM) method. The Quasi Likelihood F-test with the additional parameter of robust=true was used for pairwise comparisons, focusing on all four treatment groups and the control. Genes were classified as differentially expressed (DEGs) if they had an adjusted p-value below 0.05 and exhibited more than a 2-fold up- or downregulation compared to the control (*P*-adj < 0.05, FC > ± 2).

### 2.11 RT-qPCR validation

Select genes were independently assessed via reverse transcription quantitative polymerase chain reaction (RT-qPCR) to validate the RNA sequencing analyses. An aliquot of each total RNA sample used for RNAseq were also used for validation. cDNA synthesis was performed using the LunaScript^®^ RT SuperMix Kit (New England Biolabs, Ipswich, MA, United States). Reactions contained 4 μL of LunaScript RT SuperMix (5X) and 200 ng of template RNA, and the volume was adjusted to 20 μL with nuclease-free water. As a control, to rule out the presence of DNA in the samples, no-RT reactions were prepared for each of the samples, along with no-template controls (negative control). Reaction conditions for cDNA synthesis included primer annealing at 25°C for 2 min, cDNA synthesis at 55°C for 10 min and heat inactivation at 95°C for 1 min. RT-qPCR assays were performed using the Roche LightCycler 96 (Roche Diagnostics, Indianapolis, IN). Reactions were carried out in triplicate under the following conditions: 95°C for 15 s, followed by 45 cycles at 95°C for 15 s, 60°C for 30 s, followed by melting curve analysis. Cycle threshold (Ct) values were collected, and fold-change between each comparison was determined using the 2^-ΔΔCT^ method (29). *P*-values were calculated using a student’s t-test.

## 3 Results

### 3.1 vAh survival analysis

In this study, we investigated the effects of fed status and physical injury on channel catfish during a vAh challenge. The fin clipped mock control incurred no mortality during the 72-h challenge. The FCN group experienced the highest mortality (77%), followed by FCF (70%), NCF (62%) and NCN (45%). Kaplan-Meier survival analysis showed a significantly higher survival rate in NCN compared to NCF (*P* < 0.01), FCF and FCN (*P* < 0.001) (**Figure 1**). NCF showed a significantly higher survival rate compared to FCF and FCN (*P* < 0.05). FCF and FCN survival rates were not significantly different from one another.

**Figure 1:**
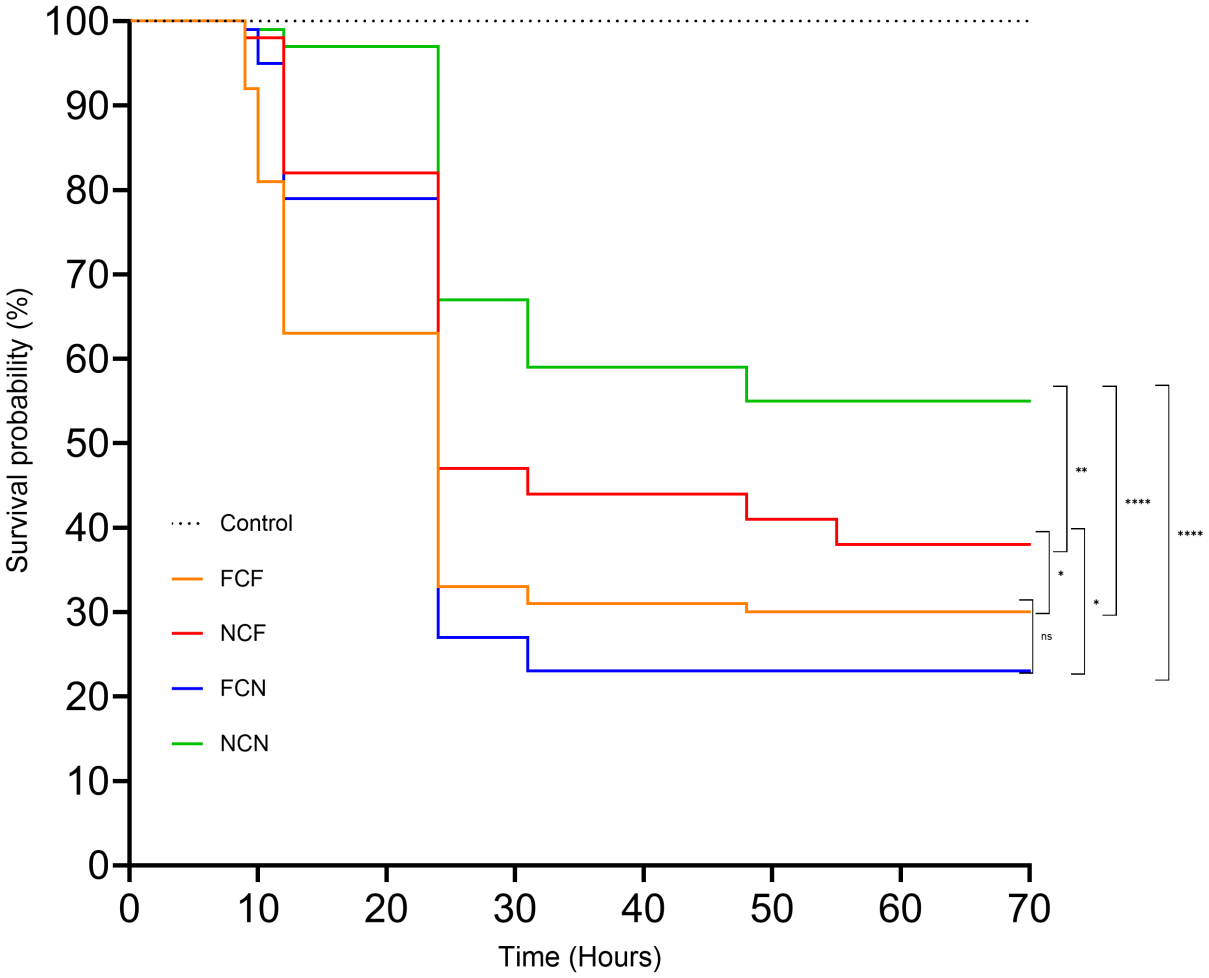
Kaplan-Meier survival curve of the treatment groups. FCF, Fin clip fed; NCF, No fin clip fed; FCN, Fin clip not fed; NCN, No fin clip not fed. The p-values for NCN vs. FCF, NCN vs. FCN, NCN vs. NCF, and, and NCF vs. FCN, and FCF vs. NCF were < 0.0001, < 0.0001, 0.0037,0.0244, and 0.0225 respectively. The p-value for FCF vs FCN was 0.6185. ns: Not significant (p > 0.05). *: Significant at p < 0.05. **: Significant at p < 0.01. ****: Significant at p < 0.0001.

### 3.2 Gross and histopathological findings during vAh challenge

External lesions were observed on the surface of catfish by 2 HPC and included exophthalmia, iridial hemorrhage, reddened fins, and congestion, which are consistent with other findings (**Figures 2A–D**) (7, 30). Internally, the gastric blood vessels on the distended stomachs and intestines of the fed treatment groups were dilated, while the gastric vessels were not dilated in the unfed treatment groups (**Figures 2E, F**).

**Figure 2:**
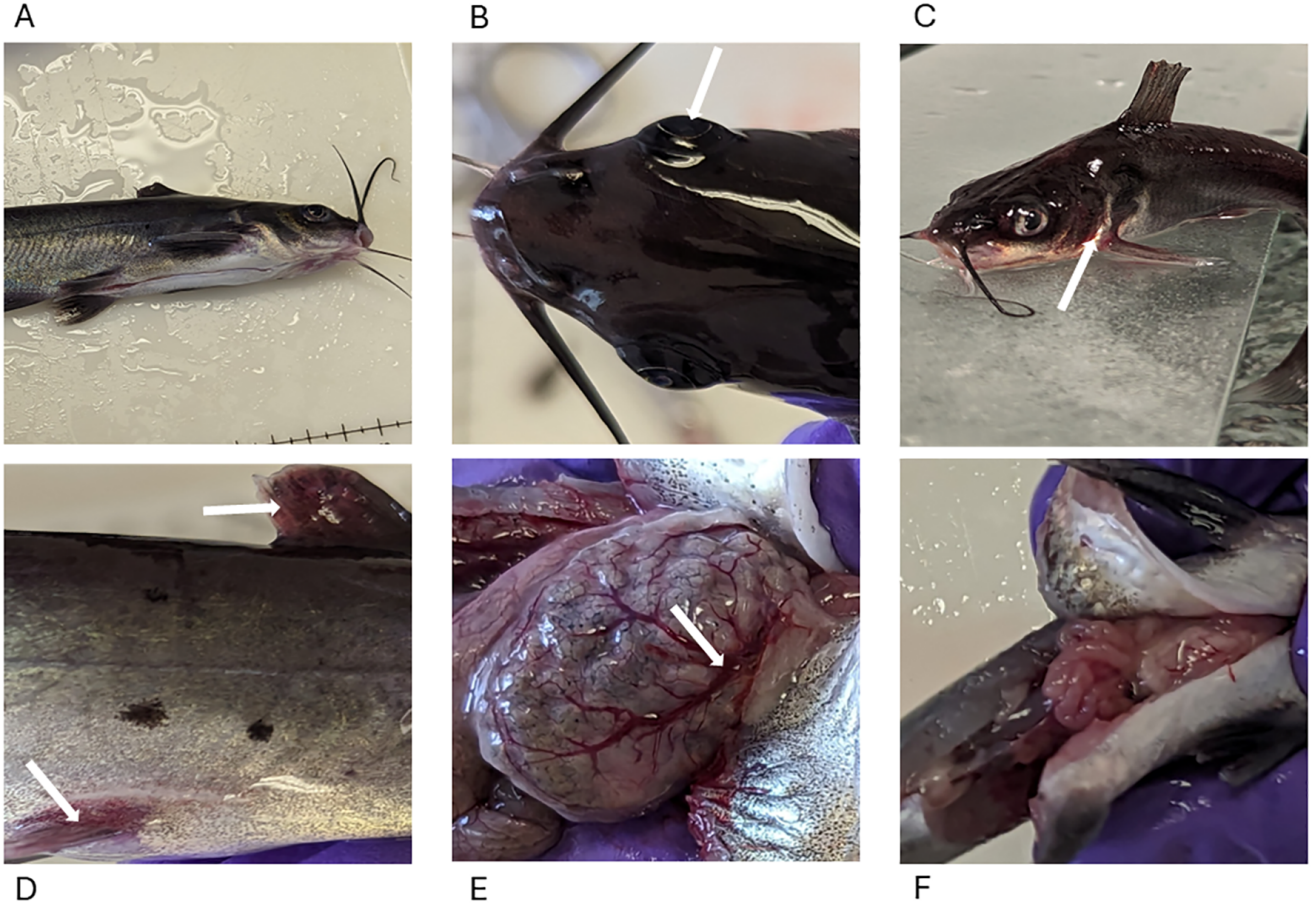
Lesions in MAS-infected channel catfish. **(A)** No marked external lesions were observed in fish from the control group. **(B)** Bilateral exophthalmia (arrow) with slight cellulitis on the skull region resembling the characteristic onset of skull lesions. **(C)** Reddening around the gills (arrow), mouth, and head region. **(D)** Erythema of the fins (dorsal and pelvic fins arrowed). **(E)** Dilated and engorged gastric blood vessels (arrow) 2 HPC in the fed treatment groups. **(F)** Gross appearance of unfed stomach 2 HPC in the unfed treatment group.

The control group presented a well-organized gastric structure in the stomach, maintaining the integrity of the mucosa and lamina propria (LP) with intact gastric glands and muscular and serosal layers (**Figure 3A**, **Table 1**). Similarly, the intestine displayed a preserved histoarchitecture with clearly delineated mucosal, submucosal, muscular, and serosal layers (**Figure 3B**).

**Figure 3:**
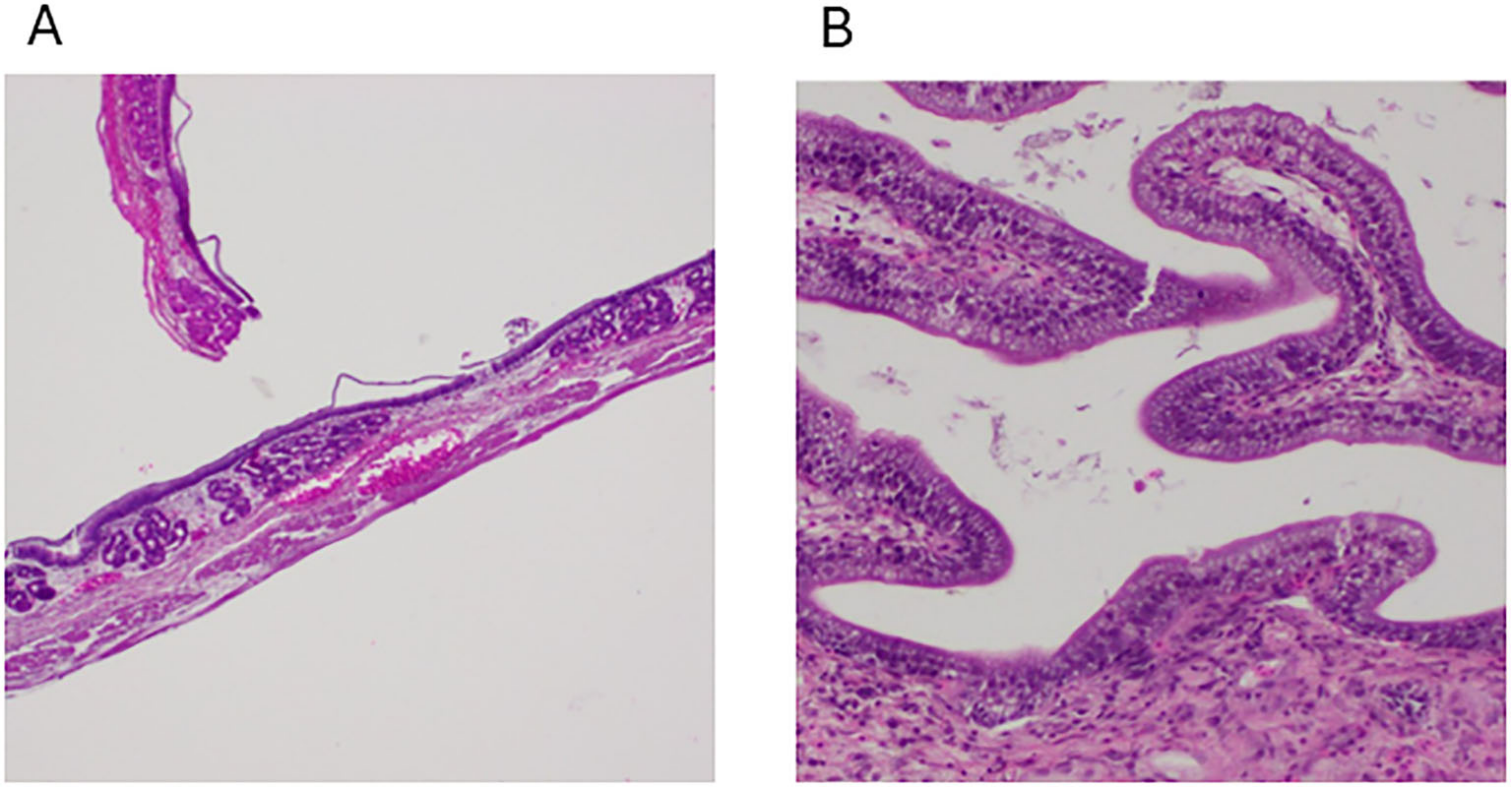
Photomicrographs from control group channel catfish. **(A)** Normal histology of the stomach showing all its structure, including the presence of gastric glands, 100x, H&E, FCF. **(B)** The intestines show normal structural arrangements, including the presence of goblet cells, 100x, H&E, NCF.

Minimal to moderate edema was detected in the LP and submucosa of the stomach at 2 HPC (**Supplementary Figure S1**, **Table 1**). These lesions became more acute with the LP, and submucosa showing mild to moderate edema, with lymphoplasmacytic and granulocytic infiltration at 4 HPC (**Figure 4A**) and at 8 HPC, the stomach depicted multifocal hemorrhage and erosions to the superficial epithelium with diffuse moderate to severe transmural edema (**Figure 4B**). In the intestine, histopathological lesions were observed by 2 HPC and continued intervals through 8 HPC. Minimal to moderate edema within the LP was observed in the intestine at 2 HPC (**Supplementary Figure S2**, **Table 1**). At 4 HPC, the edema within the LP was mild to moderate, with the presence of lymphocytes and plasma cells (**Supplementary Figure S2**). At 8 HPC, degenerative changes to the superficial epithelium and hemorrhage were observed (**Figures 4C, D**).

**Figure 4:**
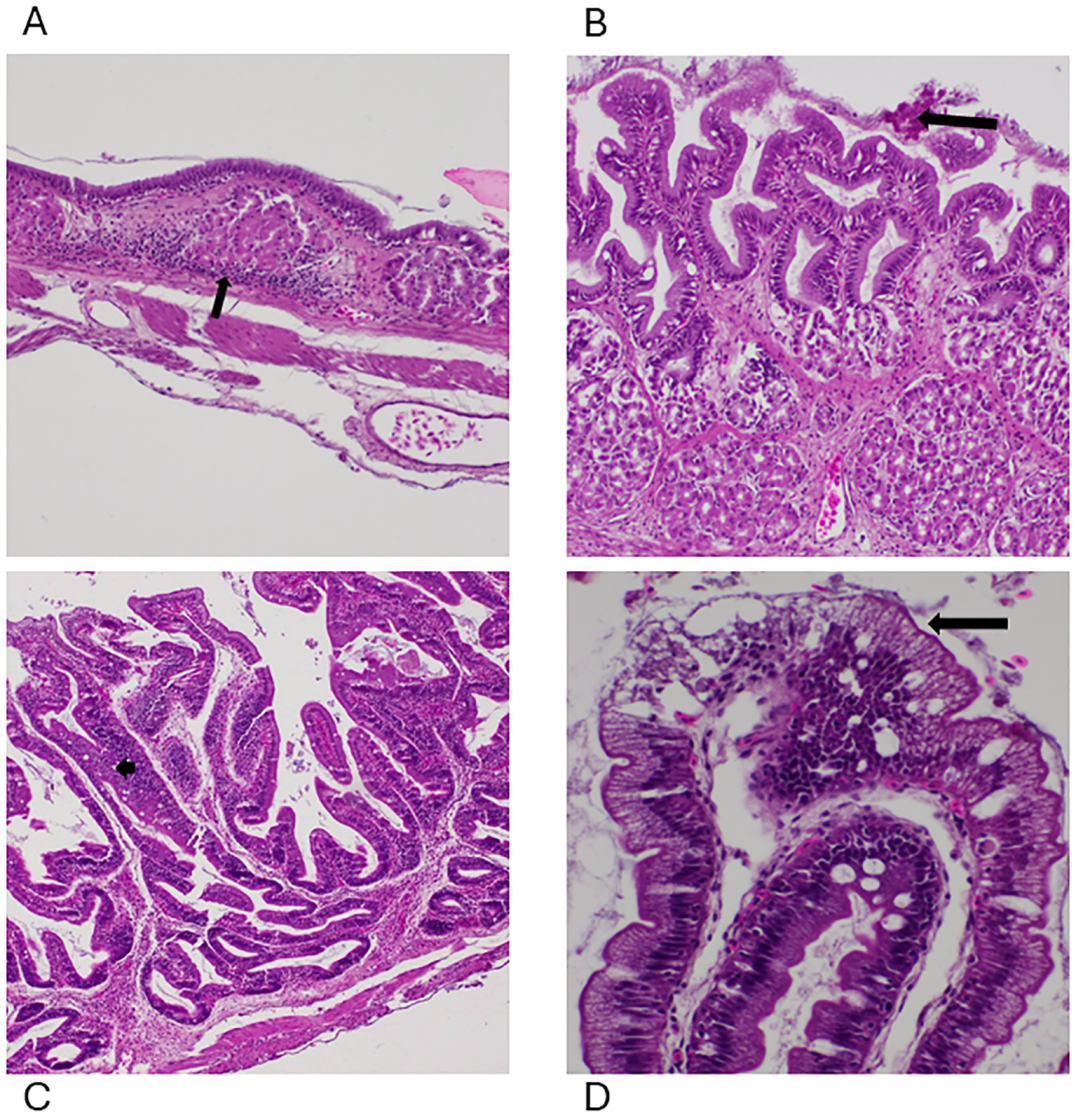
Photomicrographs of the lesions identified within the gastrointestinal system. **(A)** Moderate lymphoplasmacytic and granulocytic infiltration (arrow) in the stomach with mild and moderate edema in the FCF group at 4 HPC, 100x, H&E. **(B)** Multifocal erosions (arrow) to the superficial epithelium of the stomach with diffuse moderate to severe transmural edema in the NCF group at 8 HPC, 400x, H&E. **(C)** Moderate edema within the intestinal lamina propria (arrow) with a few lymphocytes and plasma cells (arrow) at 8 HPC, 200x, H&E, FCF. **(D)** Degenerative changes to the superficial epithelium of the intestine with diffuse severe transmural edema at 8 HPC, 200x, H&E, NCF.

Kruskal-Wallis test on the histology lesions revealed no statistically significant differences among the treatment groups. Additionally, *post-hoc* Dunn’s multiple comparisons test further confirmed that the majority of pairwise comparisons, including all comparisons between the control group and the treatment groups, were not significant, except for NCF-t8, (p = 0.0088).

### 3.3 Gastrointestinal gene expression analysis during vAh challenge

#### 3.3.1 Temporal changes and co-expression analysis of DEGs across treatments in the gastrointestinal tissues during vAh challenge

Within the fed group stomach, FCF expressed 3121 DEGs at 2 HPC, peaked with 3332 DEGs at 4 HPC, and then decreased to 3207 DEGs at 8 HPC, whereas NCF expressed 200 DEGs at 2 HPC, rapidly increased to 1252 at 4 HPC and reduced to 1195 at 8 HPC. In the unfed groups, FCN peaked at 2 HPC with 4413 DEGs, decreasing to 3938 DEGs at 4 HPC, and 3709 at 8 HPC, while NCN showed 2618 DEGs at 2 HPC, peaked with 2792 DEGs at 4 HPC and reduced to 2443 DEGs at 8 HPC (**Supplementary Table S1**).

Venn diagram analysis revealed that FCF had 1997 DEGs co-expressed across all three-time intervals, 402 co-expressions between 2 and 4 HPC, 409 between 4 and 8 HPC, and in the NCF group, 80 co-expressions at all three-time intervals, 59 between 2 and 4 HPC and 441 between 4 and 8 HPC (**Figures 5A, B**). Likewise, in FCN, 2687 DEGs were co-shared at all three intervals, 674 between 2 and 4 HPC and 334 between 4 and 8 HPC. In the NCN group, 1605 DEGs were co-shared at all three-time intervals, 430 between 2 and 4 HPC and 328 between 4 and 8 HPC intervals (**Figures 5C, D**, **Supplementary Table S1**).

**Figure 5:**
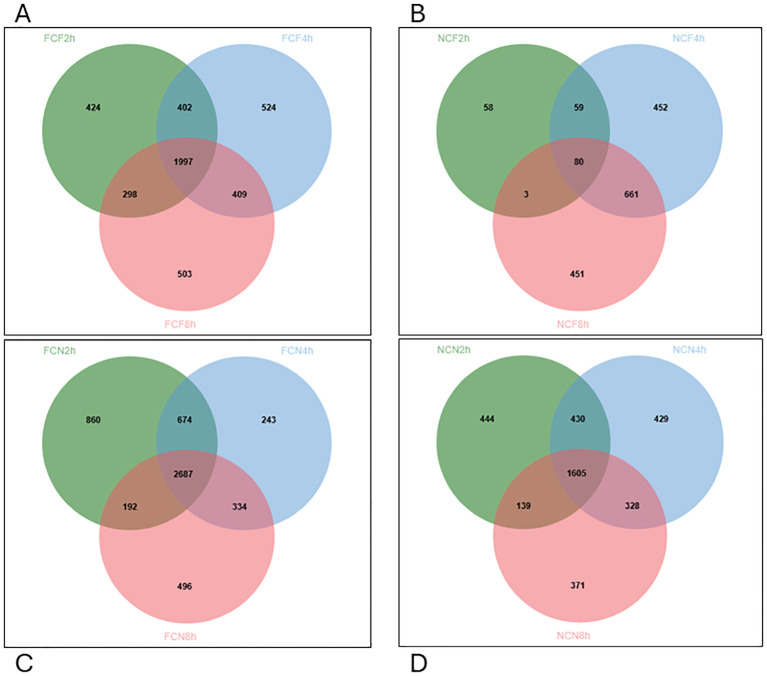
Venn diagram displaying unique and commonly expressed DEGs at 2, 4, 8 HPC in the different treatment groups of the stomach (*P* < 0.05). **(A)** Fin clip fed (FCF). **(B)** No fin clip fed (NCF). **(C)** Fin clip not fed (FCN). **(D)** No fin clip not fed (NCN).

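Intestine RNA of 84 channel catfish was sequenced, and the authors deposited the number of reads they counted on each of 63022 annotated features in each fish, as whole numbers without normalization. FCF, FCN, NCF and NCN had 6 fish at each time interval, 2, 4 or 8 h after the start of the challenge (hours post-challenge, HPC). The mock-challenged fish formed a pair of groups of 6, Control1 with clipped fins and Control2 with intact fins. According to the methods, the reads were trimmed with Trimmomatic, aligned to the channel catfish Coco_2.0 genome with STAR in 2-pass mode, and counted on exons with HTSeq in strand-specific union mode. Total counts per fish ranged from 22010443 to 50802626 in FCF at 2 HPC (median 28277370), from 20905287 to 39323979 in FCF at 4 HPC (median 27039530) and from 25953130 to 39366863 in FCF at 8 HPC (median 31405895). For FCN the totals ranged from 21585649 to 64832035 in fish sampled at 2 HPC (median 28845411), from 22653921 to 31912805 in fish sampled at 4 HPC (median 28216285) and from 23462339 to 49440313 in fish sampled at 8 HPC (median 27496320). In the NCF fish they ranged from 21716552 to 39957916 in the 2 HPC group (median 28019235), from 21572724 to 32654916 in the 4 HPC group (median 24496818) and from 21349752 to 30665282 in the 8 HPC group (median 24300542). NCN totals ranged from 20005045 to 35837485 in the 2 HPC group (median 22485257), from 22983160 to 35142532 in the 4 HPC group (median 25224677) and from 26037965 to 36608413 in the 8 HPC group (median 29110629). Among the mock fish they ranged from 22539095 to 38915017 in Control1 (median 35343867) and from 23731749 to 51120353 in Control2 (median 33898061). Most features are annotated transcripts, so a gene with several transcripts has several features. The 12718 genes with a single annotated transcript had a median of 14500 counts over the 84 libraries, and 4.2% of them had no count. The 11231 genes with several transcripts had a median of 23 counts, and 32.1% of them had no count, so fewer of their changes could be detected. Each comparison was fitted on its own 12 libraries with the edgeR steps that the methods name, which are filterByExpr, TMM normalization and the quasi-likelihood F-test with robust estimation. The quasi-likelihood fit was run in its newer form (legacy = FALSE), which gave more DEGs than its legacy form (legacy = TRUE). In FCF at 2 HPC they gave 531 and 411 DEGs, where the paper has 410. A feature was counted as a DEG when its Benjamini-Hochberg adjusted p was under 0.05 and its change was more than 2-fold. The paper's text does not name the control of each comparison, so FCF and FCN were compared with Control1 and NCF and NCN with Control2, which have the same fin state. The paper's DEG lists were at hand for FCF at 2, 4 and 8 HPC and for NCF at 2 HPC. For these, the legacy form with this control gave the same log2 fold changes (largest difference 0 after rounding). Expression is given as CPM after TMM normalization within the comparison, so the mean of the same mock fish varies slightly between comparisons.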

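In FCF, 531 of 11032 tested features (360 higher and 171 lower) were DEGs at 2 HPC. The number was 819 of 10971 tested features (475 higher and 344 lower) at 4 HPC and 475 of 11149 tested features (312 higher and 163 lower) at 8 HPC. In NCF, 1117 of 10972 tested features (713 higher and 404 lower) were DEGs at 2 HPC, 1424 of 10765 tested features (910 higher and 514 lower) at 4 HPC and 980 of 10698 tested features (692 higher and 288 lower) at 8 HPC. Every challenged fish lay above every mock fish, or every one below, for 571 features in FCF at 2 HPC (5.18% of those tested), 845 at 4 HPC (7.70%) and 448 at 8 HPC (4.02%), where chance gives 0.216%. With the mock group of the other fin state as control, FCF had 1119, 1030 and 870 DEGs and NCF had 939, 832 and 704 DEGs at 2, 4 and 8 HPC, so the largest count of either group fell at 2 HPC. With both mock groups together as control, FCF had 1181, 1166 and 1224 DEGs and NCF had 1510, 1477 and 1262. Leaving out Control1 replicate 4 lowered the FCF count at 2 HPC to 347. At 8 HPC the FCF count was 289, 271, 293 and 314 without Control1 replicate 2, 3, 4 or 5, and 722 without FCF replicate 3. Leaving out NCF replicate 2 lowered the NCF count at 2 HPC to 728.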

Within the fed group intestine, DEGs peaked at 4 HPC. At 2 HPC, 410 DEGs were identified in the FCF group, while 916 DEGs were found in the NCF group. A similar trend was observed at 4 and 8 HPC, with fewer FCF DEGs than NCF. In contrast, the unfed groups exhibited more DEGs, with 1803 DEGs in the FCN group at 2 HPC, increasing to 2013 DEGs at 4 HPC and 2007 DEGs at 8 HPC. 

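With each group compared with the mock group of its own fin state, NCF had 2.10, 1.74 and 2.06 times as many DEGs as FCF at 2, 4 and 8 HPC. With Control1 as the control of both groups, the ratio was 1.77, 1.02 and 1.48. With Control2 as the control of both groups, it was 1, 1.38 and 1.13. The difference in challenge response between clipped and intact fed fish was also tested directly with edgeR, as the change from Control1 to FCF minus the change from Control2 to NCF, on the 24 libraries of each time interval. It passed both DEG thresholds for 0 of 12580 features at 2 HPC, 0 of 12335 at 4 HPC and 0 of 12344 at 8 HPC, with 472, 1493 and 808 features at an unadjusted p under 0.05. A single edgeR fit over all 84 libraries called 0, 30 and 2 of 15091 features for the same difference. Between the mock groups, 2 of 11015 features were DEGs, with 1220 at an unadjusted p under 0.05, and DESeq2 called 38. These were *LOC124627616*, higher in Control1 by a log2 fold change of 4.10, and *LOC108280366*, which was chosen after its value was seen, higher by 4.25 (both with an adjusted p of 0.0252 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). The count between the mock groups was 1 without Control1 replicate 2 or Control2 replicate 2, 4 without Control1 replicate 4, and 0 without Control1 replicate 3 or 6 or Control2 replicate 1, 3, 4, 5 or 6.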

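Among the FCF DEGs with an average log2 CPM of at least 1 in which every challenged fish lay outside the range of the mock fish, the largest rises were *egln3* at 2 HPC with a log2 fold change of 4.08, *c9h8orf74* at 4 HPC with 3.25 and *il11a* at 8 HPC with 8.19. The largest falls were *tm7sf2* at 2 and 4 HPC with -4.63 and -4.02, and *LOC108269113* at 8 HPC with -3.34. In NCF the largest rises by the same rule were *LOC108273937* at 2 HPC with 7.31, *hmox* at 4 HPC with 4.66 and *LOC108276916* at 8 HPC with 4.58. The largest NCF falls were *tm7sf2* at 2 HPC with -3.86, *sqlea* at 4 HPC with -4.72 and *LOC108269625* at 8 HPC with -2.74. Of these genes, *egln3* has 2 annotated transcripts, and the value belongs to 1 of them. Expression of *hmox* at 4 HPC was 304 ± 294 CPM (SD, n = 6 fish) in NCF and 12.0 ± 6.91 CPM (SD, n = 6) in Control2. *LOC108273937* at 2 HPC was at 5.77 ± 11.9 CPM in NCF and 0.0231 ± 0.0565 CPM in Control2. *il11a* at 8 HPC was at 42.7 ± 70.8 CPM in FCF and 0.14 ± 0.134 CPM in Control1. *tm7sf2* at 2 HPC was at 2.42 ± 1.15 CPM in FCF and 60.6 ± 85.5 CPM in Control1. For these genes an SD exceeded its mean, so the size of the fold is uncertain.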

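In FCN, 2041 of 11219 tested features (1068 higher and 973 lower) were DEGs at 2 HPC, 2338 of 10941 tested features (1296 higher and 1042 lower) at 4 HPC and 2330 of 10985 tested features (1326 higher and 1004 lower) at 8 HPC. These counts were 3.84, 2.85 and 4.91 times those of FCF at the same time intervals, against the same Control1 fish. The sample labels call the mock fish fed, which the paper does not state. By the labels, the FCN and NCN counts hold a difference in feeding state beside the challenge. The challenged and mock fish did not overlap for 1795, 2043 and 1995 features, of which 1135, 1317 and 1265 were DEGs. A direct comparison of FCN with FCF, which needs no control, gave 38 DEGs at 2 HPC (17 higher and 21 lower in FCN), 269 at 4 HPC (174 higher and 95 lower) and 429 at 8 HPC (216 higher and 213 lower). DESeq2 called 288, 501 and 879 features in the same comparisons. The legacy edgeR test gave 11, 183 and 258 DEGs. With the replicate number as a block, edgeR gave 0 at 2 HPC, where 1829 features had an unadjusted p under 0.05 without the block, 79 at 4 HPC and 73 at 8 HPC. The replicate numbers do not pair the fish, so this block spends degrees of freedom without matching them. Leaving out FCF replicate 1, 2, 3 or 6 lowered the count at 2 HPC to 4, 11, 12 and 12, and leaving out FCN replicate 1, 2, 4, 5 or 6 lowered it to 11, 0, 15, 4 and 12. At 4 HPC the count was 153 and 176 without FCF replicate 2 or 3, and 167 and 154 without FCN replicate 2 or 4. At 8 HPC it was 167, 189, 917 and 172 without FCF replicate 1, 2, 3 or 4, and 198, 216, 163 and 151 without FCN replicate 1, 4, 5 or 6. The largest FCN rises against Control1, by the rule used for FCF, were *nmrk2* at 2 and 4 HPC with log2 fold changes of 6.64 and 6.14 for 1 of its 2 annotated transcripts, and *si:zfos-911d5.4* at 8 HPC with 5.98. The largest fall was *hmgcra* at every time interval, with -6.90, -7.22 and -7.96. In Control1 this gene was at 25.6 ± 49.7, 24.5 ± 47 and 24.7 ± 47.5 CPM (SD, n = 6 fish) in the comparisons at 2, 4 and 8 HPC. The SD exceeded the mean each time, so the size of these folds is uncertain.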

A similar trend of peak expression at 4 HPC was observed in the NCN group (**Supplementary Table S2**).

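In NCN, 2806 of 10867 tested features (1342 higher and 1464 lower) were DEGs at 2 HPC, 3123 of 10955 tested features (1614 higher and 1509 lower) at 4 HPC and 2773 of 11068 tested features (1580 higher and 1193 lower) at 8 HPC. These counts were 2.51, 2.19 and 2.83 times those of NCF. With the mock group of the other fin state as control, the NCN counts were 2179, 2577 and 2650, largest at 8 HPC. NCN compared directly with NCF gave 238 DEGs at 2 HPC (63 higher and 175 lower in NCN), 289 at 4 HPC (105 higher and 184 lower) and 584 at 8 HPC (256 higher and 328 lower). At 2 HPC this count was 383, 100, 388 and 127 without NCF replicate 2, 3, 5 or 6, and 122, 131, 124, 136, 88 and 128 without NCN replicate 1, 2, 3, 4, 5 or 6. At 4 HPC it was 175 without NCF replicate 4 and 164, 189, 170 and 189 without NCN replicate 2, 3, 5 or 6. Leaving out NCN replicate 2 lowered it to 378 at 8 HPC. For clipped against intact unfed fish, the difference in challenge response passed both DEG thresholds in edgeR for 0 of 12497 features at 2 HPC, 4 of 12455 at 4 HPC and 0 of 12528 at 8 HPC, with 1767, 2083 and 1251 features at an unadjusted p under 0.05. The edgeR fit over all 84 libraries gave 16, 1 and 0 features for that difference. By the rule used for the other groups, the largest NCN rises were *mmel1* at 2 HPC with a log2 fold change of 7.99 and *hoxd12a* at 4 HPC with 5.96 for 1 of its 2 annotated transcripts. At 8 HPC the largest rise was of *si:zfos-911d5.4*, at 5.90 ± 5.07 CPM (SD, n = 6 fish) in NCN and listed at 0 in Control2. The largest fall at 2 HPC was of *LOC108272994*, listed at 0 in NCN against 229 ± 354 CPM (SD, n = 6) in Control2, and no fold is given for either. The largest falls at 4 and 8 HPC were of *apoa1a*, from 635 ± 1150 CPM to 0.0515 ± 0.0703 CPM (SD, n = 6 fish each) and from 612 ± 1110 CPM to 1.48 ± 2.77 CPM.

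**Figure D1:**
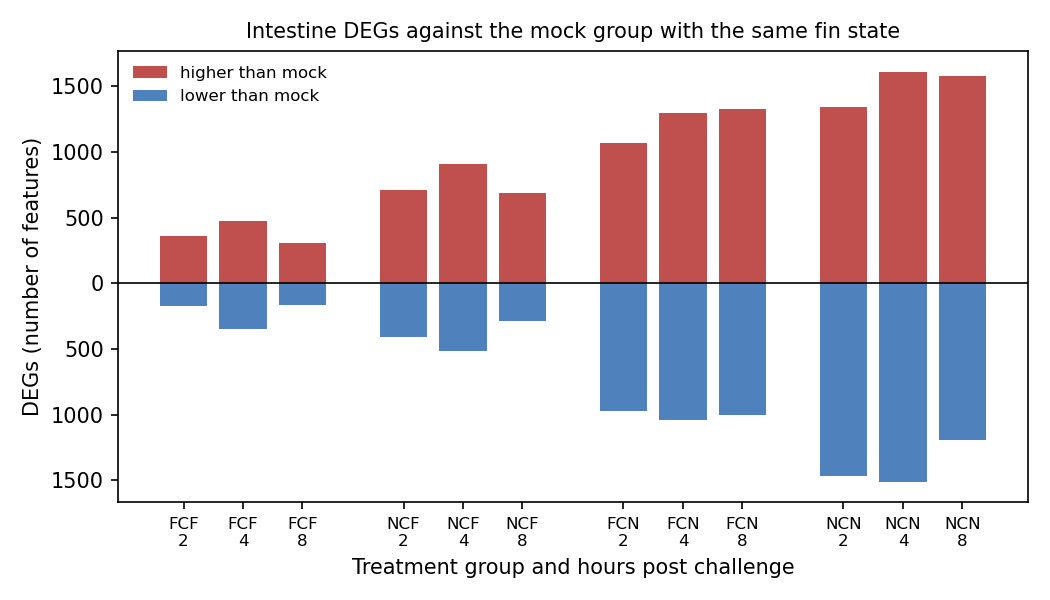
Number of intestine features (vertical axis) that were DEGs in FCF, NCF, FCN and NCN at 2, 4 and 8 HPC, against the mock group with the same fin state. Bars above 0 count features higher than in the mock fish and bars below 0 count features lower, and the tallest pair of bars is that of NCN at 4 HPC, with 1614 higher and 1509 lower.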

Venn diagram analysis identified overlapping DEGs across time intervals. 

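The FCF calls at the 3 time intervals were set against each other over the 10592 features tested in all of them. DEGs at 2 and 4 HPC but not at 8 HPC numbered 118, and DEGs at 4 and 8 HPC but not at 2 HPC numbered 106. At all 3 time intervals, 54 features were DEGs, of which 35 were higher and 19 lower than in Control1 each time. Independent calls would share 1.6 features. Because the 3 comparisons use the same Control1 fish, groups without any change were simulated against those fish in 5 draws. They gave at most 1 call in a comparison, too few to tell how many of the shared DEGs come from the common Control1 fish. The log2 fold changes of all tested features correlated across features with r = 0.57 between 2 and 4 HPC, 0.53 between 4 and 8 HPC and 0.46 between 2 and 8 HPC, where the simulated groups gave a median r of 0.47 from their shared control alone. Control2 as the control raised the number shared by all 3 time intervals to 183.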

In the FCF group, 92 DEGs were co-expressed between 2 and 4 HPC, 75 DEGs between 4 and 8 HPC, and 43 DEGs were common across all time intervals (**Figure 6A**). In the NCF group, 221 DEGs were shared between 2 and 4 HPC, 277 between 4 and 8 HPC, and 235 DEGs persisted across all time intervals (**Figure 6B**). Similarly, in the unfed groups, FCN exhibited 307 co-expressed DEGs between 2 and 4 HPC, 505 between 4 and 8 HPC, and 780 DEGs across all time intervals, and in NCN, 531 DEGs were shared between 2 and 4 HPC, 552 between 4 and 8 HPC, and 1292 were consistently expressed across time intervals (**Figures 6C, D**, **Supplementary Table S2**).

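Of the NCF features, 262 were DEGs at 2 and 4 HPC but not at 8 HPC, and 299 were DEGs at 4 and 8 HPC but not at 2 HPC. At all 3 time intervals 300 were DEGs, with 192 higher and 108 lower than in Control2 each time, where independent calls over 10332 features would share 12.5. Unchanged groups simulated against the Control2 fish gave at most 3 calls in a comparison, again too few to tell how many come from the common control. Correlations across features of the NCF log2 fold changes were r = 0.74 between 2 and 4 HPC, 0.74 between 4 and 8 HPC and 0.68 between 2 and 8 HPC, above the simulated median of 0.48.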

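In FCN, 334 features were DEGs at 2 and 4 HPC but not at 8 HPC, and 594 at 4 and 8 HPC but not at 2 HPC. At all 3 time intervals 890 were DEGs, 501 of them higher and 389 lower than in the mock fish each time, against 87 shared by independent calls. For NCN the corresponding numbers were 577, 590 and 1432, with 647 higher, 784 lower and 1 in differing directions, against 191.1 shared by independent calls. The correlation across features of the log2 fold changes between time intervals ranged from 0.70 to 0.85 in FCN and from 0.77 to 0.88 in NCN. Unchanged groups simulated against the same mock fish gave a median r of 0.47 with Control1 and 0.48 with Control2. Their calls were too few to tell how many of the shared DEGs in FCN and NCN come from the common control.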

**Figure 6:**
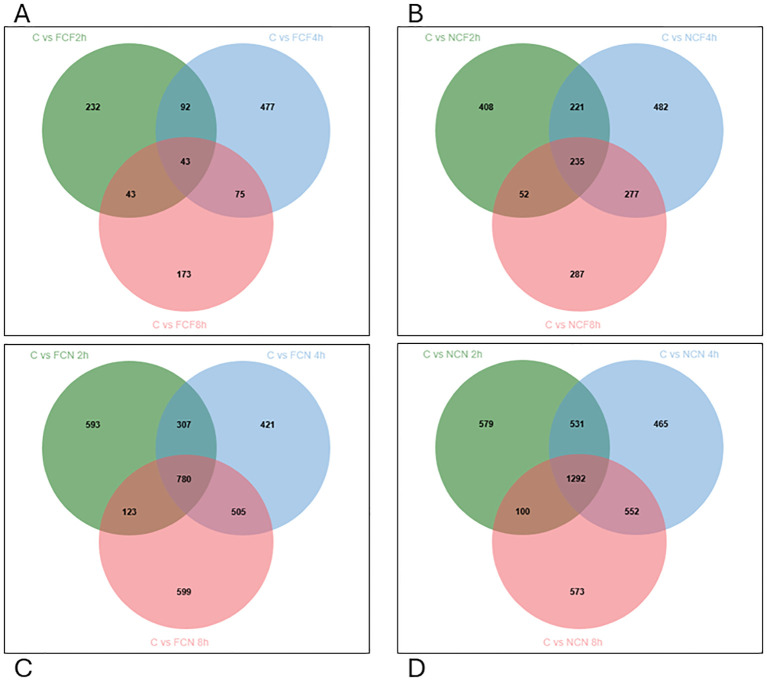
Venn diagram displaying unique and commonly expressed DEGs at 2, 4 and 8 HPC in the different treatment groups of the intestine (*P* < 0.05). **(A)** Fin clip fed (FCF). **(B)** No fin clip fed (NCF). **(C)** Fin clip not fed (FCN). **(D)** No fin clip not fed (NCN).

#### 3.3.2 Gene ontology of gastrointestinal tissues during vAh challenge

In the FCF, the top GO terms that were over-represented in the stomach included processes associated with mitochondrion function (GO:0005739), oxidoreductase activity (GO:0016491) and organic acid metabolism (GO:004331) (**Table 2**, **Supplementary Table S3**). 

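No gene ontology annotation of channel catfish was at hand, so gene families were fixed by gene symbol. Among genes with a tested transcript at all 3 time intervals, 8 were dioxygenases that modify peptidyl-proline or are related to them (symbols *p4ha*, *p4htm*, *egln*, *p3h* and *ogfod*). Of these 8, 2 were among the 52 genes shared by the FCF comparisons, where 0.04 were expected from the 10369 genes tested (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 tests, adjusted p = 0.00163). They were *egln2* and *egln3*. Control2 as the control moved this result most, to an adjusted p of 0.0124 from the same Fisher's exact test. Against the matched mock groups, the family also passed this test in FCN (4 of 8 genes, adjusted p = 0.00551). It passed in NCN as well (4 of 8 genes, adjusted p = 0.0272) and did not pass in NCF (1 of 8 genes, adjusted p = 0.272 from the same test). In FCF, *egln2* rose from 12.1 to 64.1 CPM at 2 HPC, from 12.7 to 56.0 CPM at 4 HPC and from 12.3 to 65.7 CPM at 8 HPC. Its changes on the log2 scale were 2.40 (standard error 0.31), 2.13 (standard error 0.46) and 2.42 (standard error 0.38). Both annotated transcripts of *egln3* were DEGs at each time interval, with log2 fold changes of 3.06 and 2.18 at 4 HPC and 3.53 and 3.39 at 8 HPC.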

In the intestine, peptidyl-proline modification (GO:0018208), ferrous iron binding (GO:0008198) and oxidoreductase activity (GO:0016491) were over-represented.

**Table 2:** The top ten gene ontology enrichment groups identified among DEGs shared at the (2-, 4- and 8-h) time intervals of fin-clipped fed and not-fed catfish gastrointestinal tissues during the vAh challenge.

Trt.	Tissue	GO Group^a^	GO ID	GO Term	Designation^b^	*P*-value
FCF	Stomach	CC	GO:0005739	mitochondrion	OVER	8.4E-66
		BP	GO:0044281	small molecule metabolic process	OVER	3.3E-45
		CC	GO:0005759	mitochondrial matrix	OVER	1.2E-32
		BP	GO:0008152	metabolic process	OVER	6.2E-32
		MF	GO:0016491	oxidoreductase activity	OVER	3.5E-31
		CC	GO:0005737	cytoplasm	OVER	9.9E-30
		BP	GO:0019752	carboxylic acid metabolic process	OVER	2.6E-29
		BP	GO:0043436	oxoacid metabolic process	OVER	1.5E-28
		CC	GO:0043231	intracellular membrane-bounded organelle	OVER	1.7E-28
		BP	GO:0006082	organic acid metabolic process	OVER	1.9E-28
	Intestine	BP	GO:0018126	protein hydroxylation	OVER	0.00216
		BP	GO:0018401	peptidyl-proline hydroxylation to 4-hydroxy-L-proline	OVER	0.00411
		MF	GO:0031545	peptidyl-proline 4-dioxygenase activity	OVER	0.00411
		BP	GO:0018208	peptidyl-proline modification	OVER	0.00411
		MF	GO:0019842	vitamin binding	OVER	0.00505
		MF	GO:0031543	peptidyl-proline dioxygenase activity	OVER	0.00505
		BP	GO:0019471	4-hydroxyproline metabolic process	OVER	0.00505
		BP	GO:0019511	peptidyl-proline hydroxylation	OVER	0.00533
		MF	GO:0008198	ferrous iron binding	OVER	0.00614
		MF	GO:0016491	oxidoreductase activity	OVER	0.00749
FCN	Stomach	CC	GO:0043231	intracellular membrane-bounded organelle	OVER	2.0E-73
		CC	GO:0005739	mitochondrion	OVER	2.8E-69
		CC	GO:0043227	membrane-bounded organelle	OVER	2.8E-65
		CC	GO:0005622	intracellular anatomical structure	OVER	3.5E-52
		CC	GO:0043229	intracellular organelle	OVER	8.6E-52
		BP	GO:0008152	metabolic process	OVER	4.2E-48
		CC	GO:0043226	organelle	OVER	4.7E-44
		CC	GO:0005737	cytoplasm	OVER	4.3E-42
		CC	GO:0005759	mitochondrial matrix	OVER	9.0E-39
		CC	GO:0098798	mitochondrial protein-containing complex	OVER	5.1E-38
	Intestine	CC	GO:0043231	intracellular membrane-bounded organelle	OVER	9.0E-10
		CC	GO:0005783	endoplasmic reticulum	OVER	4.4E-09
		CC	GO:0043227	membrane-bounded organelle	OVER	3.9E-08
		CC	GO:0042995	cell projection	OVER	5.0E-08
		CC	GO:0005737	cytoplasm	OVER	6.8E-08
		CC	GO:0120025	plasma membrane bounded cell projection	OVER	1.1E-07
		CC	GO:0005739	mitochondrion	OVER	3.9E-07
		MF	GO:0016491	oxidoreductase activity	OVER	3.9E-07
		BP	GO:0044281	small molecule metabolic process	OVER	5.1E-07
		CC	GO:0005622	intracellular anatomical structure	OVER	5.8E-07

^a^BP, Biological Process; MF, Molecular Function; CC, Cellular Component.

^b^OVER indicates a significant (adj. *P*-value < 0.05; Fisher’s Exact Test) enrichment of GO terms in each group when compared to the annotated channel catfish genome.

In the FCN, the top GO terms that were over-represented in the stomach included processes associated with mitochondrion function (GO:0005739), metabolic process (GO:0008152) and mitochondrial matrix (GO:0005759) (**Table 2**, **Supplementary Table S3**). In the intestine, mitochondrion function (GO:0005739), oxidoreductase activity (GO:0016491) and small molecule metabolic process (GO:0044281) were over-represented.

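Of 57 respiratory chain genes tested in all FCN comparisons, 7 were among the 879 shared genes, all 7 lower than in Control1, where 4.85 were expected (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 tests, adjusted p = 0.272). Other settings changed that call. With Control2 as the control, 26 were shared, with an adjusted p of 1.22e-10 from the same Fisher's exact test. With both mock groups it was 0.000275, without a filter on low counts 0.00103, and with DESeq2 calls 0.0317. As a set, the genes were lower than in Control1 at each time interval. The median log2 fold change was -0.92 at 2 HPC (55 of 57 lower), -0.79 at 4 HPC (52 of 58 lower) and -0.78 at 8 HPC (51 of 57 lower). The camera test gave adjusted p-values of 2.91e-16, 1e-09 and 2.5e-13, and fry gave 0.000752, 0.00637 and 0.00156. At 4 HPC, *atp5mc1* fell from 264 to 61.1 CPM, a log2 fold change of -2.11 (standard error 0.23).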

In NCF, the stomach over-represented processes associated with oxidoreductase activity (GO:0016491), catalytic activity (GO: 0003824) and detoxification (GO:0098754) were identified (**Table 3**, **Supplementary Table S3**). In the intestine, cell cycle (GO:0007049), regulation of cell cycle (GO:0051726) and response to stress (GO:0006950) were over-represented. 

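Of 34 cell cycle genes tested in all NCF comparisons, 8 were among the 298 genes shared by them, where 1 was expected (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 tests, adjusted p = 2.86e-05). At 4 HPC, 7 of these 8 were lower and 1 was higher than in Control2. Against Control1 instead the adjusted p of the same Fisher's exact test was 0.00867. The median log2 fold change of all tested cell cycle genes was -1.12 at 2 HPC (31 of 35 lower), -0.87 at 4 HPC (28 of 35 lower) and -0.71 at 8 HPC (27 of 34 lower). The camera test gave adjusted p-values of 4.49e-09, 2.86e-06 and 2.92e-06, and fry gave 0.0103, 0.024 and 0.0228. The family was not particular to NCF among the shared genes. The same Fisher's exact test passed in FCN (12 of 35 genes, adjusted p = 7.05e-05) and NCN (13 of 35 genes, adjusted p = 0.00142). In FCF, 0 of 36 cell cycle genes were shared.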

In the NCN, the top GO terms that were over-represented in the stomach included processes associated with metabolic process (GO:008152), oxidoreductase activity (GO:0016491) and aerobic respiration (GO:0009060) (**Table 3**, **Supplementary Table S3**). 

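In NCN, 38 of 57 respiratory chain genes were among the 1418 genes shared by the comparisons at 2, 4 and 8 HPC, all 38 lower than in Control2, where 7.86 were expected (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 tests, adjusted p = 6.84e-19). Their median log2 fold change was -1.36 at 2 HPC (55 of 57 lower), -1.55 at 4 HPC (55 of 57 lower) and -1.26 at 8 HPC (54 of 57 lower). The camera test gave adjusted p-values of 6.43e-29, 1.95e-32 and 1.27e-24, and fry gave 5.46e-05, 5.16e-05 and 0.000241. The 13 protein-coding transcripts of the mitochondrial genome had a median log2 fold change of -0.73, -0.71 and -0.64 at the same time intervals. Ribosomal protein genes had medians of -0.04, -0.09 and 0.07.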

In the intestine, mitochondrion function (GO:0005739), aerobic respiration (GO:0009060) and oxidoreductase activity (GO:0016491) were over-represented.

**Table 3:** The top ten gene ontology enrichment groups identified among DEGs shared at the (2-, 4- and 8-h) time intervals of non-clipped fed and not-fed catfish gastrointestinal tissues during the vAh challenge.

Trt.	Tissue	GO Group^a^	GO ID	GO Term	Designation^b^	*P*-value
NCF	Stomach	MF	GO:0016491	oxidoreductase activity	OVER	3.60E-08
		MF	GO:0016209	antioxidant activity	OVER	0.00224
		MF	GO:0003824	catalytic activity	OVER	0.00224
		BP	GO:0098869	cellular oxidant detoxification	OVER	0.00224
		BP	GO:1990748	cellular detoxification	OVER	0.00224
		BP	GO:0071450	cellular response to oxygen radical	OVER	0.00224
		BP	GO:0071451	cellular response to superoxide	OVER	0.00224
		BP	GO:0019430	removal of superoxide radicals	OVER	0.00224
		BP	GO:0098754	detoxification	OVER	0.00439
		BP	GO:0055086	nucleobase-containing small molecule metabolic process	OVER	0.00501
	Intestine	BP	GO:0007049	cell cycle	OVER	1.70E-06
		BP	GO:0000278	mitotic cell cycle	OVER	8.20E-05
		BP	GO:0051726	regulation of cell cycle	OVER	8.40E-05
		BP	GO:0045786	negative regulation of cell cycle	OVER	6.00E-04
		BP	GO:0010948	negative regulation of cell cycle process	OVER	6.90E-04
		BP	GO:0007093	mitotic cell cycle checkpoint signaling	OVER	7.30E-04
		CC	GO:0005694	chromosome	OVER	0.00128
		BP	GO:0006950	response to stress	OVER	0.00568
		BP	GO:0000075	cell cycle checkpoint signaling	OVER	0.00568
		MF	GO:1901363	heterocyclic compound binding	OVER	0.00568
NCN	Stomach	CC	GO:0005739	mitochondrion	OVER	9.90E-53
		CC	GO:0043231	intracellular membrane-bounded organelle	OVER	8.20E-36
		BP	GO:0008152	metabolic process	OVER	6.00E-33
		BP	GO:0022900	electron transport chain	OVER	1.90E-32
		CC	GO:0043227	membrane-bounded organelle	OVER	3.70E-32
		BP	GO:0045333	cellular respiration	OVER	2.10E-31
		MF	GO:0016491	oxidoreductase activity	OVER	3.60E-31
		CC	GO:0005737	cytoplasm	OVER	6.50E-30
		BP	GO:0009060	aerobic respiration	OVER	7.20E-30
		BP	GO:0006119	oxidative phosphorylation	OVER	2.70E-29
	Intestine	CC	GO:0005739	mitochondrion	OVER	7.50E-42
		CC	GO:0043231	intracellular membrane-bounded organelle	OVER	5.00E-31
		BP	GO:0045333	cellular respiration	OVER	5.80E-30
		BP	GO:0009060	aerobic respiration	OVER	1.50E-27
		CC	GO:0005737	cytoplasm	OVER	1.90E-27
		CC	GO:0043227	membrane-bounded organelle	OVER	1.20E-26
		BP	GO:0044281	small molecule metabolic process	OVER	2.40E-25
		MF	GO:0016491	oxidoreductase activity	OVER	4.40E-24
		BP	GO:0022900	electron transport chain	OVER	6.20E-24
		BP	GO:0006091	generation of precursor metabolites and energy	OVER	7.40E-24

^a^BP, Biological Process; MF, Molecular Function; CC, Cellular Component.

^b^OVER indicates a significant (adj. *P*-value < 0.05; Fisher’s Exact Test) enrichment of GO terms in each group when compared to the annotated channel catfish genome.

To further assess potential associations between DEGs among the different time intervals and their relationship to disease progression, we selected enrichment terms dealing with immune function (**Table 4**, **Supplementary Table S3**). Several GO terms identified for antigen processing and presentation (GO:0019884, GO:0042590, GO:0002479 and GO:0002474) were present in the stomach of FCF, FCN and NCN were over-represented. Apoptotic pathways (GO:0006915, GO:2000107 and GO:2000425 were identified in the stomach of FCF and the stomach and intestine of FCN. Different cell signaling and receptor activity terms such as cell surface receptor signaling, cytokine production involved in immune response, receptor tyrosine kinase binding, signaling and transmembrane signaling activity (GO:0007166, GO:0002367, GO:0030971, GO:0038023 and GO:0004888) were identified in the stomach of FCF, FCN and NCN. Inflammatory keywords and pathways (GO:0006954, GO:0032615 and GO:0032655) were identified in the stomach of FCF and FCN. Neutrophil activation, chemotaxis, and killing activity (GO:042119, GO:0030593, GO:0070945 were found in the stomach of FCF, FCN. The presence of reactive oxygen species processes (GO:0072593, GO:2000377 and GO:0000302) was prevalent in the stomach of FCF and FCN and in the NCN stomach and intestine.

**Table 4:** Selected gene ontology terms related to immune function identified among treatment DEGs shared at the (2-, 4- and 8-h) time intervals in the catfish gastrointestinal tissues during the vAh challenge.

GO Term	Trt. (Tissue)^a^	*P*-value^b^	Designation
Antigen processing and presentation of exogenous antigen (GO:0019884)	FCF (St)	0.03591	OVER
	FCN (St)	0.02229	OVER
Antigen processing and presentation of exogenous peptide antigen via MHC class I (GO: 0042590)	FCF (St)	9.60E-04	OVER
	FCN (St)	0.0037	OVER
	NCN (St)	0.03434	OVER
Antigen processing and presentation of exogenous peptide antigen via MHC class I, TAP-dependent (GO:0002479)	FCF (St)	0.01953	OVER
	FCN (St)	0.00562	OVER
	NCN (St)	0.01048	OVER
Antigen processing and presentation of peptide antigen via MHC class I (GO:0002474)	FCF (St)	0.0044	OVER
	FCN (St)	0.00373	OVER
	NCN (St)	0.0093	OVER
Apoptotic process (GO:0006915)	FCN (St)	0.02122	OVER
Cell surface receptor signaling pathway (GO:0007166)	NCN (St)	0.00427	UNDER
Cellular response to reactive oxygen species (GO:0034614)	FCF (St)	0.00636	OVER
	FCN (St)	0.01601	OVER
	NCN (Int)	0.03556	OVER
Complement component C1q complex binding (GO:0001849)	NCN (St)	0.00427	OVER
Cytokine production involved in immune response (GO:0002367)	FCF (St)	0.03404	OVER
Immune response-regulating cell surface receptor signaling pathway (GO:0002768)	NCN (St)	0.01853	UNDER
Inflammatory response (GO:0006954)	FCF (St)	0.03159	OVER
Interleukin-12 production (GO:0032615)	FCN (St)	0.04908	OVER
Negative regulation of leukocyte apoptotic process (GO:2000107)	FCN (Int)	0.04053	OVER
Neutrophil activation (GO:0042119)	FCN (St)	0.04951	OVER
Neutrophil chemotaxis (GO:0030593)	FCN (St)	0.04474	OVER
Neutrophil-mediated killing of bacterium (GO:0070944)	FCF (St)	0.03478	OVER
Neutrophil-mediated killing of gram-negative bacterium (GO:0070945)	FCF (St)	0.03478	OVER
Positive regulation of MyD88-dependent toll-like receptor signaling pathway (GO: 0034126)	FCN (St)	0.02912	OVER
Reactive oxygen species metabolic process (GO:0072593)	NCN (St)	4.30E-11	OVER
	FCN (St)	8.10E-08	OVER
	FCF (St)	2.40E-06	OVER
	NCN (Int)	0.00329	OVER
Receptor tyrosine kinase binding (GO: 0030971)	FCN (St)	0.02912	OVER
Regulation of apoptotic cell clearance (GO:2000425)	FCN (St)	0.04298	UNDER
Regulation of interleukin-12 production (GO:0032655)	FCN (St)	0.03195	OVER
Regulation of reactive oxygen species metabolic process (GO:2000377)	FCF (St)	4.49E-04	OVER
	FCN (St)	0.01771	OVER
	NCN (St)	0.00252	OVER
Response to reactive oxygen species (GO:0000302)	NCN (Int)	0.00745	OVER
	FCF (St)	0.00669	OVER
	FCN (St)	0.02473	OVER
Signaling receptor activity (GO:0038023)	NCN (St)	0.01683	UNDER
Toll-like receptor 3 signaling pathway (GO:0034138)	FCF (St)	0.03812	OVER
Transmembrane signaling receptor activity (GO:0004888)	NCN (St)	9.60E-04	UNDER

^a^Tissue description are stomach (St) and intestine (Int). ^b^OVER or UNDER representation of GO terms when compared to the annotated channel catfish genome (adj. *P*-value < 0.05; Fisher’s Exact Test).

#### 3.3.3 Immune surveillance in the gastrointestinal tissues during vAh challenge

Many pro-inflammatory cytokines, interleukins, chemokines, and TNF receptors were identified in the stomach and intestine (**Supplementary Table S4**). Visualization of the top 50 up- or -down-regulated DEGs by the absolute value of logFC is shown in **Figure 7**. The upregulated gene expression of the FCF stomach included chemokine ligand 18B (*cxcl18b*) at 4 and 8 HPC, interleukin 1-beta (*il-1β*) and TNF alpha-induced protein 6 (*tnfaip6*) at 2, 4 and 8 HPC along with several other chemokine genes (**Figure 7A**, **Supplementary Table S4**). The downregulated gene expression included TNF receptor superfamily member 11a NFKB activator (*tnfrsf11a*) and TNF receptor superfamily member 14 (*tnfrsf14 LOC108265273*) at 2, 4 and 8 HPC along with other TNF receptors. The upregulated gene expression of the FCN stomach identified *il-1β LOC100304697* at 4- and 8-HPC and chemokine receptor 4b (*cxcr4b*) at 2, 4 and 8 HPC (**Figure 7A**, **Supplementary Table S4**). The downregulated gene expression included both the TNF receptor superfamily member 11a NFKB activator (*tnfrsf11a*) and *tnfrsf14 LOC108265273* at 2, 4 and 8 HPC.

**Figure 7:**
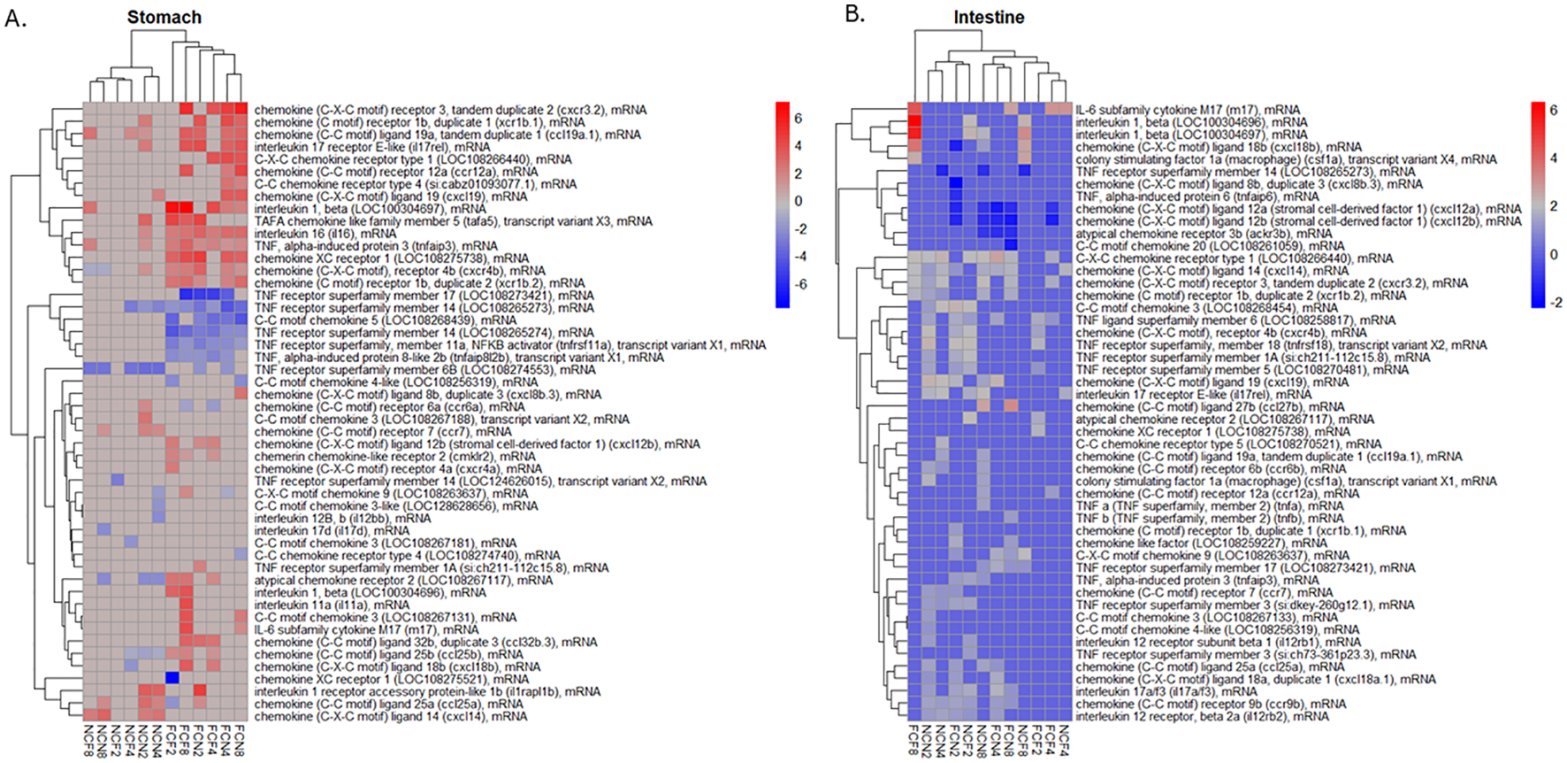
Heatmap of the top 50 DEGs; up- or down-regulated related to a pro-inflammatory response were hierarchically clustered by logFC (*P <*0.05) for the **(A)** stomach and **(B)** intestine at 2, 4 and 8 HPC. Fin clip-fed (FCF), no fin clip fed (NCF), fin clip not fed (FCN), and no fin clip not fed (NCN). LogFC values are shown as a color scale at the right of each heat map.

The expression of the pro-inflammatory cytokines was much more limited in the NCF and NCN. The upregulated genes in the NCF stomach were *il-1β LOC100304697* and chemokine ligand 14 (*cxcl14*) at 8 HPC. The downregulated genes were *tnfrsf14 LOC124626015* and TNF receptor superfamily member 6B (*tnfrsf6b LOC108274553*) at 2 and 8 HPC, respectively (**Figure 7A**, **Supplementary Table S4**).

A list of the DEGs in the intestine was also examined in a similar manner (**Figure 7B**, **Supplementary Table S4**). The upregulated gene expression in the FCF intestine included two different interleukin 1-beta genes (*LOC100304696* and *LOC100304697*), followed by the chemokine ligand 18B (*cxcl18b*) all at 8 HPC. 

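The interleukin 1-beta gene *il-1β LOC100304696* lies on chromosome 16 from 7196558 to 7199815 of Coco_2.0, and the neighbouring paralog *il-1β LOC100304697* lies from 7212903 to 7215993, each with 1 annotated transcript. The counts do not show how reads that match both copies were assigned. At 8 HPC, *il-1β LOC100304696* was at 196 ± 268 CPM in FCF and 2.53 ± 2.42 CPM in Control1 (SD, n = 6 fish each). Its log2 fold change was 6.27 (standard error 1.20, adjusted p = 0.0116 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), and 5 of 6 FCF fish lay above every Control1 fish. *il-1β LOC100304697* was at 432 ± 600 CPM in FCF and 9.81 ± 8.20 CPM in Control1, a log2 fold change of 5.46 (standard error 1.22, adjusted p = 0.0209 from the same test), with 4 of 6 fish above the mock range. The chemokine gene *cxcl18b* (chromosome 26 from 10881282 to 10882895) was at 553 ± 723 CPM in FCF and 43.2 ± 30.0 CPM in Control1, a log2 fold change of 3.68 (standard error 0.94, adjusted p = 0.036 from the same test). Of the FCF fish, 4 of 6 lay above every mock fish. With no filter on low counts, *il-1β LOC100304697* and *cxcl18b* no longer passed the adjusted p of 0.05. For *il-1β LOC100304697*, the adjusted p of the same test rose to 0.0523 without Control1 replicate 3. For *cxcl18b*, the adjusted p of the same test rose to 0.0723, 0.0801, 0.0859, 0.0653 and 0.0731 without Control1 replicate 1, 2, 3, 4 or 5, and to 0.0607, 0.0816 and 0.0572 without FCF replicate 1, 2 or 4.

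**Figure D2:**
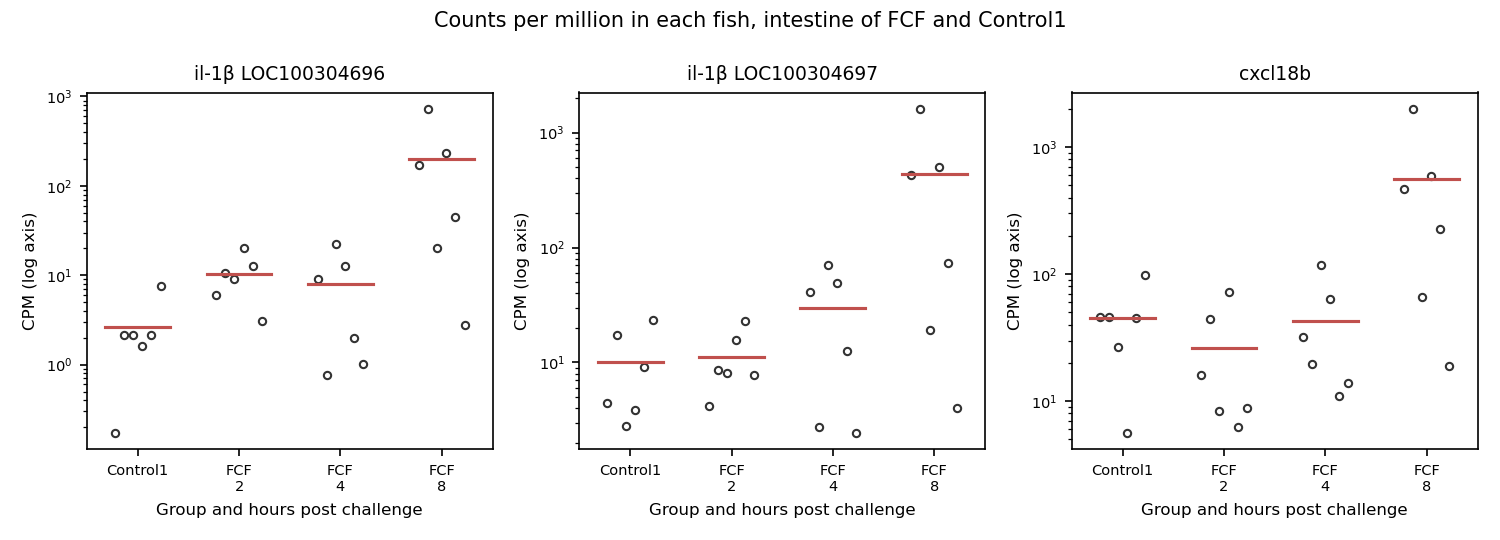
Expression in CPM (log axis) of *il-1β LOC100304696*, *il-1β LOC100304697* and *cxcl18b* in each fish of Control1 and of FCF at 2, 4 and 8 HPC, normalized together over 84 libraries. Each circle is 1 fish and the red line is the mean of 6 fish, and at 8 HPC the fish of FCF spread more widely than those of Control1.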

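In FCF at 2 HPC, the chemokine gene *cxcl12b* (chromosome 27 from 2600278 to 2610737) was at 51.7 ± 44.1 CPM against 64.8 ± 31.5 CPM in Control1 (SD, n = 6 fish each), a log2 fold change of -0.33 (standard error 0.48, adjusted p = 0.718 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). At 8 HPC, *cxcl12a* (chromosome 3 from 19402451 to 19409845) was at 271 ± 115 CPM against 212 ± 122 CPM, a log2 fold change of 0.35 (standard error 0.36, adjusted p = 0.599 from the same test). Neither passed the DEG thresholds. Both genes passed them at 4 HPC, where the log2 fold change was -1.52 (standard error 0.35, adjusted p = 0.0109 from edgeR) for *cxcl12b* and -1.08 (standard error 0.31, adjusted p = 0.0299 from edgeR) for *cxcl12a*. For *cxcl12a* at 4 HPC, the adjusted p of the same test rose to 0.059 and 0.057 without Control1 replicate 5 or 6, and to 0.0654, 0.056, 0.0695 and 0.0523 without FCF replicate 1, 2, 4 or 6.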

The most downregulated genes were chemokine ligand 12b (*cxcl12b*) and chemokine ligand 12a (*cxcl12a*) at 2 and 8 HPC, respectively. The FCN intestine limited upregulated genes included chemokine 3 (*LOC108268454*) at 2 HPC and IL-6 subfamily cytokine M17 (*m17*) at 8 HPC. 

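In FCN at 2 HPC, the chemokine gene *ccl3 LOC108268454* (chromosome 8 from 22571916 to 22574336) was at 40.1 ± 20.9 CPM against 8.36 ± 4.93 CPM in Control1 (SD, n = 6 fish each). Its log2 fold change was 2.26 (standard error 0.41, adjusted p = 0.00102 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), and 6 of 6 FCN fish lay above every mock fish. At 8 HPC, *m17* (chromosome 28 from 9202374 to 9205346) was at 1.36 ± 0.631 CPM against 0.210 ± 0.186 CPM, a log2 fold change of 2.64 (standard error 0.53, adjusted p = 0.000764 from the same test), with 5 of 6 fish above the mock range. The fit over all 84 libraries did not call *m17*.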

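Expression of *cxcl12a* in FCN fell from 213 ± 119 CPM in Control1 to 81.2 ± 25.8 CPM at 2 HPC, 66.5 ± 36.0 CPM at 4 HPC and 90.9 ± 55.0 CPM at 8 HPC (SD, n = 6 fish each). Log2 fold changes were -1.39 (standard error 0.31, adjusted p = 0.00349), -1.68 (standard error 0.36, adjusted p = 0.00227) and -1.24 (standard error 0.43, adjusted p = 0.0385 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). At these time intervals, 6, 5 and 4 of 6 FCN fish lay below every mock fish. At 8 HPC, the adjusted p of the same test rose to 0.0708 and 0.0943 without Control1 replicate 5 or 6, and to 0.0697, 0.0788 and 0.0623 without FCN replicate 1, 5 or 6. For *cxcl12b*, FCN had 25.9 ± 9.96 CPM at 2 HPC, 25.0 ± 14.4 CPM at 4 HPC and 19.9 ± 6.73 CPM at 8 HPC, against 66.4 ± 32.5 CPM in Control1. For this gene the log2 fold changes were -1.36 (standard error 0.34, adjusted p = 0.00728), -1.40 (standard error 0.44, adjusted p = 0.0217) and -1.75 (standard error 0.31, adjusted p = 0.000582 from the same test), with 3, 4 and 5 of 6 fish below the mock range. With Control2 as the control, the changes at 2 HPC were -0.97 for *cxcl12a* and -0.99 for *cxcl12b*, inside the 2-fold threshold, as was *cxcl12a* at 8 HPC with -0.85. Without a filter on low counts, *cxcl12a* at 8 HPC and *cxcl12b* at 4 HPC were not DEGs.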

The downregulated genes were chemokine ligand 12a (*cxcl12a*) and chemokine ligand 12b (*cxcl12b*) each at 2, 4 and 8 HPC.

The upregulated gene expression in the NCF intestine included two different *il-1β* genes (*LOC100304696* and *LOC100304697)* identified at 2 and 8 HPC, followed by the *cxcl18b* at 8 HPC. 

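In NCF, *il-1β LOC100304696* was at 11.6 ± 5.77 CPM at 2 HPC and 13.8 ± 10.4 CPM at 8 HPC, against 2.72 ± 1.61 CPM in Control2 (SD, n = 6 fish each). Changes on the log2 scale were 2.09 (standard error 0.43, adjusted p = 0.00626) and 2.32 (standard error 0.57, adjusted p = 0.0126 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), with 5 and 4 of 6 NCF fish above every mock fish. *il-1β LOC100304697* was at 14.6 ± 12.0 CPM and 28.4 ± 26.1 CPM, against 3.17 ± 1.91 CPM in Control2, with log2 fold changes of 2.20 (standard error 0.53, adjusted p = 0.0136) and 3.14 (standard error 0.65, adjusted p = 0.00647 from the same test). At both time intervals 5 of 6 fish lay above the mock range. Its rise at 2 HPC was 0.60 with Control1 as the control and 1.18 with both mock groups, and at 8 HPC it was 1.56 with Control1, none of which passed both thresholds. At 8 HPC, *cxcl18b* was at 94.5 ± 88.9 CPM against 15.6 ± 3.80 CPM, a log2 fold change of 2.60 (standard error 0.55, adjusted p = 0.00678 from the same test), with 5 of 6 fish above the mock range. Taking Control1 as the control it was 1.15 and not a DEG.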

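At 8 HPC in NCF, *tnfrsf14 LOC108265273* (chromosome 5 from 27751848 to 27754336) was at 1.94 ± 0.530 CPM against 4.87 ± 1.35 CPM in Control2 (SD, n = 6 fish each). Its log2 fold change was -1.33 (standard error 0.28, adjusted p = 0.00583 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), and 6 of 6 NCF fish lay below every mock fish. With Control1 as the control the change was -0.75 and did not pass the 2-fold threshold.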

The downregulated gene identified was *tnfrsf14 LOC108265273* at 8 HPC. 

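In NCN, *cxcl14* (chromosome 8 from 15490251 to 15495584) was at 5.74 ± 1.94 CPM at 2 HPC, 7.63 ± 6.34 CPM at 4 HPC and 7.28 ± 3.87 CPM at 8 HPC, against 2.40 ± 1.40 CPM in Control2 (SD, n = 6 fish each). The log2 fold changes were 1.23 (standard error 0.36, adjusted p = 0.0131), 1.62 (standard error 0.50, adjusted p = 0.0163) and 1.60 (standard error 0.42, adjusted p = 0.00662 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), with 4 of 6 NCN fish above every mock fish each time. Against Control1 instead the change at 2 HPC was 0.80 and not a DEG. *cxcr1 LOC108266440* (chromosome 6 from 3755408 to 3761701) was at 9.36 ± 4.84 CPM, 12.0 ± 6.49 CPM and 9.92 ± 4.71 CPM, against 2.47 ± 1.65 CPM in Control2. Its log2 fold changes were 1.98 (standard error 0.42, adjusted p = 0.00162), 2.31 (standard error 0.47, adjusted p = 0.00126) and 2.07 (standard error 0.47, adjusted p = 0.00293 from the same test), with 5 of 6 fish above the mock range each time.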

The upregulated gene expression in the NCN intestine included the chemokine ligand 14 (*cxcl14*) and chemokine receptor type 1 (*LOC108266440*), each at 2, 4 and 8 HPC. 

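At 8 HPC in NCN, *cxcl12a* was at 78.7 ± 21.0 CPM against 163 ± 41.3 CPM in Control2 (SD, n = 6 fish each), a log2 fold change of -1.05 (standard error 0.22, adjusted p = 0.00137 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). All 6 NCN fish lay below every mock fish. *cxcl12a* had a log2 fold change inside the threshold of 1 when 1 library was left out, -0.91 without NCN replicate 6, and -0.97 without Control2 replicate 6. *cxcl12b* was at 22.0 ± 12.0 CPM against 52.4 ± 11.7 CPM, a log2 fold change of -1.25 (standard error 0.31, adjusted p = 0.00502 from the same test), with 5 of 6 fish below the mock range.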

The downregulated gene identified was chemokine ligand 12a (*cxcl12a*) and chemokine ligand 12b (*cxcl12b*) at 8 HPC.

#### 3.3.4 Complement and apoptotic activity in the gastrointestinal tissues during vAh challenge

To further examine the status of cell homeostasis in the different tissues, we evaluated the expression of individual DEGs associated with cell death among the different time intervals post-vAh challenge (**Figure 8A**, **Supplementary Table S4**). The upregulated gene expression of the FCF stomach included complement component 7b (*c7b*), complement C3 (*c3 LOC108258708*), and complement C5a receptor 1 (*c5ar1*) at 8 HPC. The downregulated gene expression in FCF stomach included apoptosis-resistant E3 ubiquitin protein ligase 1 (*arel1*) and programmed cell death 1 ligand 1 (*pd-1l LOC108274861*) at 4 HPC, and cell death inducing DFFA like effector b (*cideb*) at 2, 4 and 8 HPC. The upregulated gene expression of the FCN stomach included complement C3-like (*LOC124627631*) at 2 and 4 HPC, *c7b* and CD59 glycoprotein (*cd59 LOC108280891*) each at 8 HPC. The downregulated gene expression in FCN stomach included defender against cell death 1 (*dad1*) and caspase activity and apoptosis inhibitor 1 (*caap1 LOC108260930*) each at 2 and 8 HPC.

**Figure 8:**
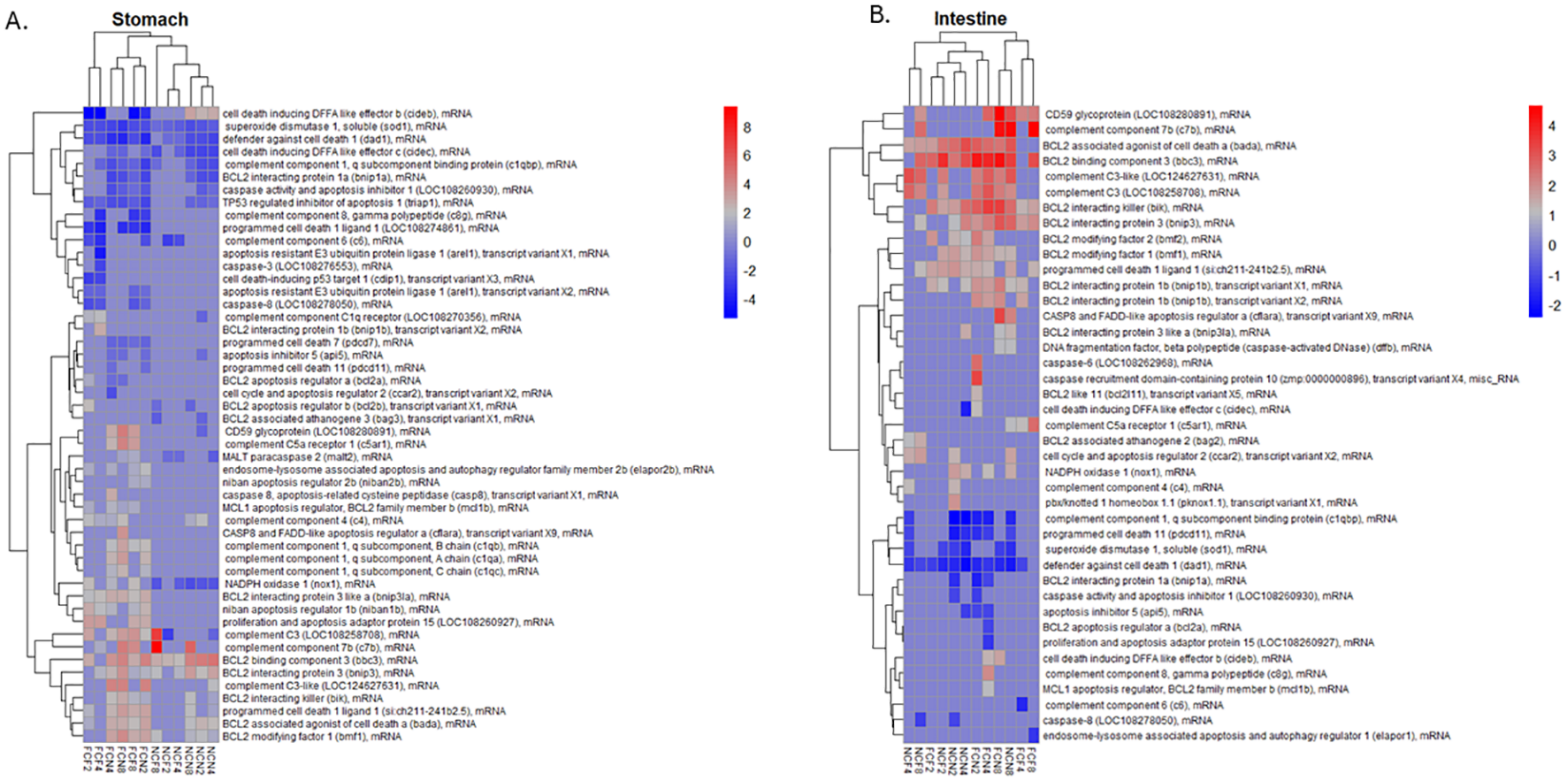
Heatmap of the top 50 DEGs; up- or down-regulated related to complement and apoptosis were hierarchically clustered by logFC (*P <*0.05) for the **(A)** stomach and **(B)** intestine at 2, 4 and 8 HPC. Fin clip fed (FCF), no fin clip fed (NCF), fin clip not fed (FCN), and no fin clip not fed (NCN). LogFC values are shown as a color scale at the right of each heat map.

The NCF stomach upregulated genes included *c3 LOC108258708* and *c7b* at 8 HPC, and most downregulated gene cell death inducing DFFA like effector c (*cidec*) a 4 and 8 HPC and complement component 6 (*c6*) at 2 and 4 HPC. The NCN stomach identified upregulated genes that included BCL2 binding component 3 (*bbc3*) and *cideb* each at 2, 4 and 8 HPC. Downregulated genes included *dad1* and NADPH oxidase 1 (*nox1*) each at 2, 4 and 8 HPC.

We also examined the expression of individual DEGs in the intestine that were associated with cell death (**Figure 8B**, **Supplementary Table S4**). The upregulated gene expression of the FCF intestine included BCL2 interacting killer (*bik*) and BCL2 binding component 3 (*bbc3*) each at 2 and 8 HPC and CD59 glycoprotein (LOC108280891) at 8 HPC. 

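The gene *bik* (chromosome 19 from 17214475 to 17217996) was at 23.8 ± 8.07 CPM in FCF at 2 HPC and 15.4 ± 9.05 CPM at 8 HPC, against 4.91 ± 1.86 CPM in Control1 (SD, n = 6 fish each). Log2 fold changes were 2.28 (standard error 0.29, adjusted p = 0.000755) and 1.63 (standard error 0.42, adjusted p = 0.0383 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), with 6 and 4 of 6 FCF fish above every mock fish. At 8 HPC, the adjusted p of the same test rose to 0.0582, 0.0879, 0.083, 0.0771 and 0.0696 without Control1 replicate 1, 3, 4, 5 or 6, and to 0.0607, 0.062 and 0.0725 without FCF replicate 4, 5 or 6. *bbc3* (chromosome 17 from 10258519 to 10268050) was at 18.7 ± 9.47 CPM and 24.1 ± 37.4 CPM, against 2.76 ± 1.27 CPM in Control1, with log2 fold changes of 2.74 (standard error 0.39, adjusted p = 0.00147) and 3.10 (standard error 0.74, adjusted p = 0.0274 from the same test). All 6 fish at 2 HPC and 5 of 6 at 8 HPC lay above the mock range. For *bbc3* at 8 HPC, the adjusted p of the same test rose to 0.0637, 0.0654, 0.0592 and 0.0613 without Control1 replicate 2, 3, 4 or 5. For *bbc3* at 8 HPC, it moved to a log2 fold change of 1.67 without FCF replicate 3. Control2 as the control moved *bik* at 8 HPC to 1.30, which was not a DEG. *cd59 LOC108280891* (chromosome 20 from 19026989 to 19031406) was at 1650 ± 1800 CPM at 8 HPC against 323 ± 170 CPM, a log2 fold change of 2.35 (standard error 0.54, adjusted p = 0.0235 from the same test), with 6 of 6 fish above the mock range. For *cd59 LOC108280891*, the adjusted p of the same test rose to 0.0516, 0.0591, 0.0562 and 0.0536 without Control1 replicate 2, 3, 4 or 5. *cd59 LOC108280891* moved to a log2 fold change of 1.50 without FCF replicate 3. With no filter on low counts *bbc3* and *cd59 LOC108280891* at 8 HPC were not DEGs, and DESeq2 did not call *cd59 LOC108280891*.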

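At 4 HPC in FCF, *c6* (chromosome 18 from 21096576 to 21110573) was at 24.2 ± 15.9 CPM against 74.5 ± 41.0 CPM in Control1 (SD, n = 6 fish each), a log2 fold change of -1.62 (standard error 0.40, adjusted p = 0.0155 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). Of the FCF fish, 5 of 6 lay below every mock fish. With Control2 as the control the change was -0.88, inside the 2-fold threshold. *dad1* (chromosome 15 from 6968274 to 6971516) was at 178 ± 28.3 CPM against 397 ± 62.6 CPM at 2 HPC and 203 ± 26.2 CPM against 416 ± 60.6 CPM at 4 HPC. Its changes on the log2 scale were -1.16 (standard error 0.15, adjusted p = 0.00079) and -1.03 (standard error 0.14, adjusted p = 0.000588 from the same test), and all 6 FCF fish lay below every mock fish both times. For *dad1* at 4 HPC, it had a log2 fold change inside the threshold of 1 when 1 library was left out, -0.95 and -0.99 without Control1 replicate 3 or 4, and -0.99 without FCF replicate 3.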

Downregulated expression had the *c6* at 4 HPC and *dad1* at 2 and 4 HPC. The upregulated gene expression of the FCN stomach also included BCL2 interacting killer (*bik*) and BCL2 binding component 3 *(bbc3*) each at 2 and 8 HPC and *cd59 LOC108280891* at 8 HPC. The NCF intestine upregulated genes included complement C3-like (LOC124627631) at 2 and 8 HPC, complement C3 (LOC108258708) at 4 and 8 HPC and BCL2 binding component 3 (*bbc3*) at 2, 4 and 8 HPC. 

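In NCF, *c3*-like *LOC124627631* (chromosome 26 from 18768756 to 18794601) was at 41.5 ± 12.0 CPM at 2 HPC and 56.0 ± 44.3 CPM at 8 HPC, against 8.52 ± 7.43 CPM in Control2 (SD, n = 6 fish each). Changes on the log2 scale were 2.28 (standard error 0.50, adjusted p = 0.00914) and 2.70 (standard error 0.67, adjusted p = 0.0156 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), with 6 and 5 of 6 NCF fish above every mock fish. Its neighbouring paralog *c3 LOC108258708* (chromosome 26 from 18799392 to 18826624), was at 40.5 ± 39.1 CPM at 4 HPC and 28.6 ± 21.9 CPM at 8 HPC, against 6.33 ± 5.36 CPM in Control2. How reads that match both copies were assigned is not known. For this gene the log2 fold changes were 2.67 (standard error 0.62, adjusted p = 0.00816) and 2.19 (standard error 0.65, adjusted p = 0.0329 from the same test), with 5 and 3 of 6 fish above the mock range. At 8 HPC, the adjusted p of the same test rose to 0.0648, 0.0505 and 0.0717 without NCF replicate 2, 3 or 4, and to 0.0616, 0.0615, 0.0668 and 0.0635 without Control2 replicate 1, 3, 5 or 6. Without a filter on low counts it was not a DEG at 8 HPC, with a change of 2.13. *bbc3* was at 40.3 ± 41.5 CPM at 2 HPC, 5.40 ± 2.49 CPM at 4 HPC and 21.7 ± 26.1 CPM at 8 HPC, against 3.11 ± 2.95 CPM in Control2. The log2 fold changes were 3.71 (standard error 0.71, adjusted p = 0.00517), 0.78 (standard error 0.47, adjusted p = 0.24) and 2.79 (standard error 0.81, adjusted p = 0.0307 from the same test), with 6, 1 and 3 of 6 fish above the mock range. At 4 HPC it was not a DEG. *bbc3* passed both thresholds of the same test when 1 library was left out, at 1.45 with an adjusted p of 0.0147 without Control2 replicate 3. For *bbc3* at 8 HPC, the adjusted p of the same test rose to 0.0515 and 0.053 without NCF replicate 1 or 3, and to 0.056, 0.068, 0.0618, 0.0661 and 0.0635 without Control2 replicate 1, 2, 4, 5 or 6.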

Downregulated genes included defender against cell death 1 (*dad1*) at 2, 4 and 8 HPC and superoxide dismutase 1, soluble (*sod1*) at 2 and 4 HPC. 

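Expression of *dad1* in NCF was 143 ± 43.7 CPM at 2 HPC, 176 ± 54.8 CPM at 4 HPC and 206 ± 36.9 CPM at 8 HPC, against 438 ± 44.3 CPM in Control2 (SD, n = 6 fish each). Log2 fold changes were -1.62 (standard error 0.22, adjusted p = 0.00104), -1.36 (standard error 0.20, adjusted p = 0.000926) and -1.11 (standard error 0.14, adjusted p = 0.000437 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), and all 6 NCF fish lay below every mock fish each time. Taking Control1 as the control the change at 8 HPC was -0.93, inside the 2-fold threshold. *sod1* (chromosome 16 from 11561285 to 11567606) was at 123 ± 22.7 CPM against 264 ± 29.0 CPM at 2 HPC and 124 ± 22.8 CPM against 271 ± 28.6 CPM at 4 HPC. Its log2 fold changes were -1.10 (standard error 0.16, adjusted p = 0.0014) and -1.13 (standard error 0.15, adjusted p = 0.000658 from the same test), with 6 of 6 fish at 2 HPC and 6 of 6 at 4 HPC below the mock range. With Control1 as the control they were -0.88 and -0.91, inside the 2-fold threshold.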

NCN intestine upregulation included BCL2 interacting killer (*bik*) and BCL2 binding component 3 (*bbc3*) at 2, 4 and 8 HPC. 

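In NCN, *bik* was at 21.4 ± 5.56 CPM at 2 HPC, 41.1 ± 12.4 CPM at 4 HPC and 40.6 ± 8.69 CPM at 8 HPC, against 6.57 ± 3.45 CPM in Control2 (SD, n = 6 fish each). Changes on the log2 scale were 1.73 (standard error 0.34, adjusted p = 0.000905), 2.64 (standard error 0.37, adjusted p = 6.54e-05) and 2.66 (standard error 0.34, adjusted p = 3.49e-05 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), and all 6 NCN fish lay above every mock fish each time. *bbc3* was at 18.4 ± 9.59 CPM, 30.2 ± 18.1 CPM and 34.3 ± 15.2 CPM, against 3.34 ± 3.19 CPM in Control2. Its changes on the log2 scale were 2.52 (standard error 0.46, adjusted p = 0.000588), 3.20 (standard error 0.52, adjusted p = 0.000242) and 3.43 (standard error 0.52, adjusted p = 0.000181 from the same test), with 6, 6 and 5 of 6 fish above the mock range. Leaving out any 1 library changed none of these calls.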

Downregulation included complement component 1, q subcomponent binding protein (*c1qbp*) defender against cell death 1 (*dad1*) each at 2, 4 and 8 HPC.

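The gene *c1qbp* (chromosome 28 from 13712898 to 13717737) was at 67.7 ± 9.28 CPM in NCN at 2 HPC, 66.1 ± 12.2 CPM at 4 HPC and 112 ± 50.8 CPM at 8 HPC, against 351 ± 92.2 CPM in Control2 (SD, n = 6 fish each). The log2 fold changes were -2.37 (standard error 0.18, adjusted p = 7.74e-07), -2.43 (standard error 0.20, adjusted p = 1.65e-06) and -1.62 (standard error 0.26, adjusted p = 0.000197 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), and all 6 NCN fish lay below every mock fish each time. *dad1* was at 144 ± 29.5 CPM, 98.0 ± 30.4 CPM and 121 ± 45.4 CPM, against 469 ± 52.8 CPM in Control2. For this gene the log2 fold changes were -1.70 (standard error 0.15, adjusted p = 1.3e-06), -2.28 (standard error 0.20, adjusted p = 2.12e-06) and -1.93 (standard error 0.20, adjusted p = 7.42e-06 from the same test), again with all 6 fish below the mock range.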

#### 3.3.5 Validation of RNA sequencing

Reverse transcription qPCR was conducted on six intestinal RNA samples from the control and 8 HPC samples for each treatment (31). Five genes involved in pathogen recognition, inflammatory and immune response were chosen for validation of the RNA sequencing analysis. All RT-qPCR data correlated with RNA sequencing data (**Supplementary Table S5**).

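Table S5 sets fold changes from RT-qPCR beside those from RNA sequencing for 5 genes in the intestine at 8 HPC. The RNA sequencing side was recomputed with edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. For *tlr5* (chromosome 2 from 37395201 to 37398140), expression in FCF was 69.5 ± 62.0 CPM against 2.66 ± 3.83 CPM in Control1 (SD, n = 6 fish each), with 5 of 6 fish above the mock range. Its log2 fold change was 4.67 (standard error 1.07, adjusted p = 0.0235) in FCF, 1.93 (standard error 0.66, adjusted p = 0.0346) in FCN, 3.34 (standard error 0.64, adjusted p = 0.00357) in NCF and 2.76 (standard error 0.42, adjusted p = 0.000144) in NCN. For *tlr5* in FCF, the adjusted p of the same test rose to 0.0538, 0.0608, 0.0501 and 0.0537 without Control1 replicate 1, 2, 3 or 5, and to 0.0526 without FCF replicate 2. For *tlr5* in FCN, the adjusted p of the same test rose to 0.0695, 0.0675, 0.0539 and 0.0642 without Control1 replicate 1, 2, 3 or 5, and to 0.0718, 0.0538 and 0.0537 without FCN replicate 2, 3 or 6. For *tlr5* in FCN, it moved to a log2 fold change of 3.12 without Control1 replicate 6. With no filter on low counts it was not a DEG in FCF or FCN, and with the other mock group as control it was not a DEG in NCF, at 1.83, or in NCN, at 1.21. In FCN the legacy edgeR test, DESeq2 and the fit over all 84 libraries did not call it either. For *c7b* (chromosome 18 from 21080287 to 21096466), FCF fish had 101 ± 63.8 CPM against 4.05 ± 4.13 CPM in Control1. The log2 fold change of *c7b* was 4.63 (standard error 0.69, adjusted p = 0.00323) in FCF, 4.22 (standard error 0.51, adjusted p = 4.83e-05) in FCN, 2.59 (standard error 0.74, adjusted p = 0.0269) in NCF and 4.39 (standard error 0.71, adjusted p = 0.000384) in NCN. For *c7b* in NCF, the adjusted p of the same test rose to 0.0575 without NCF replicate 3, and to 0.0526, 0.0604, 0.052, 0.0568 and 0.0509 without Control2 replicate 1, 2, 3, 5 or 6. With 1 library left out, its log2 fold change in NCF ran from 1.45 to 2.98. Without a filter on low counts, or with Control1 as the control (1.94), *c7b* was not a DEG in NCF.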

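*cd22* (chromosome 26 from 18263846 to 18274799), another gene of Table S5, was at 7.28 ± 6.30 CPM in FCF against 0.418 ± 0.586 CPM in Control1, and at 2.37 ± 1.88 CPM in NCF against 0.0440 ± 0.0657 CPM in Control2 (SD, n = 6 fish each). Its log2 fold change was 4.04 (standard error 0.88, adjusted p = 0.0188) in FCF, 1.67 (standard error 0.63, adjusted p = 0.048) in FCN and 5.51 (standard error 0.82, adjusted p = 0.000437 from edgeR) in NCF. In NCN it had too few counts to be tested. For *cd22* in FCN, the adjusted p of the same test rose to 0.0974, 0.0852, 0.0851, 0.0857 and 0.0843 without Control1 replicate 1, 2, 3, 4 or 5, and to 0.0817, 0.0635, 0.0567, 0.0676 and 0.114 without FCN replicate 1, 3, 4, 5 or 6. For *cd22* in FCN, it moved to a log2 fold change of 2.86 without Control1 replicate 6. With no filter on low counts, with the legacy edgeR test, with DESeq2 and with the fit over all 84 libraries, *cd22* was not a DEG in FCN. Against Control1 instead it was not a DEG in NCF, at 2.46. In the unfed groups at 8 HPC, *il-1β LOC100304696* was not a DEG, with a log2 fold change of 1.00 (adjusted p = 0.144) in FCN and 0.77 (adjusted p = 0.129 from the same test) in NCN. In FCN, it passed both thresholds of the same test when 1 library was left out, at 1.72 with an adjusted p of 0.0115 without Control1 replicate 6. In NCN, it passed both thresholds of the same test when 1 library was left out, at 1.10 with an adjusted p of 0.0318 without Control2 replicate 6. The other gene of the pair, *il-1β LOC100304697*, had a log2 fold change of -0.05 (adjusted p = 0.949 from the same test) in FCN, where it was not a DEG, and 1.82 (adjusted p = 0.00116 from the same test) in NCN, where it was a DEG and 5 of 6 fish lay above the mock range. The complement gene *c3 LOC108258708* had a log2 fold change of -0.05 (adjusted p = 0.963 from the same test) in FCF at 8 HPC.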

## 4 Discussion

### 4.1 Impact of skin injury and feeding on survivability of MAS-infected channel catfish

In this study, we demonstrate the significant influence of Af clipping and feeding status on the progression of vAh-induced MAS in channel catfish. Survival trends among the challenged fish led to mortality at 8 HPC and then peaked at 24 HPC, which aligns with previous work (12, 13), and established that this experimental design is suitable for these analyses. Teleost fish skin damage is widely acknowledged as a key entry point for many bacterial pathogens (15, 32, 33). Recent work has shown that Af clipping serves as an effective method for creating standardized wounds, allowing researchers to examine vAh virulence in catfish (12). In this study, fish that were injured and unfed (FCN) demonstrated the lowest survival rate of 23%, emphasizing the severe impact of combining injuries with lack of food on survival. Likewise, the survival rate for fish that were injured and fed (FCF) was slightly higher at 30%. These observations are consistent with previous work that demonstrated fish skin damage, suggesting that disruption of skin integrity increases the vulnerability to MAS infection (34).

Additionally, the fed status of challenged fish, may have influenced their ability to counter infections (35), and this could partially explain why fish in the injured but unfed group (FCN) required longer to initiate an immune response against infection. The use of commercial feeds in aquaculture systems contributes to the bacterial diversity within aquatic environments (36). Moreover, as fish become lethargic during the progression of the disease state, the presence of feed facilitates the proliferation of vAh in water/the environment, as uneaten feed may create an ideal environment for vAh growth and, if using medicated feed, potentially further the development of antibiotic resistant *Aeromonas* strains (37). This finding sheds light on the conditions that promote MAS outbreaks in aquaculture settings and underscores the modulatory role of feed availability in the pathogenesis of MAS infections (38).

### 4.2 Tissue responses in the gastrointestinal tract of MAS-infected channel catfish

The external lesions observed in this study, including bilateral exophthalmia and redness around the gills, mouth, head, and fins (**Figure 2**), align with previously described symptoms of vAh-induced MAS (7, 14, 39). Similar external manifestations, such as hemorrhagic dermatitis and ulcerations, have been reported as defining characteristics of vAh infections in farmed catfish during MAS outbreaks in Mississippi and Alabama (7). Gastrointestinal damage, characterized by epithelial necrosis and lymphocytic infiltration, aligns with findings from earlier studies. Extensive necrosis of the gastrointestinal mucosa and accumulation of necrotic debris in MAS-infected catfish was documented (14), supporting the progression of intestinal damage seen in this study. Notably, the fed groups (FCF, NCF) exhibited more severe lesions than the unfed groups, suggesting that a greater amount of bacteria may have been present in these fish (**Supplementary Figures S1**, **S2**). Internally, significant engorged gastric arteries were observed in the fed groups, consistent with other findings (7). These observations suggest a temporary increase in splanchnic blood flow after feeding, which facilitates the gastrointestinal tract’s enhanced metabolic and absorptive processes (40, 41). In contrast, the unfed groups displayed less pronounced changes in the intestines and stomach, highlighting a potential link between fed status and vascular response during infection. The absence of recent feeding may limit the blood flow transporting vAh cells, mitigating the inflammatory responses that contribute to tissue damage. The presence of vAh cells in the blood between 1 and 24 HPC, with a rapid increase between 1 and 8 HPC (13), combined with heightened splanchnic blood flow after feeding, explains the observed gastrointestinal lesions in the fed groups vs the unfed groups. These findings align with previous reports indicating significantly higher concentrations of vAh cells in the stomach and intestines of infected fish (12, 13).

The observations in this study are consistent with MAS and vAh infections in finfish; however, differences in pathology between fed and unfed groups provide valuable insights into how fed status influences disease severity. These findings show that feeding intensifies gastric and enteric damage, suggesting that nutrient availability modulates the distribution and severity of lesions. These findings are in line with previous studies that identified stressors such as feeding and environmental factors as contributors to the progression of MAS outbreaks (14). Further, the progression in lesion severity observed in this study provides novel insights into the temporal dynamics of MAS in channel catfish. Using a semiquantitative grading system in this study further underscores significant differences at 4 HPC between the fed and unfed treatment groups.

### 4.3 Global gene expression responses in the gastrointestinal tissues of MAS-infected channel catfish

#### 4.3.1 Gene ontology enrichment

Our global gene expression study identified the top GO terms shared among each of the individual treatment groups where the majority of them dealt with fundamental cellular processes which is consistent with what others have shown in catfish when infected with *Aeromonas* spp (42–44). Interestingly, one of the GO terms associated with one or both tissues in each treatment was for oxidoreductase activity (GO:0016491) which is associated with reactive oxygen species (ROS) synthesis (**Tables 2**, **3**, **Supplementary Table S3**). We also identified several select GO terms associated with neutrophil-mediated killing, activation, response and regulation of ROS processes (45–47). These results suggest that most activated immune processes have predominantly occurred in the fin clipped stomach regardless of feeding status. Overall, these findings seem indicative of normal cellular processes and have not demonstrated differences in a disease state between the groups as observed with the survival analysis.

#### 4.3.2 Inflammatory response

Cytokines have essential roles in the innate immune system and inflammation response that is largely conserved across taxa (48). In this study, we observed that interleukins were broadly modulated during infection, with *il-1β* showing robust upregulation in both stomach and intestinal tissues, particularly in the fin clipped groups. In the FCF stomach, *il-1β* expression was elevated across all time points (2, 4, and 8 HPC), suggesting early and sustained pro-inflammatory signaling (47–49). Similarly, in the intestine, two distinct *il-1β* paralogs (*LOC100304696* and *LOC100304697*) were markedly upregulated at 8 HPC in FCF and NCF groups. Collectively, these data support an active interleukin-mediated response, particularly in the stomach, where inflammatory signaling is likely more immediate and intense. The intestine exhibited more temporally restricted interleukin responses, with fewer consistent upregulations. Similarly, in the intestine, two distinct *il-1β* paralogs (*LOC100304696* and *LOC100304697*) were markedly upregulated at 8 HPC in FCF and NCF groups. Collectively, these data support an active interleukin-mediated response, particularly in the stomach, where inflammatory signaling is likely more immediate and intense. The intestine exhibited more temporally restricted interleukin responses, with fewer consistent upregulations (**Supplementary Table S4**).

In parallel, TNF superfamily members displayed notable expression patterns, particularly through differential regulation of TNF receptor superfamily members (e.g., *tnfrsf11a*, *tnfrsf14*, *tnfrsf6b*). In both FCF and FCN stomach tissues, *tnfrsf11a* and *tnfrsf14* were persistently downregulated, a pattern also observed for *tnfrsf14* in the NCF and NCN groups, though with lower magnitude. These trends suggest possible dysregulation or negative feedback within the TNF axis during peak inflammation. Interestingly, the intestine displayed TNF ligand and receptor modulation, with modest upregulation and limited downregulation for *tnfrsf14*. These findings point to a stomach-centric role of TNF signaling dysregulation, potentially contributing to epithelial apoptosis and tissue damage (50, 51).

Chemokine signaling further revealed divergent tissue responses, with the stomach exhibiting widespread upregulation of chemokines such as *cxcl18b*, *cxcl14*, *cxcr4b*, and others across all post-challenge time points, consistent with enhanced leukocyte recruitment and local inflammation (52–54). 

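In the intestine of the fed groups at 4 HPC, *cxcl18b* had a log2 fold change of -0.04 (standard error 0.65, adjusted p = 0.975) in FCF and 0.33 (standard error 0.36, adjusted p = 0.518 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment) in NCF, neither of which passed the thresholds. At the same time interval *cxcl14* was at 7.30 ± 5.05 CPM in NCF against 2.31 ± 1.39 CPM in Control2 (SD, n = 6 fish each), a log2 fold change of 1.65 (standard error 0.49, adjusted p = 0.0243 from the same test), with 4 of 6 fish above the mock range. In FCF it was -0.03 (adjusted p = 0.968 from the same test). At 8 HPC, *cxcl14* was at 11.2 ± 5.72 CPM in FCF against 3.13 ± 1.26 CPM in Control1 and at 5.89 ± 2.63 CPM in NCF. Its log2 fold changes were 1.84 (standard error 0.39, adjusted p = 0.0177) and 1.36 (standard error 0.43, adjusted p = 0.0386 from the same test), with 4 of 6 fish above the mock range in both groups. For *cxcl14* in NCF at 4 HPC, the adjusted p of the same test rose to 0.0577 without NCF replicate 6, and to 0.0503 and 0.0508 without Control2 replicate 3 or 5. For *cxcl14* in NCF at 8 HPC, the adjusted p of the same test rose to 0.0763, 0.0725 and 0.0591 without NCF replicate 2, 3 or 6, and to 0.0574, 0.0689, 0.0662, 0.0713 and 0.0558 without Control2 replicate 2, 3, 4, 5 or 6. Taking Control1 as the control it was not a DEG in NCF at 4 HPC, with a change of 1.20, or at 8 HPC, with 0.93.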

Notably, *cxcl18b* and *cxcl14* were also upregulated in the intestine, albeit at 4 and 8 HPC in the fed groups, suggesting slightly delayed chemotactic signaling. In contrast, chemokines such as *cxcl12a* and *cxcl12b* were consistently downregulated in the intestine across multiple groups and time intervals, indicating a disruption in homeostatic or anti-inflammatory chemokine gradients. 

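Over the 12 comparisons of a challenged group with its mock group, *cxcl12a* was a DEG in 5, lower each time, and its log2 fold change was below 0 in 9 of 12 and at most 0.43. *cxcl12b* was a DEG in the same 5 comparisons, lower each time, and its log2 fold change was below 0 in 11 of 12 and at most 0.26. These 5 were FCF at 4 HPC, FCN at 2, 4 and 8 HPC, and NCN at 8 HPC. In NCF neither gene was a DEG at any time interval.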

The broader and earlier chemokine activation in the stomach suggests that this organ could be the primary site of immune cell infiltration and inflammatory signaling during MAS infections in channel catfish.

Chemokine signaling further revealed divergent tissue responses, with the stomach exhibiting widespread upregulation of chemokines such as *cxcl18b*, *cxcl14*, *cxcr4b*, and others across all post-challenge time points, consistent with enhanced leukocyte recruitment and local inflammation (52–54). Notably, *cxcl18b* and *cxcl14* were also upregulated in the intestine, albeit at 4 and 8 HPC in the fed groups, suggesting slightly delayed chemotactic signaling. In contrast, chemokines such as *cxcl12a* and *cxcl12b* were consistently downregulated in the intestine across multiple groups and time intervals, indicating a disruption in homeostatic or anti-inflammatory chemokine gradients. The broader and earlier chemokine activation in the stomach suggests that this organ could be the primary site of immune cell infiltration and inflammatory signaling during MAS infections in channel catfish.

#### 4.3.3 Complement and apoptotic responses

Complement systems alert the host to the presence of potential pathogens, serving as a crucial component of the innate immune response, facilitating pathogen recognition, opsonization, and lysis while bridging innate and adaptive immunity (55). The status of cell homeostasis revealed in our study showed that complement activation was prominently upregulated in the stomach, especially in the fin-clipped groups (FCF and FCN). Notably, components such as *complement C3* and *C7b*, as well as *C5a receptor 1*, were elevated in the FCF and FCN stomach by 8 HPC, suggesting strong opsonophagocytic and inflammatory signaling (56, 57). Similarly, the FCF and FCN stomach at 8 HPC showed upregulation of *C3-like* variants and terminal complement regulators such as *CD59*, further indicating complement system engagement. These patterns suggest that the complement cascade is rapidly mobilized in the stomach in response to vAh, potentially contributing to tissue inflammation. In contrast, the intestines showed upregulation of *c3* by 8 HPC within the unfed groups (FCN and NCN), suggesting that increased complement cascade activity within the intestines of unfed channel catfish in response to vAh.

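At 8 HPC, *c3 LOC108258708* was at 25.1 ± 22.6 CPM in FCN against 5.04 ± 4.02 CPM in Control1 and at 26.1 ± 18.0 CPM in NCN against 6.49 ± 5.54 CPM in Control2 (SD, n = 6 fish each). The log2 fold change was 2.35 (standard error 0.67, adjusted p = 0.0149) in FCN and 2.00 (standard error 0.58, adjusted p = 0.0143 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment) in NCN, with 4 and 3 of 6 fish above the mock range. Without a filter on low counts the changes were 2.31 and 1.94 and neither was a DEG. In FCN it was also a DEG at 2 HPC, with 2.42 (adjusted p = 0.00861), and at 4 HPC, with 3.11 (adjusted p = 0.000613 from the same test). In NCN at 2 and 4 HPC its log2 fold change was -0.47 and 0.94, and it was not a DEG. At 4 HPC, it passed both thresholds of the same test when 1 library was left out, at 1.49 with an adjusted p of 0.0406 without Control2 replicate 2. The rise at 8 HPC was not limited to unfed fish. In the fed group NCF the gene was a DEG then too, at 2.19, and in FCF it was not. Compared directly at 8 HPC, it was a DEG in FCN against FCF, at 2.38, and not in NCN against NCF. At 2 HPC it was lower in NCN than in NCF, at -2.15. Each of these calls was lost when certain single fish were left out.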

Moreover, the expression of genes regulating apoptotic signaling showed widespread patterns, particularly in the stomach and intestine of all challenged groups. In the stomach, pro-apoptotic regulators such as *bbc3*, *bik*, and *cideb* were upregulated across time points, concurrent with downregulation of anti-apoptotic genes like *arel1*, *dad1*, and *caap1 LOC108260930* (58, 59). The overexpression of pro-apoptotic genes, such as *bbc3*, *bik*, and *cideb*, prevented epithelial apoptosis, which is consistent with the histological findings of the absence of apoptotic tissues within the stomach. Additionally, this overexpression decreases epithelial apoptosis through tight junction alterations which could be responsible for better survival rates in the unfed groups within the first 8 HPC (60). Interestingly, the intestine exhibited a broader apoptotic signature across all treatment groups. Pro-apoptotic genes such as *bbc3*, *bik*, and *cidec* were upregulated in the FCF, FCN, NCF, and NCN intestines, while anti-apoptotic genes, including *dad1*, *sod1*, and *c1qbp* were persistently downregulated. These observations suggest a progressive apoptotic process that occurs in the intestine, regardless of the host’s nutritional or physical condition. 

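Over the 12 comparisons with a mock group, *bik* was a DEG in 11 and *bbc3* in 10, higher each time. In FCN, *bik* had log2 fold changes of 2.80, 3.47 and 3.42 at 2, 4 and 8 HPC, and *bbc3* had 4.08, 3.86 and 4.20. In FCF at 4 HPC, *bik* was at 1.35 (adjusted p = 0.0179) and *bbc3* at 0.93 (adjusted p = 0.0819 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), the latter not a DEG. *bbc3* passed both thresholds of the same test when 1 library was left out, at 1.16 with an adjusted p of 0.0452 without Control1 replicate 1, and at 1.08 with an adjusted p of 0.0449 without FCF replicate 3. In NCF, *bik* was at 1.54 (adjusted p = 0.0118), 0.97 (adjusted p = 0.1) and 1.27 (adjusted p = 0.0443 from the same test) at 2, 4 and 8 HPC. For *bik* in NCF at 4 HPC, it passed both thresholds of the same test when 1 library was left out, at 1.16 with an adjusted p of 0.0395 without NCF replicate 4. For *bik* in NCF at 8 HPC, the adjusted p of the same test rose to 0.108, 0.0628, 0.0539 and 0.0637 without NCF replicate 2, 3, 4 or 6, and to 0.0588, 0.0711, 0.0707, 0.085 and 0.0577 without Control2 replicate 1, 2, 4, 5 or 6. With Control2 as the control *bik* was not a DEG in FCF at 4 HPC, at 1.05, and with Control1 it was one in NCF at 4 HPC, at 1.31. *cidec* (chromosome 11 from 12135083 to 12138831) was higher as a DEG only in FCN at 2 HPC, with 1.23 (adjusted p = 0.0187 from the same test), and this change reversed to -0.30 with Control2 as the control. It was lower as a DEG in NCN at 4 HPC, with -1.84 (adjusted p = 0.0424 from the same test). Across the other 10 comparisons it was not a DEG, with log2 fold changes from -1.51 in NCN at 8 HPC to 1.65 in FCF at 4 HPC. For *cidec* in NCN at 4 HPC, the adjusted p of the same test rose to 0.0914, 0.0698, 0.0738, 0.07, 0.0899 and 0.0659 without NCN replicate 1, 2, 3, 4, 5 or 6, and to 0.0568 and 0.192 without Control2 replicate 3 or 6. Its log2 fold change there ran from -2.05 to -0.55 with 1 library left out. For *cidec* in FCF at 4 HPC, it passed both thresholds of the same test when 1 library was left out, at 1.85 with an adjusted p of 0.0299 without FCF replicate 2. DESeq2 called that value as well. For *cidec* in NCF at 4 HPC, it passed both thresholds of the same test when 1 library was left out, at 1.52 with an adjusted p of 0.0301 without Control2 replicate 6. With Control1 as the control it was a DEG there, at 1.76.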

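Of the genes described as anti-apoptotic, *dad1* was a DEG in 11 of the 12 comparisons, lower each time, and in FCN its log2 fold change was -1.59, -1.40 and -1.66 at 2, 4 and 8 HPC. The exception was FCF at 8 HPC, with -0.84 (adjusted p = 0.0877 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). *dad1* passed both thresholds of the same test when 1 library was left out, at -1.17 with an adjusted p of 0.008 without FCF replicate 5. *sod1* was below its mock group in all 12 comparisons and a DEG in 6. Its log2 fold change was -0.72, -0.68 and -0.92 in FCF, -0.91, -0.88 and -1.17 in FCN, a value just inside the threshold of 1 in NCF at 8 HPC, and -1.24, -1.66 and -1.49 in NCN. Leaving out 1 library made it a DEG of the same test in FCF at 8 HPC at -1.19 without FCF replicate 5, in FCN at 2 HPC at -1.08 without FCN replicate 1, and in FCN at 4 HPC at -1.01 without FCN replicate 6. In NCF at 8 HPC the same held at -1.01, -1.08 and -1.01 without NCF replicate 1, 3 or 6 and at -1.04, -1.01 and -1.03 without Control2 replicate 1, 2 or 4. *c1qbp* was also below its mock group in all 12 comparisons and a DEG in 6, with log2 fold changes of -0.75, -0.85 and -0.22 in FCF, -1.79, -1.72 and -0.78 in FCN and -1.27 and -0.82 in NCF at 4 and 8 HPC. At 2 HPC its change in NCF was just inside the threshold of 1. Leaving out 1 library made *c1qbp* a DEG of the same test in FCF at 2 HPC at -1.08 without FCF replicate 6, in FCF at 4 HPC at -1.01 without FCF replicate 3, and in FCN at 8 HPC at -1.05 without FCN replicate 4. In NCF at 2 HPC the same held at -1.17 and -1.05 without NCF replicate 3 or 6 and at -1.09, -1.01 and -1.08 without Control2 replicate 1, 4 or 5. Control2 as the control made *sod1* a DEG in FCF at 8 HPC, at -1.15, and in FCN at 2 and 4 HPC, at -1.13 each, and *c1qbp* a DEG in FCF at 2 and 4 HPC and in FCN at 8 HPC, at -1.15, -1.19 and -1.18. Control1 as the control moved *c1qbp* in NCF at 4 HPC to -0.92, inside the 2-fold threshold. From the pro-apoptotic and anti-apoptotic genes together, the paper proposes a progressive apoptotic process in the intestine regardless of the nutritional or physical condition of the fish.

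**Figure D3:**
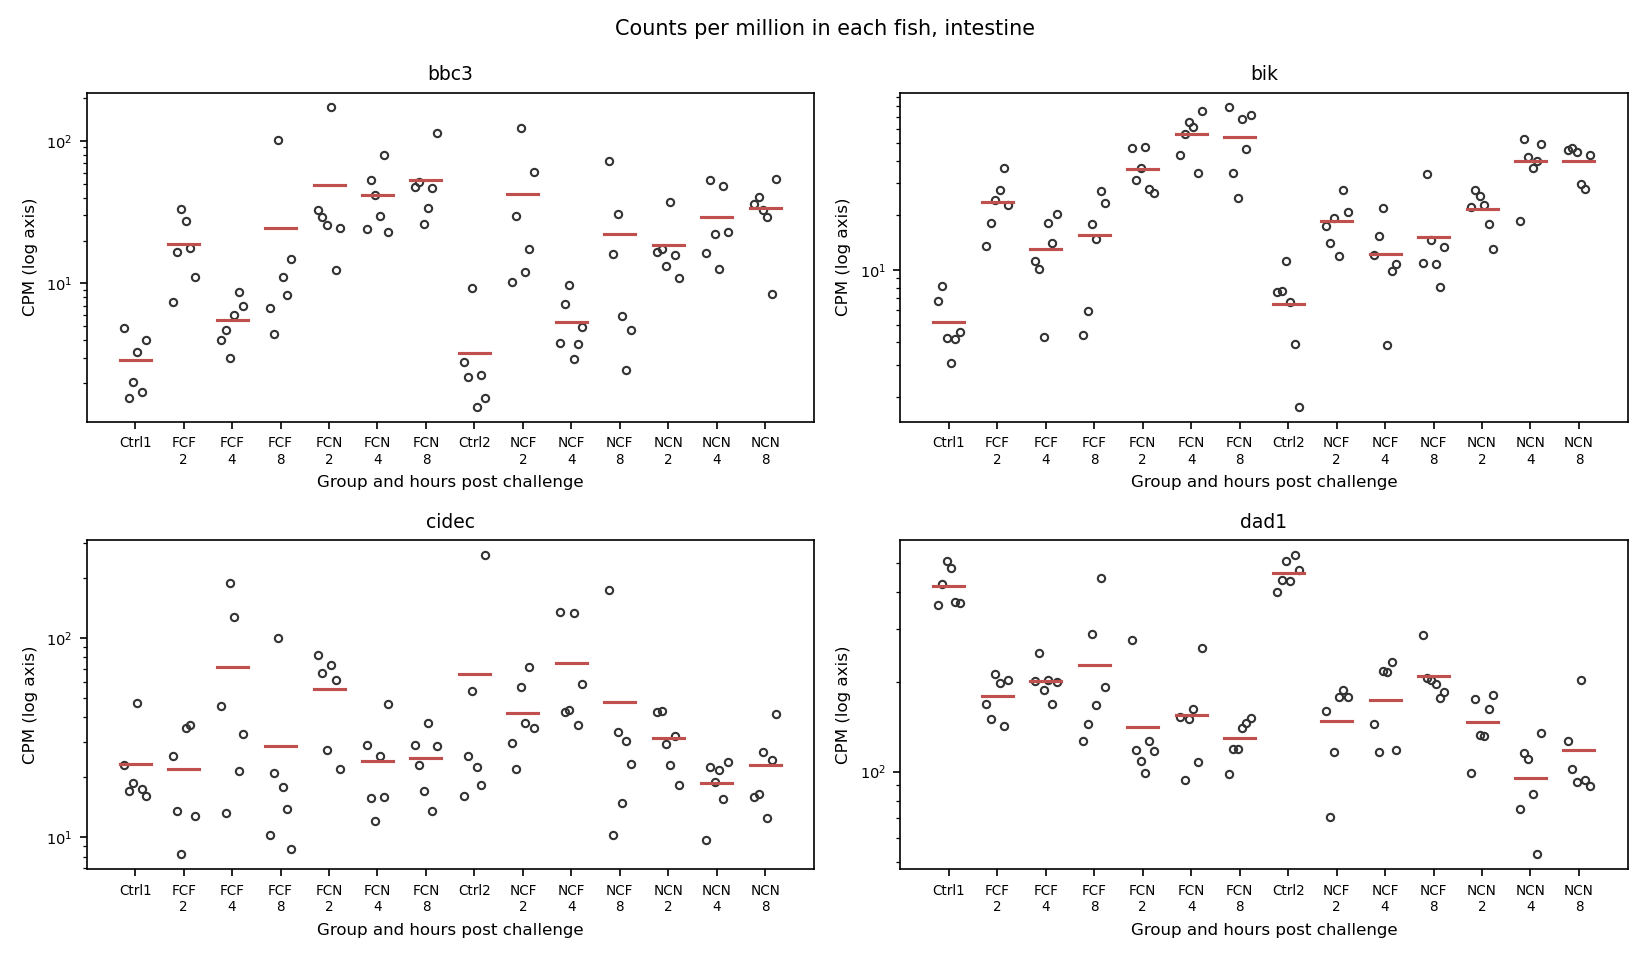
Expression in CPM (log axis) of *bbc3*, *bik*, *cidec* and *dad1* in each fish of the mock groups (Ctrl) and of FCF, FCN, NCF and NCN at 2, 4 and 8 HPC, normalized together over 84 libraries. Each circle is 1 fish and the red line is the mean of 6 fish, and the *bbc3* and *bik* means lie above and the *dad1* means below those of the mock groups.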

Again, these combined results indicate that the fin-clipped stomach is actively working to facilitate an innate immune response to the pathogen, while the intestine is much less active (**Supplementary Table S4**). The overall substantial increase in apoptotic activity in the intestine, regardless of clipped or fed status, would suggest that these cells are dead or dying because of a limited innate response.

## 5 Conclusion

In conclusion, this study demonstrates that both skin injury and fed status are critical modulators of host susceptibility, immunopathology, and gastrointestinal immune responses during *A. hydrophila*-induced MAS in channel catfish. Fin clipping exacerbated mortality and inflammation, especially when combined with feeding, highlighting the compounding effects of physical damage and metabolic activity on disease outcome. Gastrointestinal lesions and transcriptomic data collectively indicate that the stomach serves as a principal site of immune activation, with enhanced complement activation, cytokine signaling, and chemokine recruitment contributing to the observed pathology. In contrast, the intestine exhibited a more restrained inflammatory response but displayed pervasive apoptotic gene expression as the infection progressed over time, suggesting widespread epithelial damage and compromised cellular homeostasis. These tissue-specific immune signatures provide insight into the spatial dynamics of host-pathogen interactions in vAh infections. Furthermore, the data underscore the importance of early inflammatory regulation, as excessive or dysregulated responses correlated with increased mortality. Overall, these findings advance our understanding of how host factors such as injury and fed status modulate innate immunity and disease severity in aquaculture settings. This knowledge is essential for developing evidence-based strategies to mitigate MAS outbreaks, emphasizing the importance of minimizing physical stress and managing feeding regimens during high-risk periods. Withholding feed is a management strategy for enteric septicemia of catfish, but has adverse effects on innate immunity and mortality against columnaris disease (61–64). This current work would suggest that even a brief fasting period (overnight) prior to *v*Ah has limited impact on organosomatic indexes and may influence disease susceptibility, as reflected by reduced intestinal pathology and earlier immune activation. However, the optimal duration and physiological thresholds of pre-challenge fasting remain undefined. Future studies should define optimal fasting durations that balance disease resistance with growth performance, incorporate microbiome profiling to uncover gut microbial shifts following nutritional modulation, and evaluate the long-term immunological and physiological impacts of repeated or prolonged feed withholding in aquaculture systems.

## Data Availability

The RNA sequencing datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GEO) repository and can be accessed under accession numbers GSE281206 (intestine) and GSE281208 (stomach). All other data that support the findings of this study have been included in the manuscript and Supplementary Materials.

# Supplementary material for: Feed status and skin injury modulate immunopathology, global gene expression, and survival in channel catfish during virulent Aeromonas hydrophila infection
**Source:** Front Immunol. 2025 Jul 22;16:1642531. doi: 10.3389/fimmu.2025.1642531
**Supplement:** Supplementary file 6

Supplementary Material

**Feed Status and Skin Injury Modulates Immunopathology, Global Gene Expression Changes, and Survival in Channel Catfish During Virulent *Aeromonas hydrophila* Infection**

**Yesutor K. Soku^1†^, Miles D. Lange^2*†^, Jason W. Abernathy^2^, Nithin M. Sankappa^2,3^, Craig Shoemaker^2^, Karl Hayden^1^, Linnea Andersen^2^, Ida Phillips^1,4^, Toufic Nashar^1^, Temesgen Samuel^1^, Abdelrahman Mohamed^1*^**

# Supplementary Figures

D)

C)

B)

A)

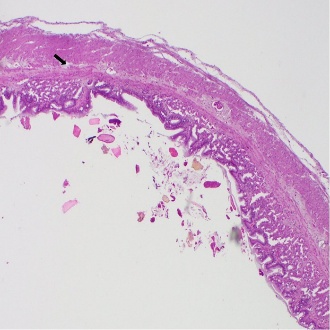

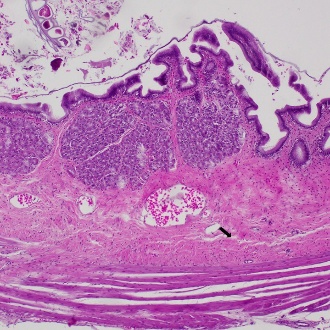

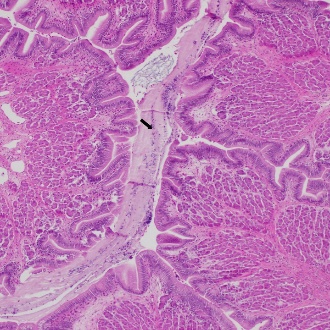

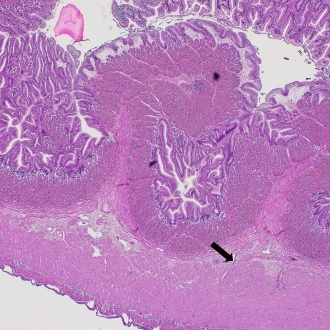

H)

G)

F)

E)

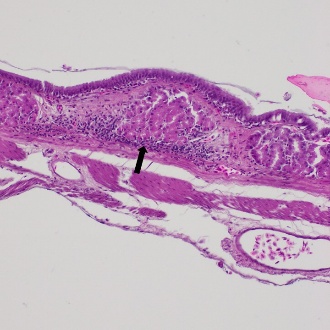

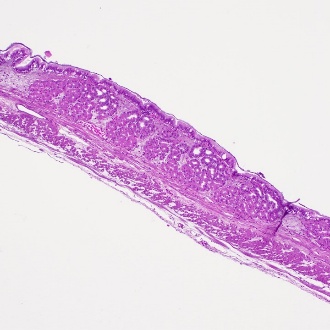

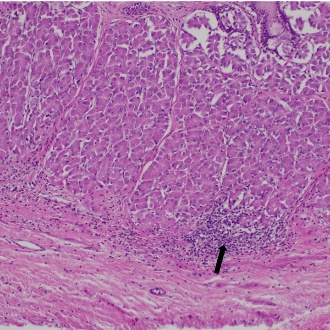

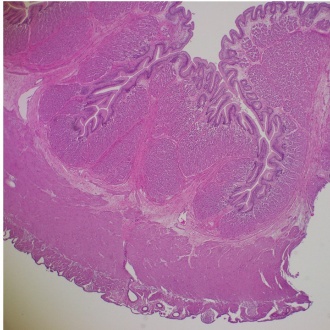

L)

K)

J)

I)

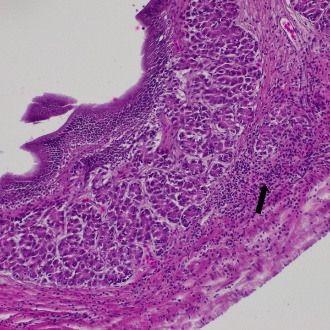

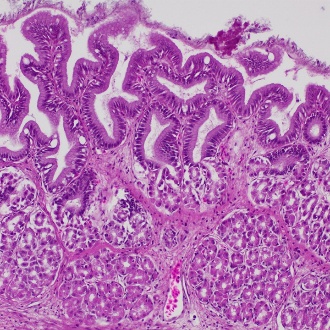

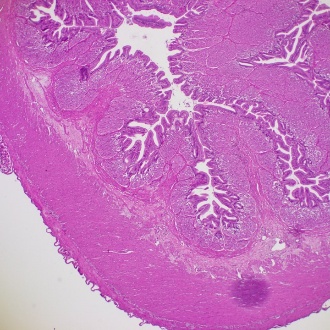

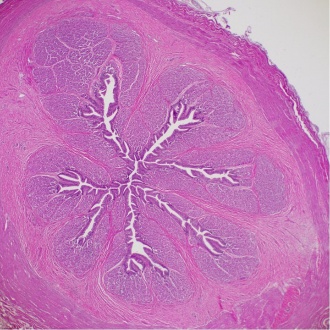

**Supplementary Figure 1:** Photomicrographs of the stomach of infected *Ictalurus punctatus.* At 2 HPC (A) Minimal edema (arrow) was in the lamina propria of the stomach in the FCF group,100x, H&E, FCF. (B) Minimal to mild edema (arrow) was detected in the lamina propria of the stomach in the NCF group, 100x, H&E. (C) Mild to moderate edema in the lamina propria and submucosa of the stomach with cellular debris within the lumen in the FCN group, 200x, H&E. (D) Mild edema (arrow) in the lamina propria and submucosa of the stomach in the NCN group, 100x, H&E. At 4 HPC (E) Moderate lymphoplasmacytic and granulocytic infiltration (arrow) with mild and moderate edema in the FCF group, 100x, H&E. (F) Moderate edema within the lamina propria with a few lymphocytes and plasma cells in the NCF group, 100x, H&E. (G) Mild lamina propria and submucosal edema with lymphoplasmacytic aggregation (arrow) in the FCN group, 400x, H&E. (H) Mild lamina propria and submucosal edema in the NCN group, 100x, H&E. At 8 HPC (I) Edema within the lamina propria with increased lymphocytes and plasma cells (arrow) in the FCF group, 200x, H&E. (J) Multifocal erosions (arrow) to superficial epithelium with diffuse moderate to severe transmural edema in the NCF group, 400x, H&E. (K) Mild to moderate lamina propria and submucosal edema in the FCN group, 100x, H&E. (L) Minimal to mild lamina propria and submucosal edema in the NCN group, 100x, H&E.

D)

C)

B)

A)

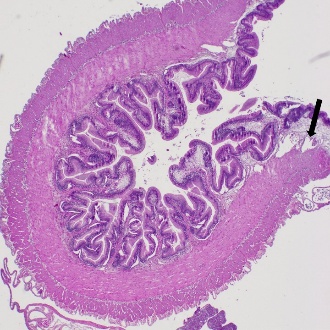

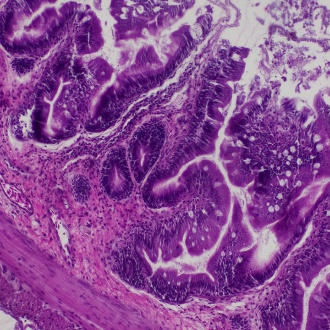

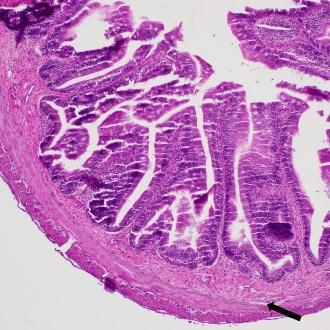

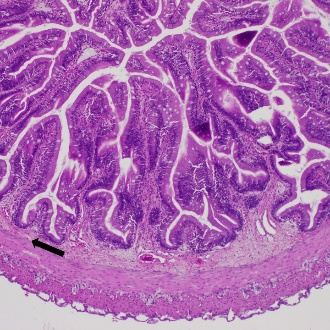

H)

G)

F)

E)

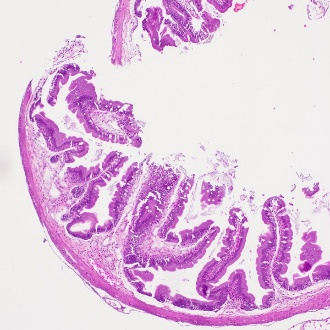

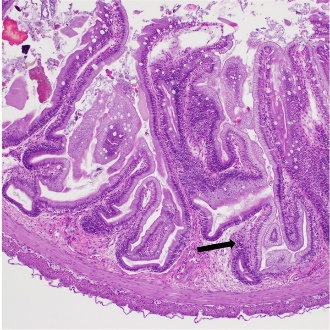

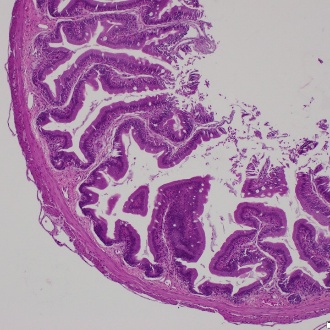

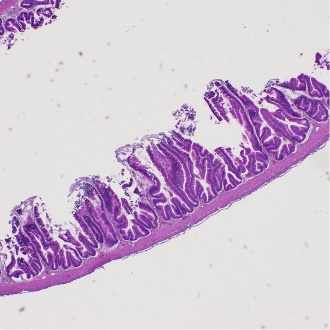

L)

K)

J)

I)

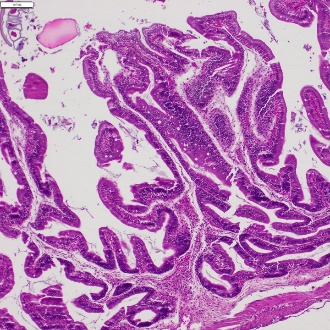

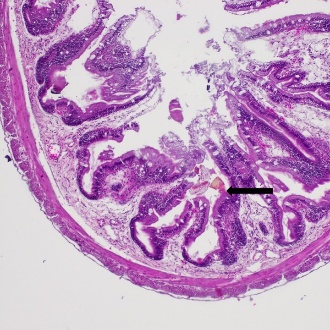

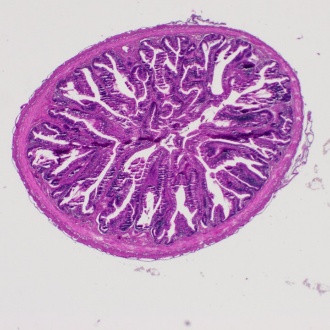

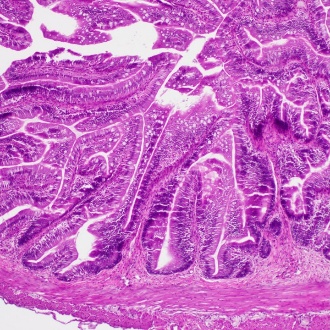

**Supplementary Figure 2:** Photomicrographs of the intestines of infected *Ictalurus punctatus*. At 2 HPC (A) Mild to moderate expansion of the lamina propria by edema and dilation of lymphatic vessels, minimal lymphocytes and plasma cells have also been infiltrated (arrow), 100x, H&E, FCF. (B) Minimal to mild edema within lamina propria, 400x, H&E, NCF. (C) Minimal (No significant) findings, 200x, H&E, FCN. (D) Mild lamina propria and submucosal edema (arrow), 200x, H&E, NCN. At 4 HPC (E) More severe edema within the lamina propria with a few lymphocytes and plasma cells, 100x, H&E, FCF. (F) Moderate edema within the lamina propria with a few lymphocytes and plasma cells (arrow), 100x, H&E, NCF. (G) Minimal (No significant) findings, 200x, H&E, FCN. (H) Mild lamina propria and submucosal edema, 100x, H&E, NCN. At 8 HPC (I) Moderate edema within the lamina propria with a few lymphocytes and plasma cells (arrow), 200x, H&E, FCF. (J) Degenerative changes to the superficial epithelium (arrowhead) with diffuse severe transmural edema and hemorrhage (arrow), 200x, H&E, NCF. (K) Minimal (no significant) findings, 100x, H&E, FCN. (L) Minimal to mild lamina propria and submucosal edema, 200x, H&E, NCN.

How the deposited data were processed for this re-analysis (not part of the article)

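Intestine RNA of 84 channel catfish was measured by RNA-seq. FCF, FCN, NCF and NCN had 6 fish each at 2, 4 and 8 HPC, and the mock-challenged fish formed Control1, with clipped fins, and Control2, with intact fins, with 6 fish each. The condition of every library was taken from its deposited sample label and from the treatment list of the paper. The labels give 0 h for the mock fish and the paper gives 2 HPC for its control samples, so the mock fish stand for a single sampling time in all comparisons. The labels call the mock fish fed, and the paper does not give their feeding state. The series text describes another challenge route than the methods, and the methods of the paper were followed.

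The deposited file holds whole numbers, the counts of reads per feature and library, which the authors made with FASTQC and Trimmomatic, STAR in 2-pass mode on the Coco_2.0 genome, and HTSeq in strand-specific union mode on exons. The values were checked to be whole numbers without normalization. The paper calls them gene-level counts. Of the 63022 features, 61524 are named by transcript, 1295 by gene and 203 by another identifier, and 35424 had no count in any library. A RefSeq gene table gave a gene for 60775 features, 96.4% of them. Features of the mitochondrial genome held 8.44% of the counts. Transcripts of a gene were kept as separate features, as deposited.

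Total counts per library ran from 20005045 to 64832035, with a median of 27119203. The precision that this depth and 6 fish per group give was tested on simulated data with the FCF libraries at 2 HPC and the Control1 libraries as the template. Of 200 features given a log2 change of 2 among 11032, edgeR recovered 164, or 82%, and 8 of its calls, or 4.7%, were false. DESeq2 recovered 180, or 90%, with 30 false calls, or 14.3%.

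Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Each comparison was fitted on its own 12 libraries. Features were filtered with filterByExpr, libraries were scaled by TMM, dispersions were estimated with estimateDisp, and the quasi-likelihood model was fitted with glmQLFit (robust = TRUE, legacy = FALSE) and tested with glmQLFTest. A DEG had a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 2. Each challenged group was compared with the mock group of the same fin state, because the paper does not name the control of each comparison. FCN was compared with FCF and NCN with NCF at each time interval, and Control1 was compared with Control2. Standard errors were taken from the log2 fold change and the F statistic. Levels are CPM after TMM scaling unless a list or a library is described, where they are CPM of the total count.

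Shared DEGs were counted over the features tested in all 3 comparisons of a group. Because these comparisons use the same mock fish, 5 draws of unchanged groups were simulated against each mock group. Gene families were fixed by gene symbol (peptidyl-proline dioxygenases, respiratory chain, cell cycle) and tested among the shared genes with a one-sided Fisher's exact test, adjusted with Benjamini-Hochberg over 12 tests, with the genes tested as background. Hypothesis lists (hypoxia response, sterol synthesis, proximal intestine, distal intestine) were tested with camera and fry of limma 3.58.1 on the same models, adjusted over all planned lists and comparisons. The families were also tested as lists. The hypoxia, sterol and intestine lists were written from general knowledge after the first sheets of Table S2 had been read. Lists for exocrine pancreas, erythrocyte, smooth muscle, neutrophil and T and B cell were added after the counts had been seen and were adjusted among themselves. The difference in challenge response between clipped and intact fish was tested as an interaction on the 24 libraries of each time interval and feeding state, an addition made after the counts had been seen.

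Genes named in the text are those that the paper names for the intestine in its sections on cytokines, apoptosis and the complement system or lists in Table S5, the feature with the largest rise and the feature with the largest fall among the DEGs of each comparison with an average log2 CPM of at least 1 and no overlap between the groups, and at most 3 members of a list. *vil1* was added after the values were seen. The paper's values for these genes had been seen. Other features are named only where a count is 5 or lower, and the text says so.

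The comparisons, the test, the families, the hypothesis lists, the rule for named genes and the alternatives listed next were chosen before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, a single fit over all 84 libraries, the mock group of the other fin state as control, both mock groups together as control, the replicate number as a block, legacy = TRUE in glmQLFit, and transcripts summed to genes. Leaving out each library in turn, all annotated genes as background for the families, the single fit for the interaction, and thinning every library to the lowest total were added after the counts had been seen. For each comparison, 100 splits of the same fish into groups of the same sizes were drawn with a fixed seed, the real split included, and counted when they gave as many DEGs. In groups of 6 fish, the highest or lowest value was singled out when its gap to the nearest fish exceeded 0.625 of the range of the group (Dixon's test, on the log2 scale for gene levels and the pancreas list).

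No library was left out, and the table held no other per-sample columns. Stomach, histology, survival and RT-qPCR were not analysed, because only the intestine counts were used. Gene ontology terms were not tested, because no annotation of them was at hand. The supplementary tables of the paper were at hand only in part.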

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

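The tests of library depth for single fish, of a library without intestine tissue, of the choice of test, filter or pairing and of a deciding fish for the feeding differences, of the spread among fed fish, of feeding state for the sterol list, of a more distal stretch of intestine, and of the mock difference for the proximal intestine and hypoxia lists were chosen only after the result was seen.

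In NCF at 4 HPC, the exocrine pancreas list stood at 35110 CPM in replicate 6 and at 85.71 to 429.2 CPM in the other 5 fish, a fish far from the others of its group. The same list stood at 352.1 CPM in Control1 replicate 5 against 46.76 to 81.27 CPM in the other 5, and at 92.53 CPM in Control2 replicate 6 against 62.27 to 69.59 CPM. Of the 7 list genes in the annotation, 6 had counts in these intestine libraries, and none is in another list or named by the paper. In NCF replicate 6, 5 of the 6 list features were at their highest, with *ela2l* at 12700 CPM against at most 144 CPM in the other fish and *prss1* at 11900 against 110. The remaining feature, *spink4*, was at 113 CPM against at most 181 CPM. The proximal intestine list was at 2610 CPM in this fish, within the 1780 to 11310 CPM of the others, and *fabp6* was at 6489 CPM, within 3837 to 18720 CPM, which argues against a library with no intestine tissue. The distal intestine list was at 9424 CPM, below the 12760 to 29500 CPM of the other 5 fish, *vil1* at 634.6 CPM, below 752.4 to 2559 CPM, and *cubn* at 287.1 CPM, below 2744 to 6625 CPM, so a smaller share of intestine tissue stays open. These genes were singled out after their values were seen. The median Spearman correlation of this fish with the others over the 100 most abundant features was 0.502, below the lowest value of 0.547 among those 5, while its highest was 0.673. The intestine transcripts also argue against a library of another tissue alone under this label, while the correlation by itself does not decide it. Exocrine pancreas tissue in the intestine sample cannot be told apart from other sources of these transcripts, because *spink4* did not follow the list. Without this fish the NCF count at 4 HPC was 1280 DEGs. No biological explanation was tested for it.

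Total counts were far from the other 5 fish in FCN replicate 3 at 2 HPC, at 64832035 against 21585649 to 33837061, and in FCN replicate 4 at 8 HPC, at 49440313 against 23462339 to 31789618. The mitochondrial share was 21.3% in FCF replicate 5 at 8 HPC against 6.78 to 10% in the other 5. This library held 26334306 counts. In the 40 libraries with a lower total the mitochondrial share was at most 15.3%, which argues against low depth. Over the total counts, mitochondrial shares and pancreas list, 42 groups of 6 fish were tested and 6 values were found. Chance flags about 1 in 20 groups. What set the mitochondrial share of this fish apart stays open, and no biological explanation was tested.

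Among the genes that the paper names, 174 groups of 6 fish were tested and 14 values lay far from the other 5 fish. Chance flags about 1 in 20 groups. *bbc3* was at 9.33 CPM in Control2 replicate 3 (others 1.36 to 2.81), at 172 CPM in FCN replicate 4 at 2 HPC (others 12.4 to 32.7) and at 8.42 CPM in NCN replicate 5 at 8 HPC (others 29.4 to 54.4). *bik* was at 18.7 CPM in NCN replicate 1 at 4 HPC (others 36.6 to 52.5). In FCF at 8 HPC, replicate 3 had *cd59 LOC108280891* at 5370 CPM (others 735 to 1110) and *cidec* at 101 CPM (others 8.77 to 20.9). *cidec* was also at 47.0 CPM in Control1 replicate 4 (others 16.1 to 23.1). *cxcl12a* was at 140 CPM in FCN replicate 3 at 4 HPC (others 46.6 to 64.9) and at 38.8 CPM in NCN replicate 6 at 8 HPC (others 75.8 to 99.2). *cxcr1 LOC108266440* was at 1.94 CPM in NCN replicate 5 at 8 HPC (others 6.97 to 14.8). *dad1* was at 275 CPM in FCN replicate 1 at 2 HPC (others 99.3 to 126) and at 288 CPM in NCF replicate 1 at 8 HPC (others 177 to 206). *sod1* was at 198 CPM in FCN replicate 1 at 2 HPC (others 108 to 127), and *tlr5* was at 0.0425 CPM in Control2 replicate 4 (others 0.924 to 1.36). These values came from 11 fish, and only 1 of the 14 came from the library with the lowest total of its group, which argues against low depth as the cause of most of them. In FCN replicate 4 at 2 HPC, the proximal intestine list was at 39840 CPM (others 2452 to 6268). Its distal list was at 2771 CPM (others 6765 to 20460). In NCF replicate 1 at 8 HPC they were at 48400 (others 1218 to 7272) and 1522 (others 9714 to 24770). FCF replicate 3 at 8 HPC had the proximal list at 22460 CPM (others 1480 to 2837) and the distal list not lower. These were picked after seeing the values, and NCN replicate 5 at 8 HPC did not stand apart. The stretch of intestine and other differences between the fish stay open as untested.

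Unfed and fed fish of the same fin state differed at every time interval with the settings reported. FCN against FCF gave 38 DEGs at 2 HPC, 269 at 4 HPC and 429 at 8 HPC, and NCN against NCF gave 238, 289 and 584 (edgeR). In each of these 6 comparisons 1 of 100 splits of the same fish, the real one, gave as many DEGs, so chance can be excluded for these counts without a block. At 2 HPC the FCN count was 4, 11, 12 and 12 without FCF replicate 1, 2, 3 or 6, and 11, 0, 15, 4 and 12 without FCN replicate 1, 2, 4, 5 or 6. DESeq2 called 288 features there, and 1829 features had an unadjusted p under 0.05 in edgeR. The legacy edgeR test gave 11, 183 and 258 DEGs for FCN at 2, 4 and 8 HPC, and edgeR with the replicate number as a block gave 0, 79 and 73. For NCN against NCF the legacy test gave 172, 227 and 496, the block 12, 73 and 380, and DESeq2 516, 440 and 844. At 4 HPC the FCN count was 153 and 176 without FCF replicate 2 or 3 and 167 and 154 without FCN replicate 2 or 4. At 8 HPC it was 167, 189, 917 and 172 without FCF replicate 1, 2, 3 or 4 and 198, 216, 163 and 151 without FCN replicate 1, 4, 5 or 6. For NCN at 2 HPC it was 383, 100, 388 and 127 without NCF replicate 2, 3, 5 or 6 and 122, 131, 124, 136, 88 and 128 without NCN replicate 1, 2, 3, 4, 5 or 6. For NCN at 4 HPC it was 175 without NCF replicate 4 and 164, 189, 170 and 189 without NCN replicate 2, 3, 5 or 6, and at 8 HPC it was 378 without NCN replicate 2. A difference in feeding state is what the design varies, and it stays open together with differences between tanks, which the labels do not give.

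Against the mock fish, the unfed groups had more DEGs than the fed groups of the same fin state at every time interval, and 1 of 100 splits gave as many in each of the 12 comparisons, so chance can be excluded for each count. The labels call the mock fish fed, and the paper does not give their feeding state. By the labels, the unfed counts hold a difference in feeding state beside the challenge and the fed counts do not. The mock fish stand for a single sampling time, so the time since feeding may differ in both. With every library thinned to the lowest total, the smallest ratio of unfed to fed counts was 2.19, which argues against deeper libraries in the unfed groups. With 1 spread per feature over all groups it was 1.95, which argues against a larger spread between the fed fish as the whole cause. The features that were DEGs in FCN and not in FCF also moved in NCF in the direction seen in FCN, with medians of the log2 fold change of 0.81, 0.81 and 0.72 at 2, 4 and 8 HPC, which argues against genes that do not change in fed fish. With any single fish left out, FCF had at most 941 DEGs and FCN at least 1742, and NCF had at most 1682 and NCN at least 2630. The FCF count moved by more than 1.5-fold to 347 at 2 HPC without Control1 replicate 4, and at 8 HPC to 289, 271, 293 and 314 without Control1 replicate 2, 3, 4 or 5 and to 722 without FCF replicate 3. The NCF count at 2 HPC moved to 728 without NCF replicate 2. The feeding state stays open as the difference that the design names.

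In unfed fish at 4 HPC, 4 features differed between clipped and intact fish in their response to the challenge (edgeR, 24 libraries), and 3 of 100 splits gave as many, the real one included. Another of these splits gave 144. This was 1 of 6 such contrasts, so chance can be excluded at most for this contrast taken alone and stays open over the 6. They were *nmur1a*, *atp2a3*, *evx2* and *hoxc12b*, all with an adjusted p of 0.0454 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, and all were chosen after their values were seen. For *atp2a3* the difference was -1.47 on the log2 scale, with summed counts of 7797 in FCN, 15264 in Control1, 16838 in NCN and 10600 in Control2. *nmur1a* had 1, 106, 91 and 0 counts in those groups, *evx2* had 1, 30, 262 and 1, and *hoxc12b* had 0, 99, 271 and 1, so no fold is given for them. An edgeR fit over all 84 libraries called 1 feature for the same difference, and fits with 1 fish left out were not made for it. At the other time intervals and in fed fish the count was 0. Any split reaches a count of 0, so that 100 of 100 splits gave as many in each of those 5 contrasts says nothing about chance. Those 5 contrasts had 472, 1493 and 808 features at an unadjusted p under 0.05 in fed fish at 2, 4 and 8 HPC, and 1767 and 1251 in unfed fish at 2 and 8 HPC, and the fit over all libraries gave 0, 30 and 2 DEGs in fed fish and 16 and 0 in unfed fish. An effect of fin clipping stays open as the difference that the design names, and the sampled stretch of intestine was not recorded in the labels.

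Of the genes that the paper names, 21 differences between unfed and fed fish passed both thresholds of edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. The number of fish given with each value counts the unfed fish that lay beyond all 6 fed fish. In FCN against FCF at 4 HPC, *cxcl14* was at 1.55 (adjusted p = 0.0235, 5 of 6 fish), *bik* at 2.12 (adjusted p = 0.00397, 6 of 6 fish), *bbc3* at 2.95 (adjusted p = 0.00143, 6 of 6 fish) and *c3 LOC108258708* at 2.17 (adjusted p = 0.02, 5 of 6 fish). At 8 HPC, *il-1β LOC100304696* was at -5.25 (adjusted p = 0.0216, 1 of 6 fish), *il-1β LOC100304697* at -5.49 (adjusted p = 0.0251, 0 of 6 fish), *cxcl18b* at -3.90 (adjusted p = 0.0286, 0 of 6 fish) and *cxcl12a* at -1.59 (adjusted p = 0.0418, 4 of 6 fish). At the same time interval *bik* was at 1.80 (adjusted p = 0.0297, 5 of 6 fish), *c3 LOC108258708* at 2.38 (adjusted p = 0.0345, 5 of 6 fish), *tlr5* at -2.71 (adjusted p = 0.0438, 0 of 6 fish) and *cd22* at -2.32 (adjusted p = 0.0489, 0 of 6 fish). In NCN against NCF at 2 HPC, *c3*-like *LOC124627631* was at -1.96 (adjusted p = 0.0483, 6 of 6 fish), *c3 LOC108258708* at -2.15 (adjusted p = 0.0402, 6 of 6 fish) and *c1qbp* at -1.30 (adjusted p = 0.0153, 3 of 6 fish). At 4 HPC, *bik* was at 1.70 (adjusted p = 0.0141, 5 of 6 fish), *bbc3* at 2.44 (adjusted p = 0.00664, 6 of 6 fish), *c1qbp* at -1.09 (adjusted p = 0.00847, 6 of 6 fish) and *cidec* at -2.01 (adjusted p = 0.00958, 6 of 6 fish). At 8 HPC, *cxcl12a* was at -1.48 (adjusted p = 0.0101, 3 of 6 fish) and *bik* at 1.38 (adjusted p = 0.0102, 4 of 6 fish). DESeq2 and the fit over all 84 libraries both called 19 of the 21, all but *cd22* and *c3*-like *LOC124627631*, and the legacy edgeR test called 16, which argues against the choice of test as the cause of these 16. RLE size factors kept 21, no filter on low counts 12 and the replicate block 6. The replicate numbers do not pair the fish, so a call lost under the block alone may reflect only fewer degrees of freedom. Under all 6 of these alternatives 6 differences kept passing both thresholds, so for the other 15 the call depends on the filter, the block or the test. The 6 were *cxcl14*, *bik* and *bbc3* in FCN against FCF at 4 HPC, *bbc3* in NCN against NCF at 4 HPC, and *cxcl12a* and *bik* in NCN against NCF at 8 HPC.

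With each of the 12 fish left out in turn, 9 of these 21 differences kept passing both thresholds of edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, so a single fish may decide the other 12. The 9 were *bik*, *bbc3* and *c3 LOC108258708* in FCN against FCF at 4 HPC, *c1qbp* in NCN against NCF at 2 HPC, *bik*, *bbc3* and *cidec* at 4 HPC, and *cxcl12a* and *bik* at 8 HPC. In FCN against FCF at 4 HPC, for *cxcl14*, the adjusted p of the same test rose to 0.0573 and 0.0502 without FCF replicate 2 or 4, and to 0.0556 without FCN replicate 4. The next 8 genes are those of FCN against FCF at 8 HPC. For *il-1β LOC100304696*, the adjusted p of the same test rose to 0.0541 and 0.0547 without FCN replicate 5 or 6. For *il-1β LOC100304697*, the adjusted p of the same test rose to 0.0557, 0.0502 and 0.0535 without FCF replicate 1, 2 or 4, and to 0.0545, 0.0561, 0.0591 and 0.0562 without FCN replicate 1, 4, 5 or 6. For *cxcl18b*, the adjusted p of the same test rose to 0.0598, 0.0545 and 0.0592 without FCF replicate 1, 2 or 4, and to 0.0602, 0.0631, 0.068 and 0.0615 without FCN replicate 1, 4, 5 or 6. For *cxcl12a* in FCN, the adjusted p of the same test rose to 0.0796, 0.0776 and 0.0802 without FCF replicate 1, 2 or 4, and to 0.0844, 0.0637, 0.0874 and 0.0857 without FCN replicate 1, 4, 5 or 6. For *bik* in FCN, the adjusted p of the same test rose to 0.0516, 0.057 and 0.0648 without FCF replicate 1, 2 or 4, and to 0.0619, 0.058, 0.0557 and 0.067 without FCN replicate 1, 4, 5 or 6. For *c3 LOC108258708*, the adjusted p of the same test rose to 0.0603, 0.0581, 0.0722 and 0.0507 without FCF replicate 1, 2, 4 or 5, and to 0.0679, 0.0612 and 0.0794 without FCN replicate 4, 5 or 6. For *tlr5*, the adjusted p of the same test rose to 0.0845, 0.0919 and 0.0836 without FCF replicate 1, 2 or 4, and to 0.0844, 0.0564, 0.0679, 0.0882, 0.0904 and 0.0915 without FCN replicate 1, 2, 3, 4, 5 or 6. For *cd22*, the adjusted p of the same test rose to 0.0846, 0.101 and 0.1 without FCF replicate 1, 2 or 4, and to 0.0848, 0.0836, 0.0759, 0.0944, 0.0931 and 0.0736 without FCN replicate 1, 2, 3, 4, 5 or 6. In NCN against NCF at 2 HPC the fed fish were higher. For *c3*-like *LOC124627631*, the adjusted p of the same test rose to 0.052, 0.0801, 0.0842, 0.0543 and 0.0841 without NCF replicate 1, 3, 4, 5 or 6, and to 0.0735, 0.0993, 0.105 and 0.109 without NCN replicate 1, 2, 3 or 5. For *c3 LOC108258708* in NCN against NCF, the adjusted p of the same test rose to 0.0559, 0.0751 and 0.0673 without NCF replicate 3, 4 or 6, and to 0.0746, 0.0848, 0.0773, 0.066 and 0.0898 without NCN replicate 1, 2, 3, 4 or 5. The change of *c1qbp* at 4 HPC fell inside the threshold of 1 without NCF replicate 4, at -0.99, and rounded to the threshold itself without NCN replicate 5. The fold changes of the *il-1β* pair rest on FCF fish that differ from each other, with 192 ± 263 CPM for *il-1β LOC100304696* (SD, n = 6 fish) against 5.07 ± 1.92 CPM in FCN. In FCF at 8 HPC, 5 of 6 fish lay above every Control1 fish for *il-1β LOC100304696*, and the sixth, replicate 6, was at 2.80 CPM against 0.171 to 7.49 CPM in Control1, so a rise in 5 fish and a rise in 6 cannot be told apart, because the highest mock fish sets that limit. Feeding state stays open as the difference that the design names.

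The sterol synthesis list, whose genes the paper does not discuss, had a median log2 fold change of -2.79 in NCN at 4 HPC, with 17 of 19 features lower (camera with Benjamini-Hochberg adjustment over all planned lists, adjusted p = 3.75e-10, fry, adjusted p = 5.16e-05). Its abundant members fell, *tm7sf2* from 76.5 to 0.463 CPM and *hmgcra* from 17.6 to 0.405 CPM. The median ran from -2.93 to -2.31 with 1 fish left out, and all 12 such fits kept the camera call. Of the 26 list genes in the annotation, 24 had counts and 20 were tested, and none is in another list or named by the paper. The labels call the mock fish fed, so feeding state was weighed. In the fed groups FCF and NCF, camera called the list lower in 6 of 6 comparisons and fry in 4. The list was written after the paper's DEG lists for FCF and for the earliest NCF comparison had been read. Calls in those comparisons are therefore not independent evidence. The later NCF comparisons had not been read, and both tests called the list lower there, but they use the same Control2 fish. A difference in feeding state as the whole cause is therefore not decided by these calls and stays open. The challenge itself stays open as an untested biological difference, and so do the handling of the fish and the single sampling time of the mock fish, which the design does not separate from it.

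The proximal intestine list had a median log2 fold change of -2.97 in NCN at 2 HPC, with 11 of 11 features lower (camera, adjusted p = 0.00711, fry, adjusted p = 0.0374). *apoa1a* fell from 632 to 0.144 CPM and *fabp2* from 501 to 1.27 CPM. All 12 fits with 1 fish left out kept the camera call, and the median moved most, to -1.81, without Control2 replicate 6. Of the 13 list genes in the annotation, 12 had counts and 11 were tested, and none is in another list or named by the paper. The mock groups differed in this list too, with a median of -1.36 in Control1 against Control2 and 11 of 11 features lower (camera, adjusted p = 3.69e-07, fry, adjusted p = 0.19), and -0.80 without Control2 replicate 6. The median in NCN against NCF at 2 HPC, which needs no mock fish, was -2.05 with 10 of 10 features lower. A difference between the mock groups and a change in NCN therefore cannot be told apart here, because the camera call was lost against Control1 while the contrast with NCF was called by camera and not by fry. The distal intestine list had a median of -0.03 between the mock groups, with 5 of 10 features lower, so a more distal stretch of intestine in Control1 cannot be told apart from other causes, because the members went both ways. Feeding state and the challenge stay open as untested differences that the design names.

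The hypoxia response list had a median log2 fold change of 0.53 in FCF at 2 HPC, with 19 of 27 features higher (camera, adjusted p = 0.000346, fry, adjusted p = 0.000736). With 1 fish left out the median ran from 0.38 to 0.59, and all 12 fits kept the camera call. Against Control2 it was 0.58 with 19 of 27 features higher, which argues against a difference between the mock groups. The members of largest change were *egln3*, with 4.08 and 3.96 for its 2 transcripts, and *egln2* with 2.40. Of the 39 list genes in the annotation, 37 had counts and 28 were tested, and 5 are also in the list of peptidyl-proline dioxygenases. The list was written after the first sheets of Table S2 had been read, so its rise is not independent evidence. The challenge stays open as an untested biological difference, beside the single sampling time of the mock fish.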

How the results depend on the processing

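The fits with 1 fish left out, the thinning of libraries, the background of all annotated genes and the single fit over all libraries for the clip contrasts are tests that were chosen only after the result was seen.

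RLE size factors and transcripts summed to genes left all 19 DEG counts and all 4 counts of shared DEGs within 1.5-fold of the value reported. RLE size factors also left all 127 values of named genes on their side of the thresholds and 75 of 76 list results, the exception being the hypoxia response list in FCN against FCF at 2 HPC, which moved from a median of -0.17 to -0.15 and lost its camera call. Under every alternative run, FCN had more DEGs than FCF and NCN had more than NCF at 2, 4 and 8 HPC.

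The choice of the mock group moved the counts of the fed groups. Control2 in place of Control1 raised the FCF count from 531 to 1119 at 2 HPC and from 475 to 870 at 8 HPC and the number shared by all time intervals from 54 to 183. Control1 in place of Control2 lowered the NCF count at 4 HPC from 1424 to 832. Both mock groups together gave 1181 at 2 HPC and 1224 at 8 HPC in FCF, and 174 shared. The FCF count was largest at 4 HPC with Control1, at 2 HPC with Control2 and at 8 HPC with both mock groups. The NCF count was largest at 4 HPC with Control2 and at 2 HPC with Control1 or with both. The cause was not tested.

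With Control1 for both groups the ratio of NCF to FCF counts was at most 1.77 at 2 HPC, and with either mock group for both it was at most 1.38 at 4 HPC and 1.48 at 8 HPC. A difference between the mock groups is a candidate explanation of the lower FCF counts at 4 and 8 HPC, since no ratio there reached 1.5 once the same fish served as control. At 2 HPC it cannot be told apart from a difference between FCF and NCF, because the ratio was 1.77 with Control1 and 1 with Control2. With single fish left out, the FCF count at 2 HPC fell to 347 without Control1 replicate 4, at 8 HPC it moved to 289, 271, 293 and 314 without Control1 replicate 2, 3, 4 or 5 and to 722 without FCF replicate 3, and the NCF count at 2 HPC moved to 728 without NCF replicate 2.

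DESeq2 raised the counts at 8 HPC to 863 in FCF and 1471 in NCF and the shared DEGs to 109 in FCF and 465 in NCF. In the direct comparisons it called 288, 501 and 879 features in FCN against FCF at 2, 4 and 8 HPC, and 516 and 440 in NCN against NCF at 2 and 4 HPC. Between the mock groups it called 38, where edgeR called 2. On simulated data DESeq2 made more false calls than edgeR, 14.3% against 4.7%, a part of which may carry over to these counts. The legacy edgeR test lowered FCN against FCF to 11 at 2 HPC and 258 at 8 HPC, and the single edgeR fit over all 84 libraries raised them to 330 and 775. For the mock groups, the legacy test, the single fit and the replicate block each gave 0 DEGs, and no filter on low counts gave 1. The edgeR test reported had 1220 features at an unadjusted p under 0.05 there. The cause was not tested.

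The replicate numbers of the labels do not pair the fish. Over 546 pairs of same-numbered fish, the mean correlation was -0.0023, and it was 0.00069 for fish with different numbers. The replicate block, which spends degrees of freedom on those numbers, gave 278 DEGs in FCF at 2 HPC and 133 at 8 HPC, with 24 shared in FCF and 178 in NCF. It gave 0, 79 and 73 in FCN against FCF and 12, 73 and 380 in NCN against NCF at 2, 4 and 8 HPC. For FCN against FCF at 2 HPC, where the block gave 0, edgeR without it had 1829 features at an unadjusted p under 0.05 and DESeq2 called 288. Fewer residual degrees of freedom lie in the construction of this alternative.

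Leaving out 1 fish at a time moved the counts within these ranges at 2, 4 and 8 HPC. FCF ranged from 347 to 719, from 666 to 941 and from 271 to 722, and FCN from 1742 to 2189, from 2217 to 2421 and from 2205 to 2464. NCF ranged from 728 to 1330, from 1173 to 1682 and from 806 to 1245, and NCN from 2630 to 3006, from 2931 to 3273 and from 2613 to 2964. FCN against FCF ranged from 0 to 56, from 153 to 337 and from 151 to 917, and NCN against NCF from 88 to 388, from 164 to 328 and from 378 to 679. Control1 against Control2 ranged from 0 to 4. It was 0 without Control1 replicate 3 or 6 or Control2 replicate 1, 3, 4, 5 or 6, and 4 without Control1 replicate 4. In FCN against FCF at 2 HPC it was 0 without FCN replicate 2 and 4 without FCF replicate 1 or FCN replicate 5. Fewer fish lie in the construction of these fits.

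The respiratory chain family changed its call in the Fisher's exact test. In FCN the adjusted p was 0.272 with the settings reported, 0.0317 with DESeq2 calls, 0.00103 without a filter on low counts, 1.22e-10 with Control2 as the control and 0.000275 with both mock groups. In NCF it was 0.0176 without a filter. With all annotated genes as background it was 0.00548 in FCN and 0.04 in NCF, so for FCN the call depends on the background. The other 10 results of the 3 families kept their side of the threshold with DESeq2 calls, without a filter, with the other mock group, with both mock groups and with all annotated genes as background. The remaining alternatives were not run for the families. Against the genes tested, the peptidyl-proline dioxygenases in FCF had an adjusted p of 0.00163, the respiratory chain in NCN 6.84e-19 and the cell cycle genes in NCF 2.86e-05 from the same Fisher's exact test, which argues against the background as the cause of these. Of these families 2 of 8, 38 of 57 and 8 of 34 genes were shared DEGs.

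For the challenge response of clipped against intact fish, the single fit over all 84 libraries gave 30 DEGs in fed fish at 4 HPC and 2 at 8 HPC, 16 in unfed fish at 2 HPC and 1 at 4 HPC, against 0, 0, 0 and 4 with the 24 libraries of each contrast. In the 24-library edgeR fits that gave 0, 1493, 808 and 1767 features had an unadjusted p under 0.05. DESeq2 was not run for these contrasts. The cause was not tested.

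Of 127 values of named genes, Control2 or Control1 in place of the matched mock group left 96 on their side of the thresholds, took 22 below them, brought 8 past them and reversed 1. The reversed value was *cidec* in FCN at 2 HPC, from a log2 fold change of 1.23 to -0.30. The replicate block left 107, took 17 below and brought 3 past. No filter on low counts left 108, took 17 below and brought 2 past. Both mock groups left 119, took 3 below and brought 5 past. DESeq2 left 122, took 3 below and brought 2 past. The legacy test left 123 and took 4 below, and the single fit left 120, took 4 below and brought 3 past.

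With the other mock group as control, the hypoxia response list in FCF at 4 HPC moved from 0.15 to 0.33 and was called by camera. The proximal intestine list moved to -2.11, -1.41 and -0.62 in FCF at 2, 4 and 8 HPC, where it had been -0.27, 0.31 and 0.59, and to -2.17 in FCN at 4 HPC, where it had been 0.03, and was called lower each time. In NCF at 4 HPC it reversed from -1.36 to 0.09. In NCN it moved to -0.67, -0.96 and -0.12 at 2, 4 and 8 HPC and lost its camera call each time. The remaining 39 of 48 list results kept theirs. A difference between the mock groups in this list, whose median was -1.36, may underlie these shifts. With 1 fish left out, the median of the respiratory chain list in NCN at 4 HPC ran from -1.62 to -1.46, that of the sterol synthesis list in NCN at 4 HPC from -2.93 to -2.31, that of the hypoxia response list in FCF at 2 HPC from 0.38 to 0.59, that of the proximal intestine list in NCN at 2 HPC from -3.21 to -1.81, and that of the same list between the mock groups from -1.82 to -0.80. Each of these fits kept the camera call. The values of -1.81 and -0.80 were those without Control2 replicate 6.

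With all libraries thinned to 20005045 counts, the ratios of unfed to fed counts were 3.72, 2.82 and 4.68 for the clipped groups and 2.52, 2.19 and 2.75 for the intact groups at 2, 4 and 8 HPC, where the full libraries gave 3.84, 2.85 and 4.91 and 2.51, 2.19 and 2.83. Genes with several annotated transcripts are tested less often than genes with 1, 22% against 71% of the protein-coding genes.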

Differences from the paper's values

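The alternatives named here were set before the data were examined unless the sentence says otherwise, and the fits with 1 fish left out and the background of all annotated genes are tests that were chosen only after the result was seen.

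Table S5 holds a column of fold changes from RT-qPCR and a column from RNA sequencing. The deposited counts gave fold changes that did not differ from the RNA sequencing column, for example 25.5 for *tlr5* in FCF against the paper's 25.9 and 24.7 for *c7b* in FCF against the paper's 24.9, so both are on a linear scale. A fold change is given here as differing when it was more than 1.5 times the paper's, or the reverse, and lay more than 1 standard error of the log2 fold change from it. By this rule 7 values at 8 HPC differed from the RT-qPCR column. Of these, *tlr5* in NCF and NCN lay more than 2 standard errors away, and *tlr5* in FCF and the 4 values of *c7b* lay within 2, so with the settings reported the counts do not separate those 5 from the paper's values. For *tlr5* in FCF the paper's RT-qPCR value was 6.1 and the counts gave 25.5, and in NCF the paper's value was 1 and the counts gave 10.2. By the same rule both still differed under all alternatives (RLE size factors, no filter on low counts, replicate block, legacy edgeR test, the other mock group, both mock groups, DESeq2 and the single fit over 84 libraries). For *tlr5* in NCN the paper's value was 2.5 and the counts gave 6.77. With the other mock group (2.32) and with both mock groups (3.32) this no longer differed, and under the other 6 alternatives it did.

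For *c7b* in FCF the paper's RT-qPCR value was 15.1 and the counts gave 24.7, a gap of 0.71 on the log2 scale with a standard error of 0.69. The gap was within the standard error without a filter on low counts (24.6) and with the single fit (24.4), and by the rule above the value differed under the other 6 alternatives. For *c7b* in FCN the paper's value was 11.3 and the counts gave 18.7, which no longer differed with the single fit (18.7, with a larger error) and differed under the other 7. For *c7b* in NCF the paper's value was 3.6 and the counts gave 6.03. This no longer differed without a filter (5.76), with the replicate block (3.53), the legacy test (6.02), the other mock group (3.84) and both mock groups (4.67), and it differed with RLE size factors, DESeq2 and the single fit. With 1 fish left out, the log2 fold change of *c7b* in NCF, 2.59 with all fish, ran from 1.45 to 2.98. For *c7b* in NCN the paper's value was 10 and the counts gave 21. This no longer differed with the replicate block (14.7) or the other mock group (12.8), and it differed under the other 6 alternatives.

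Among the DEG counts and counts of shared DEGs that the paper's text or the lists at hand give, none differed by more than 1.5-fold. No DEG count of the paper was at hand for NCF at 4 and 8 HPC or for NCN. The legacy edgeR test came closest, with 411 DEGs in FCF at 2 HPC where the paper has 410, 692 at 4 HPC where the paper's list has 687, 337 at 8 HPC where it has 334, and 918 in NCF at 2 HPC where the paper has 916. All DEGs of the paper's lists for these 4 comparisons were DEGs under the legacy test. With the settings reported, 409 of 410, 684 of 687, 334 of 334 and 916 of 916 were DEGs. The DEGs shared by all time intervals under the legacy test were 43 in FCF against the paper's 43, 236 in NCF against the paper's 235, and 1297 in NCN against the paper's 1292.

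The paper names *cxcl12b* at 2 HPC and *cxcl12a* at 8 HPC as most downregulated in the FCF intestine. Here neither was a DEG at that time, with log2 fold changes of -0.33 for *cxcl12b* (adjusted p = 0.718 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 3 of 6 fish below the mock range) and 0.35 for *cxcl12a* (adjusted p = 0.599 from the same test, 0 of 6 fish outside the mock range). No setting run made them DEGs. The part of Table S4 at hand lists neither *cxcl12b* at 2 HPC nor *cxcl12a* at 8 HPC in FCF. At 4 HPC both were DEGs, *cxcl12b* at -1.52 (adjusted p = 0.0109, 4 of 6 fish) and *cxcl12a* at -1.08 (adjusted p = 0.0299 from the same test, 5 of 6 fish). The adjusted p of *cxcl12a* at 4 HPC rose to 0.059 and 0.057 without Control1 replicate 5 or 6, and to 0.0654, 0.056, 0.0695 and 0.0523 without FCF replicate 1, 2, 4 or 6.

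The paper places upregulation of *cxcl18b* and *cxcl14* in the intestine of the fed groups at 4 and 8 HPC. At 4 HPC *cxcl18b* was not a DEG in FCF, at -0.04 (adjusted p = 0.975, 0 of 6 fish), or in NCF, at 0.33 (adjusted p = 0.518 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 2 of 6 fish), and *cxcl14* was not a DEG in FCF, at -0.03 (adjusted p = 0.968 from the same test, 0 of 6 fish). No setting run made them DEGs. The part of Table S4 at hand lists neither *cxcl18b* in the fed groups nor *cxcl14* in FCF at 4 HPC. Like the paper's text, the counts gave *cxcl14* as a DEG in NCF at 4 HPC and both genes in FCF and NCF at 8 HPC. Of these, *cxcl14* in NCF at 8 HPC is not in that part of Table S4.

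For *bbc3* in NCF the paper lists upregulation at 3 time intervals. At 4 HPC it was at 0.78 here (adjusted p = 0.24 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 1 of 6 fish above the mock range) and not a DEG under any of the alternatives set beforehand. Without Control2 replicate 3, a fit chosen after seeing the values, it was a DEG at 1.45 (adjusted p = 0.0147). At 2 and 8 HPC it was a DEG here as in the paper. The part of Table S4 at hand lists *bbc3* in NCF at 2 and 8 HPC and not at 4 HPC.

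The paper describes *bbc3*, *bik* and *cidec* as upregulated in all 4 groups. Over the 12 comparisons with a mock group, *bik* was a higher DEG in 11, *bbc3* in 10 and *cidec* in 1, FCN at 2 HPC. The lower change of *cidec* in NCN at 4 HPC, -1.84, was a DEG as well (adjusted p = 0.0424 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 1 of 6 fish below the mock range). Its adjusted p rose to between 0.0568 and 0.192 without any of the NCN fish or without Control2 replicate 3 or 6, the last of these giving 0.192. With 1 fish left out, the log2 fold change of *cidec* there ran from -2.05 to -0.55. The part of Table S4 at hand lists *cidec* only in FCN at 2 HPC, higher, and in NCN at 4 HPC, lower. DESeq2 made *cidec* a DEG in FCF at 4 HPC, at 1.65, and the other mock group made it one in NCF at 4 HPC, at 1.76. Without FCF replicate 2 it was a DEG in FCF at 4 HPC, at 1.85, and without Control2 replicate 6 in NCF at 4 HPC, at 1.52, in fits chosen after seeing the values. In NCF at 4 HPC *bik* was at 0.97 and not a DEG. It was one with the other mock group (1.31), with both mock groups (1.12) and, after seeing the values, without NCF replicate 4 (1.16).

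For *dad1*, *sod1* and *c1qbp* the paper describes persistent downregulation. Here *dad1* was a lower DEG in 11 of 12 comparisons, *sod1* in 6 and *c1qbp* in 6, with all 3 below the mock group in all 12. The part of Table S4 at hand lists these genes in the same comparisons. In FCF at 8 HPC *dad1* was at -0.84 (adjusted p = 0.0877 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 5 of 6 fish), and without FCF replicate 5 it was a DEG at -1.17. In FCF, *sod1* was at -0.72, -0.68 and -0.92 and *c1qbp* at -0.75, -0.85 and -0.22 at 2, 4 and 8 HPC, none of them a DEG. The other mock group made *sod1* a DEG in FCF at 8 HPC (-1.15) and in FCN at 2 and 4 HPC (-1.13 each), and both mock groups did so too (-1.04, -1.03 and -1.04). No filter on low counts (-1.06), the replicate block (-1.02), DESeq2 and the single fit (-1.04) made it one in NCF at 8 HPC. The other mock group made *c1qbp* a DEG in FCF at 2 HPC (-1.15) and 4 HPC (-1.19) and in FCN at 8 HPC (-1.18), and both mock groups in FCF at 4 HPC (-1.03). No filter, the replicate block (-1.05) and the single fit (-1.02) made it one in NCF at 2 HPC.

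Fits with 1 fish left out, chosen after seeing the values, also made *sod1* and *c1qbp* DEGs. *sod1* was one in FCF at 8 HPC without FCF replicate 5 (-1.19), in FCN at 2 HPC without FCN replicate 1 (-1.08) and at 4 HPC without FCN replicate 6 (-1.01), and in NCF at 8 HPC without NCF replicate 1, 3 or 6 (-1.01, -1.08 and -1.01) or Control2 replicate 1, 2 or 4 (-1.04, -1.01 and -1.03). *c1qbp* was one in FCF at 2 HPC without FCF replicate 6 (-1.08) and at 4 HPC without FCF replicate 3 (-1.01), in FCN at 8 HPC without FCN replicate 4 (-1.05), and in NCF at 2 HPC without NCF replicate 3 or 6 (-1.17 and -1.05) or Control2 replicate 1, 4 or 5 (-1.09, -1.01 and -1.08).

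In Table S5 the entry for *c3* in NCF at 8 HPC is ND, while the paper's text lists *c3* as upregulated there. Here *c3 LOC108258708* was a DEG in that group, at 2.19 (adjusted p = 0.0329 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 3 of 6 fish above the mock range). In NCF at 8 HPC the adjusted p rose to 0.0648, 0.0505 and 0.0717 without NCF replicate 2, 3 or 4 and to 0.0616, 0.0615, 0.0668 and 0.0635 without Control2 replicate 1, 3, 5 or 6, and without a filter on low counts it was not a DEG (2.13). The entries for *tlr5* and *cd22* in FCN are ND in Table S5 too.

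Here *tlr5* in FCN at 8 HPC was at 1.93 (adjusted p = 0.0346, 2 of 6 fish) and *cd22* at 1.67 (adjusted p = 0.048 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 2 of 6 fish), and both were DEGs. Neither was a DEG with no filter on low counts, the legacy test, DESeq2 or the single fit. For *tlr5* the adjusted p rose to 0.0695, 0.0675, 0.0539 and 0.0642 without Control1 replicate 1, 2, 3 or 5 and to 0.0718, 0.0538 and 0.0537 without FCN replicate 2, 3 or 6, and the change moved to 3.12 without Control1 replicate 6. For *cd22* it rose to 0.0974, 0.0852, 0.0851, 0.0857 and 0.0843 without Control1 replicate 1, 2, 3, 4 or 5 and to 0.0817, 0.0635, 0.0567, 0.0676 and 0.114 without FCN replicate 1, 3, 4, 5 or 6, and the change moved to 2.86 without Control1 replicate 6.

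The paper gives mitochondrial function as over-represented in the FCN intestine, from gene ontology terms that were not at hand. Of the respiratory chain genes, 7 of 57 were shared DEGs in FCN against 4.85 expected, which did not pass the one-sided Fisher's exact test with Benjamini-Hochberg adjustment (adjusted p = 0.272, 7 of 7 lower). It did pass with DESeq2 (0.0317), no filter on low counts (0.00103), the other mock group (1.22e-10) and both mock groups (0.000275). All annotated genes as background, chosen after seeing the values, gave 0.00548. In NCN the same family passed with an adjusted p of 6.84e-19 from the same test, as the mitochondrial terms did in the paper.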

Other observations

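The test of the mitochondrial genome for the respiratory chain list, and the lists for exocrine pancreas, erythrocyte, smooth muscle, neutrophil and T and B cell, are tests that were chosen only after the result was seen.

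Genes with several annotated transcripts carried few counts. Among the ribosomal protein genes, 61 genes with 1 transcript had a median of 2657549 counts over all libraries, and 28 genes with several transcripts had a median of 168, a ratio of 6.32e-05. A ratio near 1 would have argued against reads on exons shared by transcripts of 1 gene being left uncounted, so uncounted reads on shared exons are a candidate explanation. Of the features tested in FCF at 2 HPC, 79.1% belong to genes with 1 annotated transcript. If that explanation holds, a low count of the other genes may not reflect low expression. No biological explanation was tested for this pattern.

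The respiratory chain list had a median log2 fold change of -1.55 in NCN at 4 HPC, with 55 of 57 features lower, and it ran from -1.62 to -1.46 with 1 fish left out. Ribosomal protein features, whose transcripts are short as well, had a median of -0.09 in the same comparison, which argues against short transcripts being under-sampled through length or degradation. The 13 protein-coding features of the mitochondrial genome had a median of -0.71 there, a smaller change than that of the list, which argues against a loss of whole mitochondria or of mitochondria-rich cells as the whole cause. In NCF at 4 HPC the list was at -0.88 and the mitochondrial genome at 0.08, and in FCF at 2 HPC they were at -0.68 and 0.12. In NCN the mitochondrial genome was at -0.73 and -0.64 at 2 and 8 HPC, so a smaller loss in addition to another change stays open there. In NCN against NCF, the list was at -0.29, -0.6 and -0.72 and the mitochondrial genome at -0.19, -0.76 and -1.01 at 2, 4 and 8 HPC. In FCN against FCF, the list was at -0.11, -0.3 and -0.37 and the mitochondrial genome at -0.46, -0.1 and -0.53. A loss of mitochondria therefore stays open for the difference between unfed and fed fish, because these values went both ways. The challenge and the feeding state stay open as untested biological differences that the design names.

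The mock groups Control1 and Control2 differed in 2 DEGs with edgeR, and 2 of 100 splits of the same fish gave as many, the real one and another that also gave 2. The share is low for this comparison taken alone, but the legacy edgeR test, the edgeR fit over all 84 libraries and the replicate block gave 0, so chance stays open. With 1 fish left out the count ran from 0 to 4. It was 0 without Control1 replicate 3 or 6 or Control2 replicate 1, 3, 4, 5 or 6, where 1220 features had an unadjusted p under 0.05 with all 12 fish, and DESeq2 called 38. It was 4 without Control1 replicate 4.

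Over the 12 comparisons with a mock group, camera with Benjamini-Hochberg adjustment called the cell cycle list lower in 12 and fry in 11, with medians of the log2 fold change from -1.19 to -0.33. The respiratory chain list was called lower by camera in 12 and by fry in 11, with medians from -1.55 to -0.34. The sterol synthesis list was called lower by camera in 12 and by fry in 10, with medians from -2.79 to -0.60. The hypoxia response list was called higher by camera in 3 and by fry in 7, with medians from -0.36 to 0.65. The peptidyl-proline dioxygenases were called higher by camera in 4 and by fry in 10, with medians from 0.08 to 1.61. The proximal intestine list was called lower by camera in 4 and by fry in 2, with medians from -2.97 to 1.51, and the distal intestine list was called by neither, with medians from -0.23 to 0.18. The camera calls that did not hold under fry were the cell cycle list in FCF at 4 HPC (fry adjusted p = 0.2), the respiratory chain list in FCF at 8 HPC (0.164), the sterol synthesis list in FCF at 4 HPC (0.0631) and 8 HPC (0.126), and the proximal intestine list in NCF at 4 HPC (0.202) and NCN at 8 HPC (0.123).

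Between unfed and fed fish, in 6 comparisons, camera called the cell cycle list lower in 4 (fry in 0), the respiratory chain list in 6 (fry in 2), the sterol synthesis list in 5 (fry in 3), the hypoxia response list in 2 (fry in 1) and the peptidyl-proline dioxygenases in 2 (fry in 1). It called the proximal intestine list lower in 2 and higher in 1, where fry called it in 0, and the distal intestine list in neither direction. The higher call was FCN against FCF at 2 HPC, with a median of 1.10 and 10 of 10 features higher (adjusted p = 0.0341 from camera and 0.461 from fry). Between the mock groups camera also called the respiratory chain list lower (median -0.18, 53 of 57 features, adjusted p = 2.4e-06, fry 0.281), the sterol synthesis list lower (median -0.18, 15 of 19 features, adjusted p = 0.0119, fry 0.476) and the peptidyl-proline dioxygenases higher (median 0.44, 8 of 9 features, adjusted p = 0.0235, fry 0.0384). It did not call the cell cycle list, at -0.08, or the hypoxia response list, at 0.19.

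Median, mean and camera direction of a list did not always share a sign, and no such case was called by camera or fry. For the proximal intestine list they were 0.31, 0.07 and lower in FCF at 4 HPC, 0.03, -0.67 and lower in FCN at 4 HPC, -0.27, 0.02 and higher in FCN at 8 HPC, and -0.23, 0.56 and lower in NCF at 8 HPC. In FCN against FCF this list had medians of -0.35 and -0.74 at 4 and 8 HPC with a camera direction of higher. For the hypoxia response list they were -0.09, 0.12 and lower in FCN at 8 HPC, -0.11, 0.16 and higher in NCF at 8 HPC, -0.05, 0.22 and higher in NCN at 4 HPC, -0.36, 0.14 and lower in NCN at 8 HPC, and -0.06, 0.12 and higher in FCN against FCF at 4 HPC. For the peptidyl-proline dioxygenases they were 0.26, 0.13 and lower in FCN at 8 HPC and 0.12, -0.20 and lower in NCN against NCF at 4 HPC. The cell cycle list in NCN against NCF at 2 HPC had 0.03, -0.01 and higher. The distal intestine list differed in sign in most of its comparisons, where its medians ran from -0.11 to 0.18. Of the lists added later, the erythrocyte list in NCN at 4 HPC had 0.24, -0.15 and lower, the neutrophil list in FCN against FCF at 2 HPC had 0.02, -0.11 and higher, and the smooth muscle list in FCN against FCF at 4 HPC had a median of 0.04 and a camera direction of lower.

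Of the lists added later, the exocrine pancreas list could be tested in 4 comparisons with a mock group, where neither camera nor fry called it and medians ran from 2.04 to 11.42. Between unfed and fed fish camera called it higher in 2 and lower in 1 of 6 and fry in 0, with medians from -9.33 to 5.91. The lower call and the median of -9.33 belong to NCN against NCF at 4 HPC, and the 11.42 to NCF at 4 HPC, where NCF replicate 6 stood at 35110 CPM for the list against at most 429.2 CPM in the other 5 fish. In NCN at 8 HPC, replicate 3 stood at 6367 CPM against 68.33 to 1066 CPM. These calls and medians were therefore not separated from single fish. The erythrocyte list was called in 0 of 12 comparisons with a mock group by camera and by fry, with medians from -0.91 to 1.37. It was lower in 3 of 6 between unfed and fed fish by camera and in 0 by fry, and its median between the mock groups was 0.05. The smooth muscle list was called higher by camera in 2 of 12 and by fry in 0, with medians from -0.63 to 1.53. Between the mock groups it was higher by camera, with a median of 1.00 and 4 of 4 features higher (adjusted p = 0.000781, fry 0.113). The neutrophil list was called higher by camera in 3 of 12 and by fry in 3, with medians from 0.07 to 1.15, and both called it in NCN at 4 and 8 HPC. Between unfed and fed fish camera called it higher in NCN against NCF at 4 HPC and fry at 8 HPC. Between the mock groups it was higher by camera, with a median of 0.42 and 9 of 10 features higher (adjusted p = 0.0279, fry 0.147). The T and B cell list was called higher by camera in 2 of 12 and by fry in 2, with medians from 0.19 to 1.39, and both called it in NCN at 2 HPC. Between unfed and fed fish camera called it higher in 1 of 6 and fry in 0, and its median between the mock groups was 0.25. Fits with 1 fish left out were not made for these lists.

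The smooth muscle list was led by *acta2* at 35000 CPM in NCF at 2 HPC against 10100 CPM in Control2 and *desmb* at 5820 against 1380 CPM. In NCF at 2 HPC the list stood at 95000 and 105800 CPM in replicates 1 and 2 and at 9246 to 15830 CPM in the other 4 fish, near the 8461 to 16550 CPM of Control2, so the rise of the list there rests on 2 of 6 fish. The neutrophil list held *ncf1* at 229 CPM in NCN at 8 HPC against 89.0 CPM in Control2 and *mmp9* at 41.5 against 3.62 CPM, and the T and B cell list held *cd79b* at 14.0 CPM in NCN at 2 HPC against 2.10 CPM and *cd79a* at 12.3 against 3.42 CPM. The erythrocyte list held *cahz* at 17.5 CPM in NCN at 2 HPC against 36.7 CPM. These members were singled out after their values were seen, and no change in the share of a cell type was tested.

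The peptidyl-proline dioxygenase list has 12 genes in the annotation, of which 12 had counts and 8 were tested, and the respiratory chain list has 68, 67 and 59. The cell cycle list has 80, 63 and 36, and the distal intestine list 11, 10 and 9. Among the lists added later these numbers were 9, 8 and 6 for erythrocyte, 14, 9 and 5 for smooth muscle, 13, 13 and 12 for neutrophil and 18, 15 and 12 for T and B cell. Apart from 5 genes shared by the peptidyl-proline dioxygenases and the hypoxia response list, no gene is in another list, and none is among the genes that the paper names.

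Over the 12 comparisons with a mock group, DEG calls within a list were counted with the adjustment over all genes tested and, after it, adjusted over the list alone. They were 181 and 201 for the cell cycle list, 240 and 242 for the respiratory chain list, 112 and 136 for the sterol synthesis list, 108 and 113 for the hypoxia response list, 59 and 60 for the peptidyl-proline dioxygenases, 40 and 37 for the proximal intestine list and 14 and 13 for the distal intestine list. Over the 6 comparisons of unfed with fed fish they were 9 and 16, 11 and 13, 17 and 28, 14 and 29, 6 and 18, 6 and 20, and 4 and 6 in the same order. Between the mock groups both counts were 0 for each of these lists with edgeR, where 1220 of all features had an unadjusted p under 0.05 and DESeq2 called 38.

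For the genes that the paper names, the counts over all genes tested and adjusted over the list alone were 135 and 143 in the comparisons with a mock group and 21 and 35 between unfed and fed fish. The study chose these genes on the same fish, so the count adjusted over the list alone is not independent evidence.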
